# ZMYM2 is essential for methylation of germline genes and active transposons in embryonic development

**DOI:** 10.1093/nar/gkad540

**Published:** 2023-07-03

**Authors:** Adda-Lee Graham-Paquin, Deepak Saini, Jacinthe Sirois, Ishtiaque Hossain, Megan S Katz, Qinwei Kim-Wee Zhuang, Sin Young Kwon, Yojiro Yamanaka, Guillaume Bourque, Maxime Bouchard, William A Pastor

## Abstract

ZMYM2 is a transcriptional repressor whose role in development is largely unexplored. We found that *Zmym2^−/−^* mice show embryonic lethality by E10.5. Molecular characterization of *Zmym2^−/−^* embryos revealed two distinct defects. First, they fail to undergo DNA methylation and silencing of germline gene promoters, resulting in widespread upregulation of germline genes. Second, they fail to methylate and silence the evolutionarily youngest and most active LINE element subclasses in mice. *Zmym2^−/−^* embryos show ubiquitous overexpression of LINE-1 protein as well as aberrant expression of transposon-gene fusion transcripts. ZMYM2 homes to sites of PRC1.6 and TRIM28 complex binding, mediating repression of germline genes and transposons respectively. In the absence of ZMYM2, hypermethylation of histone 3 lysine 4 occurs at target sites, creating a chromatin landscape unfavourable for establishment of DNA methylation. *ZMYM2^−/−^* human embryonic stem cells also show aberrant upregulation and demethylation of young LINE elements, indicating a conserved role in repression of active transposons. ZMYM2 is thus an important new factor in DNA methylation patterning in early embryonic development.

## INTRODUCTION

Methylation of the 5-position of the DNA base cytosine is the most common epigenetic modification of DNA in mammals, typically occurring at the dinucleotide CpG. DNA methylation promotes heterochromatinization, and a high density of methylated CpGs at a gene promoter has a strong silencing effect (1). DNA methylation is largely lost from the genome during pre-implantation mammalian development and is then re-established globally during the peri-implantation period (2). Although methylation patterns continue to change during development, this global reprogramming in the first days of life is far more extensive than anything that occurs subsequently in somatic tissue (3).

Most CpG-rich transcript promoters remain unmethylated even after global methylation establishment, with two categorical exceptions: germline genes and transposons. Genes selectively expressed in germ cells (germline genes) are silenced by promoter methylation and only reactivated in the developing germline, where DNA methylation is lost globally (4,5). These genes are targeted for silencing and subsequent methylation by the non-canonical polycomb repressor complex PRC1.6, which recognizes E2F and E-Box motifs at their promoters (6,7). Transposons are also targeted for extensive methylation. During the pre- and peri-implantation period, many transposons are silenced by the TRIM28 complex, which is recruited by hundreds of distinct KRAB-Zinc finger proteins that recognize distinct sequences present on transposons (8). TRIM28 silences target transposons by recruiting histone deacetylases and the histone 3 lysine 9 (H3K9) methyltransferase SETDB1 (8). The TRIM28 complex is essential during development, as *Trim28^−/−^* mice show severe abnormality by embryonic day (E)5.5 (9). Additionally, TRIM28 promotes transposon DNA methylation (10,11), and eventually DNA methylation replaces TRIM28 as the critical factor for silencing transposons (9,12,13). Mice deficient for the *de novo* methyltransferases DNMT3A and DNMT3B show aberrant expression of germline genes and transposons along with severe growth restriction and abnormality by E8.5 (13).

The transcription factor Zinc-finger MYM-type protein 2 (ZMYM2) has been implicated in transcriptional repression in a variety of cell types (14–16) and recruitment of ZMYM2 silences reporter constructs (14,15). Its MYM-type Zinc fingers are reported not to bind DNA and they lack most of the DNA interaction surface present on other Zinc fingers (17). Instead, ZMYM2 can bind the post-translational modification SUMO2 via distinct SUMO Interaction motifs (SIMs) (14) and the MYM-Zinc fingers themselves are reported to facilitate protein-protein interaction (17,18). Many transcription factors and chromatin-bound complexes are SUMOylated, with SUMOylation often functioning to reduce transcriptional activity (19,20), and ectopically expressed ZMYM2 homes to regions of SUMOylation (14). Additionally, ZMYM2 is known to interact with the CoREST complex (15–17,21,22). The CoREST complex includes the histone deacetylases HDAC1 and HDAC2 and the histone demethylase LSD1 (21), and loss of ZMYM2 results in a global reduction of association of CoREST with chromatin (16,17). ZMYM2 can thus home to SUMOylated complexes on chromatin and recruit CoREST to mediate transcriptional silencing.

There is evidence that ZMYM2 mediates transcriptional repression in developmentally relevant cell types. ZMYM2 was identified as a factor important for suppressing totipotency in murine embryonic stem cells (mESCs) and zygotic depletion of *Zmym2* RNA reduces efficiency of blastocyst formation (16). ZMYM2 was identified in a CRISPR screen as a gene that facilitates exit from pre-implantation-like ‘naïve’ pluripotency in mESCs (23) and has been implicated in transposon silencing in mESCs (16,24). In subsequent CRISPR screens, ZMYM2 was found to restrict growth in human embryonic stem cells (hESCs) (25) and its deletion results in reactivation of the silenced copy of imprinted genes in both mESCs and hESCs (26,27). Heterozygous mutations of ZMYM2 in humans cause craniofacial abnormalities and congenital anomalies of the kidney and urinary tract (CAKUT) and *Zmym2*^+/−^ mice show elevated rates of CAKUT (15). Nonetheless, its importance in mammalian embryonic development, and the molecular mechanisms underlying its role in development, remain largely unknown. To determine the developmental role of ZMYM2, we generated *Zmym2*^−/−^ mice and found a striking role for ZMYM2 in facilitating the methylation of germline genes and young LINE transposons.

## MATERIALS AND METHODS

### Mice

Parental *Zmym2*^+/−^ mice were generated by the Transgenic Core Facility of the Goodman Cancer Institute in a C57BL/6 background using a CRISPR-Cas9 targeting approach as described(15). Timed mating was performed, and presence of a copulatory plug was identified at E0.5. Animals and experiments were kept in accordance with the standards of the animal ethics committee of McGill University, and the guidelines of the Canadian Council on Animal Care.

### Embryo collection and processing

All embryos were dissected in cold PBS and fixed for 20 minutes in 4% paraformaldehyde at 25°C. Following imaging of embryos with a Zeiss Lumar V12 stereomicroscope, samples used for tissue analysis were processed for either cryosection or paraffin embedding. Cryo-embedded samples were flash frozen in O.C.T. compound and sectioned to obtain 8 to 10μm thick sections as described (28). Paraffin-embedded samples were processed and embedded by the GCI Histology Core Facility and 6μm serial sections were obtained.

### Immunofluorescence staining of tissue sections

Immunofluorescence analyses were performed as described (29). Anti-LINE-1 ORFp (Abcam ab216324) was used at 1:100 dilution in PBS.

### Embryonic stem cell culture conditions

Both wild-type control and *Zmym2*^−/−^ mESCs were generated from the V6.5 ESC line (Novus Biologicals NBP1-41162) derived from C57BL/6 × 129/sv cross. mESCs were cultured on 0.1% gelatin (EmbryoMax, ES-006-B) pre-coated plates and media was refreshed every day. Cells were passaged every 2–3 days using 0.05% Trypsin-EDTA (Gibco, 25300062). These cells were cultured in Knockout™ D-MEM (Gibco, 10829018) media supplemented with 1000 U/ml ESGRO Recombinant Mouse LIF (Millipore Sigma, ESG1107), 2 mM GlutaMAX (Gibco, 35050061), 100 μg/ml Primocin (InvivoGen, ant-pm-2), 0.1 mM 2-mercaptoethanol and 15% ES-qualified fetal bovine serum (Gibco, 10439024). All mESCs were mycoplasma-free and were periodically tested for mycoplasma contamination.

### Immunofluorescence staining of mESCs

mESCs were cultured on glass coverslips coated with 0.1% gelatin. Cells were then fixed with 4% paraformaldehyde for 15 min at room temperature and washed twice with 1× PBS. The mESCs were then permeabilized and blocked using 0.1% Triton-X diluted in a 5% solution of donkey serum for 15 min at room temperature and washed twice with 1× PBS-T (0.1% Tween20 in 1× PBS). Primary antibody (ZMYM2, Invitrogen PA5-83208 at 1:1000 dilution) was added to the cells and incubated overnight at 4°C. After overnight incubation, cells were washed twice with 1× PBS-T and secondary antibody and DAPI fluorophores were added (Donkey anti-Rabbit Alexa Fluor™ 488, A-21206 as a 1:500 dilution) for 45 min at room temperature. Cells were then washed twice with 1× PBS-T and coverslips were mounted on microscopy slides using ProLong Gold (ThermoFisher, P36930). Cells were imaged on the LSM710 confocal microscope.

### RNA isolation, quantitative PCR and RNA-sequencing of embryos

qPCR: Total mRNA was extracted from dissected embryos using a RNeasy micro kit (Qiagen, 74084) or AllPrep DNA/RNA Micro Kit (Qiagen, 82084). mRNA was reverse transcribed with MMLV (Invitrogen) according to manufacturer's procedures. Real-time quantitative PCR was performed using TransStart® Tip Green qPCR SuperMix (AQ141-01) on Realplex2 Mastercycler (Eppendorf).

RNA sequencing: Total RNA was isolated and sequenced from whole E8.5 embryos. Sequencing libraries were prepared by Genome Quebec Innovation Centre (Montreal, Canada), using the NEB mRNA stranded library preparation. cDNA libraries were sequenced using the Illumina NovaSeq 6000 S2 sequencer, 100 nucleotide paired-end reads, generating 40–75 million reads per sample.

### RNA-sequencing analysis

RNA-seq fastq reads were trimmed using Trimmomatic(v0.34) to remove low-quality bases and remove adapters. Trimmed reads were then aligned to the mm10 reference genome using STAR (v2.7.8a) with default parameters to generate .bam files. Picard (v2.9.0) was then used to sort and mark duplicates from the aligned bam files. Raw and normalized reads were then quantified using HTSeq-count and the StringTie suite (v1.3.5). The raw read counts were then used for differential expression analysis using DESeq2 and genes showing a minimum fold change of 4 and FDR (*q*-value) of <0.05 were selected as significant differentially expressed genes. Gene ontology over-representation was determined using clusterProfiler for genes displaying a minimum fold change of 4. Redundant GO-terms were removed using the simplify function in clusterProfiler. Gene set enrichment analysis (GSEA) was then performed using the normalized read counts measured from the DESeq2 software. GSEA was performed using default parameters (1000 permutations) with the mouse hallmarks and biological process gene sets. To measure differences in *Zmym2*, *Dnmt3a* and *Dnmt3b* expression during murine embryonic development, RNA-seq from Smith 2017 was processed as above. Normalized RPKM counts were generated using the StringTie suite. RPKM counts (8-cell to E6.5 from Smith 2017 and E8.5 from this study) of *Zmym2*, *Dnmt3a* and *Dnmt3b* were plotted as line graphs across developmental timepoints.

To assess expression of *ZMYM2*, *DNMT3A* and *DNMT3B* in cynomolgus macaques, we averaged processed RPM values from GSE74767 for each indicated cell type, using cell identities indicated in Nakamura 2016.

The TEtranscript pipeline was used to determine differential expression of transposon classes in *Zmym2*^−/−^ E8.5 embryos. RNA-seq reads were first trimmed using Trim Galore! (v0.6.6) with default parameters. Trimmed reads were then mapped to the mm10 genome using STAR aligner supporting multi-alignments per read (–winAnchorMultimapNmax 200, –outFilterMultimapNmax 100 and a curated GTF file from the TEtranscript website). The resulting BAM files were used as inputs for the TEtranscript pipeline using default parameters and curated annotation refGene and repeatMasker files from the TEtranscript website. DESeq2 was then used to calculate differentially expressed transposon classes in *Zmym2*^−/−^ embryos.

### Genetic ablation of Zmym2 by CRISPR-cas9 nucleofections

*Zmym2* ^−/−^ mESCs on a V6.5 background were generated using the same sgRNA sequence used to generate the *Zmym2*^−^ murine allele: AATGTTACAACCTTAGAAAC. CRISPR-Cas9 and sgRNA were delivered using the Lonza Biosciences 4D-Nucleofector to electroporate ribonuclear particles into cells. 300K cells, prepared for nucleofection according to manufacturer's instructions, were nucleofected using the CA-137 protocol, and were hastily passaged to pre-warmed serum + LIF media after nucleofection. Clonal lines were generated by picking and expanding individual mESC colonies. Clonal mESC lines were then validated using PCR and Sanger sequencing, western blotting and immunofluorescence. Control lines were generated by nucleofection with a non-targeting sgRNA and were otherwise treated identically to *Zmym2*^−/−^ lines.

*Zmym2* ^−/−^ mESCs in a 129/Sv background (CCE line) were donated by the lab of Jianlong Wang (16).

### Reverse-transcriptase quantitative PCR

According to MIQE guidelines, total mRNA was derived from 3 clonal non-target and 3 clonal *Zmym2*^−/−^ mESC lines cultured in serum + LIF and Day 3/6 embryoid bodies (EBs). Additional validating experiment setup were done with another J1 WT and *Zmym2^−/−^* mESC line (Supplemental Figure S9D) and a C2 (C57BI6) WT and *Zmym2^−/−^* lines (data not shown). All mESC samples were harvested using 0.05% Trypsin-EDTA and were neutralized with Trypsin inhibitor. Cell pellets were washed with PBS, flash frozen in liquid nitrogen and stored at –80°C for one week. Total RNA was extracted using RNAzol RT (Molecular Research Center Inc, RN 190). mRNA was precipitated with 75% ethanol and resuspended in DNase/RNase-free H_2_O. All RNA work was done on a designated RNA bench cleaned with RNase Away (Fisher, 1437535), with designated pipettes and filtered tips. RNA samples were then stored at –20°C for 3 weeks before downstream analysis.

RNA was quantified using the Nanodrop 1000 UV instrument using 1.5 μl of RNA sample and DNase/RNase-free H_2_O as a blank. All *A*_260/280_ ratio were between 1.8–2.1 and the RNA yield ranged from 86 ng/μl to 1658 ng/μl. Isolated RNA samples were then used to generate cDNA with the SensiFast cDNA Synthesis Kit (FroggaBio, DD-BIO-65053). 200 ng (12 μl) of RNA from each sample was mixed with 4 μl of 5× TransAmp buffer, 1 μl of reverse transcriptase enzyme, and 3 μl of DNase/RNase-free H_2_O resulting in a final concentration of 10 ng/μl of cDNA for all samples. The cDNA mastermix was then added to a thermocycler with the following conditions: 25°C (10 min), 45°C (15 min), 85°C (5 min), 4°C overnight.

Quantitative PCR was then performed using 5 ng of cDNA for each individual sample, 2× PowerUP SYBR Green PCR (Invitrogen, A25742), and primers at concentrations of 0.5 μM. PCR reactions totaled to a volume of 7 μl. Each sample was set-up in triplicates in 384-well plates from Life technologies (MicroAmp EnduraPlate Optical 384-well plate, Cat. 4483285) using an electronic multichannel pipette. The following cycling conditions were used on the Quantstudio5: 50°C 2 min, 95°C 2 min, 45× (95°C 15 s, 60°C 1 min), 95°C 15 s, 60°C 1 min).

Quantitative PCR data analysis was performed on Excel and the QuantStudio5 software (applied BioSystems/ThermoFisher Scientific). 2^–ΔΔCt^ was used to calculate fold change using GAPDH as a reference housekeeping gene. Values were calculated relative to mESC WT (Day 0 of differentiation). Outliers were identified manually (Cq variation over 0.3 from average, divergence of the melting curve, irregular amplification).

qPCR primers were validated using primer efficiencies tested from gradient concentration of cDNA (cDNA mix of WT, Zmym2 KO cDNA from both mESC and EBs). Specificity of qPCR reactions were verified using melting curve analysis (verifying single narrow peaks) during efficiency testing. List of primer sequences, efficiencies, LODs, accession numbers, primer location, amplicon length and targeted variants are located in Supplementary Table S3.

### Western blot

Protein was extracted using ice cold 1× RIPA lysis buffer supplemented with fresh protease inhibitors (1 mM phenylmethylsulfonyl fluoride, 10 mM sodium fluoride and 1 mM sodium orthovanadate). Cell pellets were then subjected to 5 cycles of freeze-thawing using liquid nitrogen to ensure complete breakage of both the cell and nuclear membranes. Lysate protein concentration was measured using a Bradford Assay and 30–40 μg of protein was run on a 6–12.5% gradient SDS-PAGE. The resolved proteins were transferred to a polyvinylidene fluoride (PVDF) membrane, which was blocked using 5 mL of LI-COR Odyssey Blocking Buffer for 1h at room temperature. The membrane was then incubated overnight with primary antibody in 1× Odyssey Blocking Buffer 0.15% Tween-20 at 4°C. Anti-ZMYM2 (ThermoFisher PA5-83208) was used at a 1:1000 dilution and anti-H3 (Abcam ab1791) was used at a 1:10 000 dilution. The membrane was then washed 3 × 5 min in PBS supplemented 0.1% Tween-20 and then incubated with secondary antibodies (LI-COR IRDye 680RD, 1:20 000 dilution) diluted in Odyssey Blocking Buffer and 0.15% Tween-20 for 1 h at room temperature. Membranes were then washed for 5 min twice in PBS 0.1% Tween-20 and kept in PBS before imaging on the LI-COR imaging system.

### Whole-genome bisulfite library preparation

WGBS libraries were prepared from 500 ng of genomic DNA. Isolated DNA (500 ng) from E8.5 mouse embryos (QIAamp DNA mini kit, 51304 or AllPrep DNA/RNA Micro Kit, Qiagen, 82084) and spiked-in lambda DNA (1.25 ng) (New England Biolabs) was sheared using the M220 ultrasound sonicator (Covaris) to an average genomic size of 350 bp. 200 ng of sheared DNA was bisulfite-converted using the EZ DNA Methylation-Gold Kit (Zymo Research, D5005) using manufacturer's instructions. Up to 100 ng of genomic DNA was then used to generate WGBS libraries using the Accel-NGS Methyl-Seq DNA Library prep kit (Swift Biosciences, 30024) according to manufacturer's instructions and 13 cycles of PCR for final library amplification. Final concentration of libraries were determined using the Qubit 1X dsDNA High Sensitivity Assay Kit (Invitrogen, Q33230) and final library sizes were assessed by agarose gel electrophoresis. Libraries were then sequenced in paired-end using the NovaSeq 6000 at the Center for Applied Genomics operated by the SickKids Research Institute.

### Whole-genome bisulfite sequencing analysis

WGBS reads were trimmed to remove low-quality bases and the first five bases of R1 and ten bases of R2 were removed using Trim Galore! v(0.6.6) software (parameters: -q 20, –clip_R1 5, –clip_R2 10). Reads were then aligned to the mm10 reference genome using Bismark (v0.22.3) with default parameters. Aligned reads were then deduplicated and filtered for incomplete bisulfite conversion. Methylation calling over cytosines was done using Bismark and overall DNA methylation was calculated as a mean of all cytosine bases in CpG context. Metaplots analysis of CpG methylation over gene bodies or promoter regions were generated by calculating the percentage of CpG methylation of each RefSeq gene and 3 kb flanking regions. Similarly, CpG methylation was also measured across 22 loci of genomics imprints(30). The percentage of CpG methylation was visualized as a heatmap. To determine statistical significance of methylation changes across imprint loci between wild-type and *Zmym2^−/−^* KO embryos, a two-tailed homoscedastic student's T-test was performed, using each individual mouse as a replicate and was corrected for multiple hypothesis testing using the Bonferonni correction. No imprints showed statistically significant hypomethylation.

Differentially methylated regions across the whole genome were identified using the methylKit R package of 1000 bp tiled regions with a minimum of 10 read coverage, a difference of >25% methylation and a *q*-value of <0.05. To determine statistically significant DMRs using methylKit, a logistic regression model was used to determine *P*-value and was corrected using a sliding linear model to determine the false discovery rate.

### ChIP of histone modifications

Both wild-type and *Zmym2^−/−^* mESCs were crosslinked in 1% paraformaldehyde for 10 min and quenched with the addition of 1 mM of glycine for 10 min to stop crosslinking. Cells were then lysed using lysis buffer solutions and sonicated with the M220 ultrasonicator (Covaris) in 1 ml tube with an AFA Fiber and the following conditions (cycles/burst = 200, duty factor = 20%, peak intensity power = 75, time = 10 min and temperature = 7°C). The sheared DNA was then pre-cleared using magnetic beads (Sera-Mag Protein A/G SpeedBeads, VWR 17152104010150) for 1 h to remove non-specific binding. Using a magnetic rack, the sonicated lysate was then separated to a new tube and primary antibodies were added (anti-H2AK119Ub Cell Signaling D27C, anti-H3K4me3 Cell Signaling CD42D8, anti-H3K4me2 Cell Signaling C64G9) and incubated overnight. Magnetic beads were then washed and added to the sonicated lysate and incubated for 2 h at 4°C to allow for the beads to bind to the antibody/protein/DNA complex. Beads were then washed with buffer of increasing salt concentration (Wash Buffer A: 50 mM HEPES, 1% Triton X-100, 0.1% deoxycholate, 1 mM EDTA, 140 mM NaCl and Wash Buffer B: 50 mM HEPES, 0.1% SDS, 1% Triton X-100, 0.1% deoxycholate, 1 mM EDTA, 500 mM NaCl) and TE buffer. Protein/DNA complexes of interest were finally eluted using elution buffer (50 mM Tris–HCl, 1 mM EDTA, 1% SDS) incubated at 65°C for 10 min and separated from the beads using a magnetic rack. Samples were then de-crosslinked by incubating overnight at 65°C. Residual RNA and protein were removed with the addition of RNaseA and proteinase K. DNA was then purified using the Qiagen MinElute PCR Purification Kit using manufacturer's instructions.

### CUT&RUN of L3MBTL2

To determine the localization of L3MBTL2 in Zmym2^+/+^ and Zmym2^−/−^ mESCs (CCE line from Yang and colleagues, see above), CUT&RUN was used using manufacturer's instructions (EpiCypher CUTANA ChIC/CUT&RUN Kit, 14–1048). The eluted DNA from the CUT&RUN or ChIP was then used to construct multiplex libraries with the NEBNext Ultra II DNA library Kit using manufacturer's instructions.

### ChIP-seq and CUT&RUN data analysis

Reads were trimmed using Trimmomatic (v0.6.6) using default parameters and then aligned to the mm10 genome using BWA (v0.7.17). Removal of PCR duplicates was then done using Picard (v2.0.1). To account for repetitive sequences found in transposable elements, BAMs were marked for duplication but were not filtered for unique reads. MACS2 was then used for peak identification using default parameters and inputs as controls. To determine the significance of detected peaks, MACS2 used a Poisson distribution model to identify peaks and were corrected for false discovery rate using Benjamini-Hochberg correction. Aligned BAM files were then used to generate the bigwigs using DeepTools. The resulting bigwigs were used for metaplot and heatmaps using the computeMatrix and plotHeatmap functions in DeepTools. To normalize metaplots across samples, ChIP signals were normalized by (i) measuring the median signal across the whole genome, (ii) measuring the max height of signal across regions of interest genome-wide (H3K4me2/3 signal across all gene promoters and H3K9me3 signal across all H3K9me3 peaks derived from Barral *et al.* 2022). (iii) The scaling factor per sample was then calculated by subtracting the max height (from (ii))—median signal (from (i)). (iv) Sample specific ChIP signals were then normalized across the regions of interests by the following equation: (signal height – median)/scaling factor.

## RESULTS

### *Zmym2^−/−^* mouse embryos show developmental abnormality and early lethality

The *Zmym2*^−^ murine allele corresponds to a mutation in the first coding exon, resulting in an early frameshift (Supplementary Figure S1A). *Zmym2*^−/−^ embryos were found at Mendelian ratios until E9.5, but by E10.5 resorptions were observed and no *Zmym2*^−/−^ embryos were recovered, demonstrating embryonic lethality (Figure 1A). A variable *Zmym2*^−/−^ phenotype was observed at E9.5, with most embryos showing gross phenotypic abnormality, including a failure to undergo turning of the embryonic trunk (Figure 1B, C). A statistically significant reduction in length, size and somite count was also observed (Figure 1D, Supplementary Figure S1B, C).

**Figure 1.**
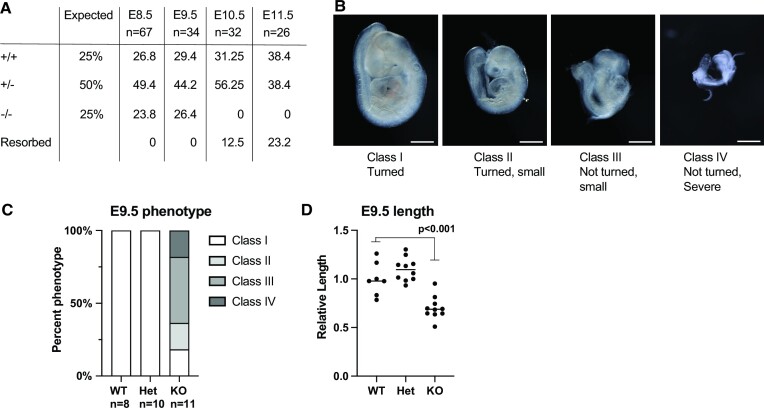
*Zmym2^−/−^* embryos show lethality by E10.5 and variable developmental delays at E9.5. (**A**) Embryonic viability by genotype from embryonic day E8.5 to E11.5 compared to the expected Mendelian ratios from *Zmym2^+/−^*; *Zmym2^+/−^* crosses. Each embryonic age includes pooled data from 3+ litters. (**B**) Images taken of E9.5 *Zmym2^−/−^* embryos representing four different classifications of phenotype severity. Scale bars = 500 μm. (**C**) Distribution of E9.5 phenotype classes by genotype. (**D**) Relative length of embryos (crown to tail) normalized by litter as a ratio to average *Zmym2^+/+^* length. Significance from one sided t-test is indicated.

Most E8.5 *Zmym2*^−/−^ embryos appeared normal (Supplementary Figure S1D), so the molecular phenotype of *Zmym2*^−/−^ was analyzed using E8.5 embryos with no visible abnormalities.

### Zmym2 suppresses expression of germline genes and young LINE elements

To determine the transcriptional changes that occur in *Zmym2^−/−^* embryos prior to embryonic lethality, we performed RNA-sequencing of six *Zmym2^+/+^* and six *Zmym2^−/−^* whole E8.5 embryos, three males and three females of each genotype (Supplementary Tables S1 and S2). 

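Single whole embryos at E8.5 were sequenced, 6 *Zmym2*+/+ and 6 *Zmym2*-/-, and each embryo is 1 replicate. Libraries were stranded and made from mRNA. The authors trimmed reads with Trimmomatic (0.34), aligned them to mm10 with STAR (2.7.8a), and sorted and marked duplicates with Picard (2.9.0). They counted reads per gene with HTSeq-count, and the paper's text names neither the annotation nor the strand setting of that step. The values used here are the deposited raw counts of 22729 genes, each with at least 10 counts summed over the 12 embryos. Total counts ranged from 38142819 to 63938670 (median 40972293.5) in the *Zmym2*+/+ embryos and from 40703085 to 64057608 (median 57362175.5) in the *Zmym2*-/- embryos. In the embryo with the smallest total, a level of 1 CPM (a count scaled by its library's total) is 38.1 counts, for which counting alone gives an error of 16.2%. Supplementary Table S1 gives read numbers, the paper's own, of 42913842 to 47591066 for embryos whose names begin with H and of 56816094 to 74181437 for those that begin with J. The H series holds 4 *Zmym2*+/+ and 2 *Zmym2*-/- embryos and the J series 2 and 4, so series and genotype partly overlap. A number in each embryo's name is read here as that of its litter. Both genotypes are present in 3 litters (4 *Zmym2*+/+ and 3 *Zmym2*-/- embryos), and all 3 male *Zmym2*-/- embryos come from 1 other litter, so sex and litter cannot be separated among them. Litter is not in the main comparison and was used as a block in an alternative. Counts were normalized by TMM, and the genotypes were compared with the quasi-likelihood test of edgeR, with no covariate, as the paper names none. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, with a fold change of at least 4 where this is stated, and log2 fold changes are *Zmym2*-/- over *Zmym2*+/+. Levels are CPM after TMM, as mean ± SD over embryos. Apart from those marked as added after the values were seen, the tests, the alternatives, the gene lists and the rule for naming genes were set before the data were examined, with the values of Supplementary Table S4 already known. Coordinates are those of GRCm38, the assembly called mm10.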

Upon the loss of ZMYM2, knockout embryos exhibited an upregulation of 165 genes (fold change ≥ 4, *q*-value < 0.05) (Figure 2A), and downregulation of only three genes, consistent with a repressive role for ZMYM2. 

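At a fold change of at least 4, 84 genes were higher and 1 was lower in *Zmym2*-/- embryos (edgeR quasi-likelihood test, Benjamini-Hochberg). At any fold change, 116 were higher and 3 were lower. DESeq2, which the paper's methods name for its calls, gave 170 genes higher and 3 lower at the larger fold change. All 6 *Zmym2*-/- embryos lay above all 6 *Zmym2*+/+ embryos for 235 genes and below them for 33, together 1.18% of genes, where chance alone gives 0.216%. *Zmym2* (ENSMUSG00000021945, chromosome 14, 56886653 to 56962701) had 89.8 ± 27.6 CPM in *Zmym2*+/+ (SD, n = 6) and 47.7 ± 15.5 CPM in *Zmym2*-/- embryos (SD, n = 6). Its log2 fold change was -0.91 (standard error 0.25, adjusted p = 0.226 from edgeR), and the genotypes overlapped, from 50.3 to 125 CPM and from 25.4 to 67.1 CPM. The gene lower by at least 4-fold was *Magee2*, with 1.6 ± 0.516 CPM in *Zmym2*+/+ and 0.298 ± 0.115 CPM in *Zmym2*-/- embryos (log2 fold change -2.42, standard error 0.38, adjusted p = 0.00773). *Stmn3* fell from 4.61 to 2.05 CPM (adjusted p = 0.0157), and was not called without *Zmym2*+/+ embryo 4. *Sdf2l1*, named after its values were seen, fell from 112 to 59.9 CPM (adjusted p = 0.0472), with overlapping genotypes, and kept its call in 2 of the 12 fits that left out 1 embryo. Among the larger increases, *4933427D06Rik* had 0.0200 CPM in *Zmym2*+/+ and 2.81 CPM in *Zmym2*-/- embryos (log2 fold change 7.02, adjusted p = 0.000358). *Rhox13* had 0.0356 and 2.01 CPM (log2 fold change 5.85, adjusted p = 0.00604). The p53 target *Trp53inp1* rose from 13.2 ± 1.29 to 27.1 ± 2.33 CPM (log2 fold change 1.03, adjusted p = 0.000733). The Y-linked gene *Uba1y* had 25.5 to 32.5 CPM in the 3 male *Zmym2*-/- embryos and at most 0.193 CPM in every other embryo. Over both sexes its adjusted p was 0.152. Left out 1 at a time, embryos moved the count of genes at least 4-fold higher between 63 and 83, and the count of genes lower at any fold change between 1 (without *Zmym2*+/+ embryo 4) and 39 (without *Zmym2*+/+ embryo 5). Within the H series 1 gene was at least 4-fold higher and within the J series 44, and with series as a covariate 84, of which 72 were among those called without it. In males alone more genes were lower than higher, 215 against 80 by at least 4-fold and 253 against 131 at any fold change. All *Zmym2*-/- males come from 1 litter of the J series, while *Zmym2*+/+ males are of both series. In females alone 11 were higher and 4 lower by at least 4-fold. With litter as a block over the 7 embryos of shared litters, 1 gene was called, *Pla2g1b*. In that fit all 84 genes were still higher, with a median log2 fold change of 3.52 (median standard error 0.633, 3 residual degrees of freedom) against 3.74 over all embryos (0.525, 10 degrees of freedom). From the excess of upregulated over downregulated genes, the paper proposes a repressive role for ZMYM2.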

GO term analysis showed that the upregulated genes were enriched for terms related to germ cell development (Figure 2B), and GSEA analysis confirmed upregulation of genes involved in meiosis and spermatogenesis (Supplementary Figure S2A, B). 

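Of 38 meiosis genes tested, 13 were higher and none was lower in *Zmym2*-/- embryos (edgeR quasi-likelihood test), and 23 were higher when adjusted over the list alone. At an unadjusted p under 0.05, 23 were higher and 0 lower, and DESeq2 called 18 higher and 0 lower. *Dmc1*, the meiotic recombinase, rose from 1.38 ± 0.402 CPM (SD, n = 6) to 8.48 ± 1.52 CPM (SD, n = 6), a log2 fold change of 2.62 (standard error 0.25, adjusted p = 0.000149). *Tex15* rose from 5.34 ± 1.01 to 20.9 ± 4.81 CPM (log2 fold change 1.97, adjusted p = 0.000178), and *M1ap* from 0.523 to 6.38 CPM (adjusted p = 0.000324). *Hormad2*, *Stra8* and *Tex12* had log2 fold changes of 2.21, 4.67 and 4.02, with adjusted p of 0.00235, 0.00958 and 0.00362. *Sycp3* rose from 0.800 to 5.08 CPM (adjusted p = 0.0373), a call that was lost in 7 of the 12 fits that left out 1 embryo. *Sycp1*, *Sycp2*, *Topaz1* and *Hormad1* were not called, at log2 fold changes of 1.57, 2.21, 2.24 and 2.51 and adjusted p of 0.329, 0.264, 0.209 and 0.172. Of 41 genes of piRNA and germ cell RNA pathways, 13 were likewise higher, none lower (1 lower at an unadjusted p under 0.05, and 0 by DESeq2), and 23 higher when adjusted over the list alone. *Rnf17* rose from 7.66 ± 2.05 to 32.7 ± 3.11 CPM (log2 fold change 2.09, standard error 0.18, adjusted p = 0.000142) and *Rbm44* from 1.53 ± 0.455 to 6.79 ± 0.892 CPM (adjusted p = 0.000257). *Ddx4* rose from 3.97 ± 2.43 to 20.0 ± 2.82 CPM (adjusted p = 0.00537), *Tdrd1* from 1.27 to 5.36 CPM (adjusted p = 0.00445) and *Ctcfl* from 0.110 to 1.44 CPM (adjusted p = 0.0108). *D1Pas1* and *Rbmxl2*, which have close copies in *Ddx3x* and *Rbmx* that may share reads with them, rose by 4.53 and 4.59 on the log2 scale (adjusted p = 0.00104 and 0.000324). *Usp26* rose from 0.817 ± 1.70 to 41.8 ± 16.8 CPM at an adjusted p of 0.0496 that stayed under the threshold in 1 of the 12 fits leaving out 1 embryo. *Sohlh2* was higher in all 6 *Zmym2*-/- embryos, at 1.29 ± 1.37 and 6.71 ± 3.23 CPM, and was not called (adjusted p = 0.382). Outside both lists, *Cyct*, the testis cytochrome c, rose from 0.155 to 3.00 CPM (adjusted p = 0.000324), and *Tuba3a*, nearly identical to *Tuba3b*, rose from 0.586 to 12.0 CPM (adjusted p = 0.00156). As whole lists compared with all other genes (camera, correlation between genes estimated), meiosis genes had an adjusted p of 0.00148 and piRNA and germ cell RNA genes of 0.000223, with median log2 fold changes of 1.31 and 1.41. The second median is 1.35 with its 1 gene of at most 3 counts in a genotype set to the bound its counts allow. Within the H series the meiosis median was 0.90 and within the J series 1.32, and with series as a covariate 7 meiosis genes were called, with a median of 1.33. For piRNA and germ cell RNA the medians were 1.32, 2.31 and 1.83, and 13 were called with the covariate. Of 70 genes of motile cilia, 1 was called, the L1MdT fusion gene *Iqub* (adjusted p = 0.0177, lost without *Zmym2*+/+ embryo 3 or 4), and 33 were higher when adjusted over the list alone (18 by DESeq2). The list's median log2 fold change was 1.71 with all embryos and 0.21 without *Zmym2*-/- embryos 5 and 6, a comparison added after the values were seen. With estimated correlation the list was not called (adjusted p = 0.33), unlike with a preset correlation of 0.01 (5.79e-16).

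**Figure D1:**
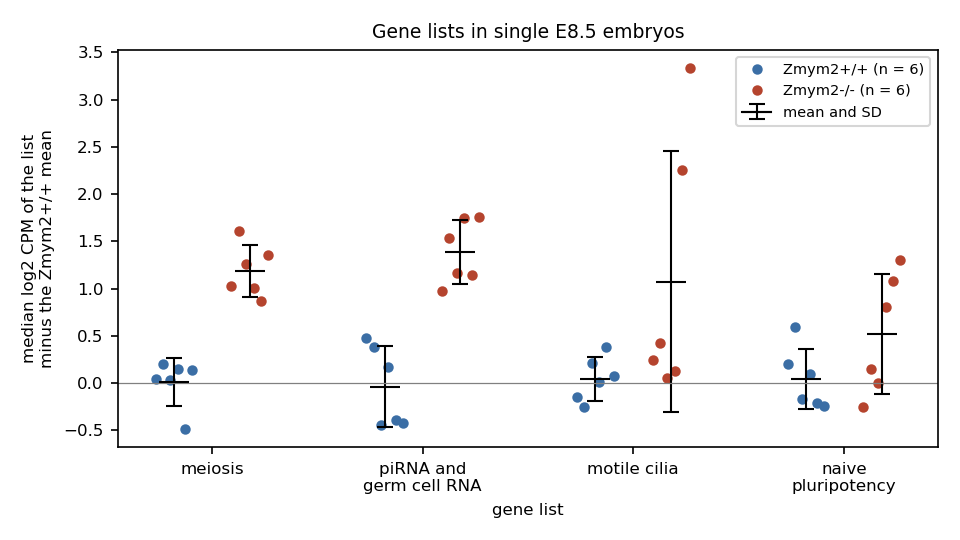
Median over each gene list of log2 CPM, less the mean of the *Zmym2*+/+ embryos, with 1 point per E8.5 embryo (n = 6 per genotype) and bars for mean and SD. All 6 *Zmym2*-/- embryos lie above all *Zmym2*+/+ embryos for meiosis and for piRNA and germ cell RNA, while for motile cilia *Zmym2*-/- embryos 5 and 6 lie at 2.26 and 3.34 and the other 4 at 0.05 to 0.42.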

Upregulation of select genes was confirmed through RT-qPCR of additional *Zmym2^−/−^* and *Zmym2^+/+^* E8.5 embryos (Supplementary Figure S2C, Supplementary Table S3).

**Figure 2.**
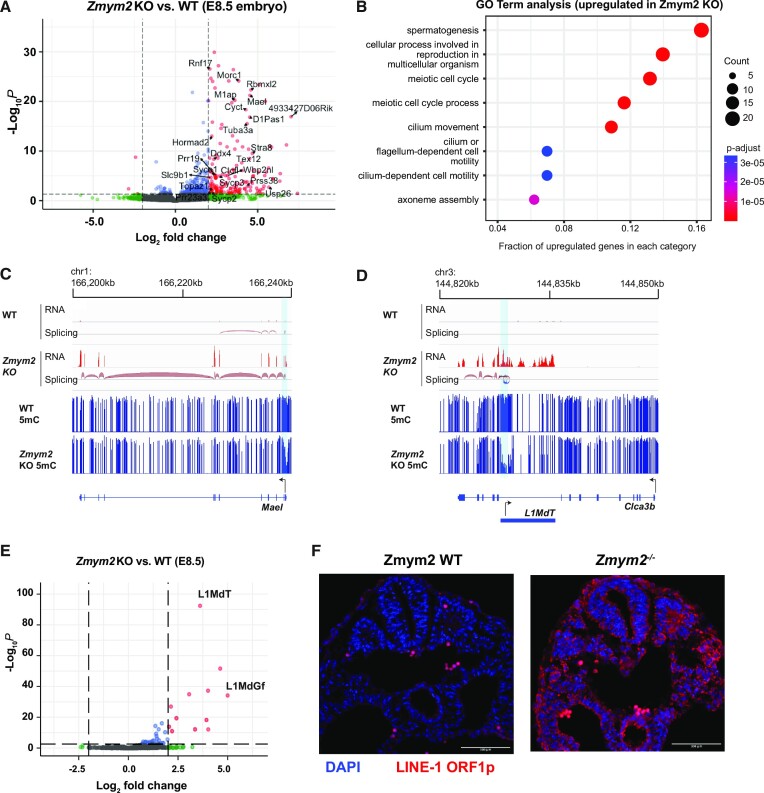
Germline genes and young LINE elements are upregulated in *Zmym2^−/−^* embryos. (**A**) Volcano plot of differentially expressed genes comparing *Zmym2^+/+^* and *Zmym2^−/−^* E8.5 embryos. Significant differentially expressed genes (fold change ≥ 4, *q*-value < 0.05) are expressed in red. Germline genes are labeled. The upregulated gene *Pla2g1b* is off-axis and not plotted. (**B**) Gene ontology (GO) analysis of significantly upregulated genes (fold change ≥ 4, *q*-value < 0.05). (**C**) Transcription and DNA methylation over the germline gene *Mael*. Note upregulation in *Zmym2^−/−^* and promoter hypomethylation. Splicing event coloured by direction of transcript (red = plus strand). A hypomethylated DMR is indicated in light blue. (**D**) Transcription and DNA methylation over the gene *Clca3b*. Note splicing from the L1MdT element to the *Clca3b* transcript, as well as hypomethylation of the L1MdT promoter. Splicing event coloured by direction of transcript (red = plus strand, blue = minus strand). A hypomethylated DMR is indicated in light blue. (**E**) Volcano plot of differentially expressed transposable elements comparing *Zmym2^+/+^* and *Zmym2^−/−^* E8.5 embryos. Significant differentially expressed transposons (fold change ≥ 4, q-value < 0.05) are coloured red. (**F**) Immunofluorescence staining of LINE-1 ORF1p (red) and DAPI (blue) in E9.5 *Zmym2^+/+^* and *Zmym2^−/−^* embryonic tissue. Note that the few, bright red cells in *Zmym2^+/+^* are autofluorescent red blood cells. Scale bars = 500μm.

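*Mael* (ENSMUSG00000040629, chromosome 1, 166201201 to 166238747), a gene of the piRNA pathway, had 0.145 ± 0.0502 CPM in *Zmym2*+/+ (SD, n = 6) and 3.39 ± 1.83 CPM in *Zmym2*-/- embryos (SD, n = 6). This is a log2 fold change of 4.53 (standard error 0.43, adjusted p = 0.000149 from edgeR's quasi-likelihood test). Single embryos ranged from 0.0969 to 0.236 CPM in *Zmym2*+/+ and from 1.34 to 6.26 CPM in *Zmym2*-/-. *Pla2g1b* (ENSMUSG00000029522, chromosome 5, 115466262 to 115474722), listed in Supplementary Table S4 with a transposon other than L1MdT, had 0.0597 ± 0.0282 and 19.7 ± 7.92 CPM (SD, n = 6 each). Its log2 fold change of 8.30 (standard error 0.41) had the smallest adjusted p of all genes tested, 2.83e-07. Its 6 *Zmym2*+/+ embryos held 16 counts in all and its 6 *Zmym2*-/- embryos 6654. Both genes kept their calls whichever embryo was left out. *Pla2g1b* was also called within the H series alone and within the J series alone, where *Mael* was not.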

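*Clca3b* (ENSMUSG00000037033, chromosome 3, 144822623 to 144849357) had 0.151 ± 0.172 CPM in *Zmym2*+/+ (SD, n = 6) and 3.38 ± 0.435 CPM in *Zmym2*-/- embryos (SD, n = 6). The log2 fold change was 4.53 (standard error 0.78, adjusted p = 0.0159 from edgeR's quasi-likelihood test). Over the *Zmym2*+/+ embryos its counts came to 34, and embryos 5 and 6 had none, while the *Zmym2*-/- embryos held 1156 counts and ranged from 2.74 to 4.01 CPM. Counts are summed over the gene and do not separate the transcript that starts in the L1MdT element from one that starts at the gene's own promoter. Without *Zmym2*-/- embryos 5 and 6, a comparison added after the values were seen, the log2 fold change was 4.49 (standard error 0.863) and the adjusted p 0.0597, so with fewer embryos the call ended while the fold hardly moved.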

We observed two classes of upregulated genes in *Zmym2^−/−^* embryos. 

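Of the 95 genes that Supplementary Table S4 lists with an annotated promoter, 42 were called higher in *Zmym2*-/- embryos, each by at least 4-fold, and none was lower (edgeR quasi-likelihood test over all genes). At an unadjusted p under 0.05, all 95 were higher and 0 lower, as they were by DESeq2. Adjusted over the list alone, all 95 were higher, which is not independent evidence, since the study chose these genes and the others of Supplementary Table S4 on the same embryos. All 95 had a positive log2 fold change, with a median of 2.79, or 2.69 with the 6 genes of at most 3 counts in a genotype set to the bound their counts allow. For 64 of the 95, every *Zmym2*-/- embryo lay above every *Zmym2*+/+ embryo. With estimated correlation the list was called by camera (adjusted p = 7.89e-07), and its median log2 fold change was 2.48 within the H series and 3.29 within the J series. Without *Zmym2*-/- embryos 5 and 6, which are high in motile cilia genes, 93 of the 95 were positive and 32 were called, with a median of 2.46 (a comparison added after the values were seen). The TGF-β family gene *Gdf3* had 0.144 ± 0.105 CPM in *Zmym2*+/+ and 1.39 ± 1.00 CPM in *Zmym2*-/- embryos (SD, n = 6 each; log2 fold change 3.24, adjusted p = 0.0181). Its call was lost without *Zmym2*+/+ embryo 1, 4 or 6. *Tsix*, which is antisense to *Xist* and can be told from it only by strand, had 0.288 ± 0.0990 and 1.75 ± 0.837 CPM (log2 fold change 2.59, adjusted p = 0.00604). *Prss38* had 1 count over the *Zmym2*+/+ embryos and 42 over the *Zmym2*-/- embryos, a ratio of 32.9 (95% counting interval 5.59 to 1330, adjusted p = 0.00979). *Dppa3*, at 0.502 ± 0.372 and 2.75 ± 0.891 CPM, was higher in all 6 *Zmym2*-/- embryos but not called (adjusted p = 0.0536).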

Ninety-five genes showed upregulation of transcription from an annotated promoter (Figure 2C). By contrast, 60 genes showed clear evidence of splicing from an internal or upstream transposon (Figure 2D, annotations in Supplementary Table S4). 

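Of the 60 genes that Supplementary Table S4 lists with a transposon fusion, 38 were called higher in *Zmym2*-/- embryos, all of them by at least 4-fold, and none was lower (edgeR quasi-likelihood test). DESeq2 called all 46 of those with L1MdT and all 14 of the others, with 0 lower. All 60 had a positive log2 fold change, and for 50 of them the 6 *Zmym2*-/- embryos lay above the 6 *Zmym2*+/+ embryos. The 14 fusions with a transposon other than L1MdT had a median log2 fold change of 3.65, or 3.29 with the 1 gene of at most 3 counts at its bound, and 8 of them were called. Of these 14, 4 were called without *Zmym2*-/- embryos 5 and 6, at a median of 2.74, a comparison added after the values were seen. Another 10 upregulated genes of Supplementary Table S4 belong to neither class, and 4 of these were called. Splicing from a transposon was not analysed here, since the values are counts per gene.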

In 46 of the 60 fusion transcripts, the transposon in question was a LINE element of the L1MdT subclass. Both sense and antisense transcription from LINE promoters seeded transcription of fusion genes (Figure 2D, Supplementary Figures S3A–C). 

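Of the 46 genes listed with an L1MdT fusion, 30 were called higher in *Zmym2*-/- embryos and none lower (edgeR quasi-likelihood test), and for 41 every *Zmym2*-/- embryo lay above every *Zmym2*+/+ embryo. *Sntb1* rose from 1.37 ± 0.425 CPM in *Zmym2*+/+ (SD, n = 6) to 7.30 ± 1.44 CPM in *Zmym2*-/- embryos (SD, n = 6), a log2 fold change of 2.41 (standard error 0.25, adjusted p = 0.000257). *Morc1* rose from 0.235 ± 0.149 to 3.36 ± 0.788 CPM (log2 fold change 3.84, adjusted p = 0.000257) and *Gc* from 1.31 ± 0.882 to 11.5 ± 3.38 CPM (log2 fold change 3.13, adjusted p = 0.00336). *Reg2* had 0.0537 and 2.26 CPM (adjusted p = 0.00325), and *Tmprss11f* 0.0520 and 2.75 CPM (adjusted p = 0.00734), each with 12 counts over the *Zmym2*+/+ embryos. *A230004M16Rik* had 1 count over the *Zmym2*+/+ embryos and 225 over the *Zmym2*-/- embryos, a ratio of 176 (95% counting interval 31.3 to 6994, adjusted p = 0.000142). *Grm5* had 1 and 111 counts, a ratio of 87.0 (interval 15.3 to 3466, adjusted p = 0.00115). *Epha6* and *Skint11* had no count in any *Zmym2*+/+ embryo and 70 and 51 counts in *Zmym2*-/- embryos, which makes them at least 18.3-fold and 13.3-fold higher against a floor of 3 counts over the group (adjusted p = 0.0108 and 0.0131). Intervals and floors cover counting error only. *Dnah5* and *Dnah12*, also genes of motile cilia, were not called (adjusted p = 0.271 and 0.0840). The median log2 fold change of the 46 genes was 4.34, and 3.38 with the 19 genes of at most 3 counts in a genotype set to the bounds their counts allow. Within the H series, where 37 of the genes had enough counts, the median was 3.78 and within the J series 5.38. All 46 were still positive and 17 were called, at a median of 4.29, without *Zmym2*-/- embryos 5 and 6 (a comparison added after the values were seen). Of the 13 L1MdT fusions that the study also found in preimplantation embryos, 10 were called.

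**Figure D2:**
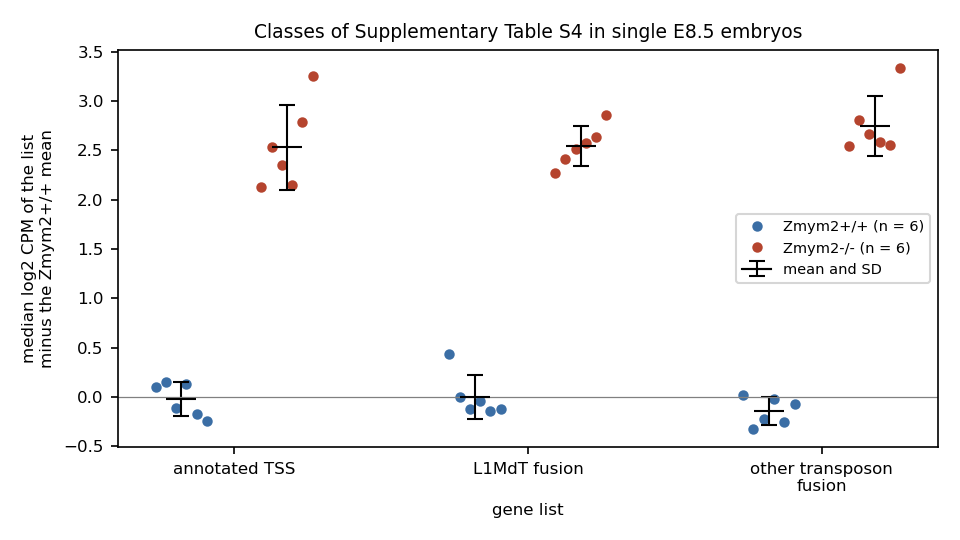
Median log2 CPM over each class of Supplementary Table S4, less the mean of the *Zmym2*+/+ embryos, with 1 point per E8.5 embryo (n = 6 per genotype) and bars for mean and SD. In all 3 classes every *Zmym2*-/- embryo lies above every *Zmym2*+/+ embryo, the highest of which, for L1MdT fusions, is *Zmym2*+/+ embryo 1 at 0.44.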

Interestingly, published data(31) indicates that some of these LINE-gene fusion transcripts are expressed at relatively high levels in early development and suppressed between E6.5 and E8.5 in wild-type mice (Supplementary Figure S3D–F).

We analyzed transposon expression in *Zmym2^−/−^* using the TEtranscript pipeline (32) and observed strong upregulation of L1MdT and the less abundant L1MdGf subclasses (Figure 2E). In any given species, the youngest transposons classes are typically the most active and capable of transposition, and it is notable that L1MdT and L1MdGf are the youngest and third youngest LINEs in *Mus musculus* respectively (33). Immunofluorescence staining of cross-sectional slices of E8.5 and E9.5 *Zmym2^−/−^* embryos showed high expression of the LINE-1 ORF1 protein (L1ORF1p) in all cells, in striking contrast with *Zmym2^+/+^* controls (Figure 2F, Supplementary Figure S3G). L1ORF1p is also highly expressed in *Zmym2^−/−^* trophoblast giant cells, indicating that ZMYM2 is also important for suppressing transposons in the placental lineage (Supplementary Figure S3H).

### Zmym2 is required for DNA methylation of germline gene promoters and LINE elements

As germline genes and transposons are known to be silenced by DNA methylation in the somatic lineage, we conducted whole genome bisulfite sequencing (WGBS) of nine *Zmym2^+/+^* and nine *Zmym2^−/−^* embryos. We targeted > 30-fold coverage for male and female, *Zmym2^+/+^* and *Zmym2^−/−^* (Supplementary Table S1). Two embryos, one of each genotype and originating from the same litter, were excluded from subsequent analysis because they showed abnormally low levels of global DNA methylation for E8.5 (Figure 3A).

**Figure 3.**
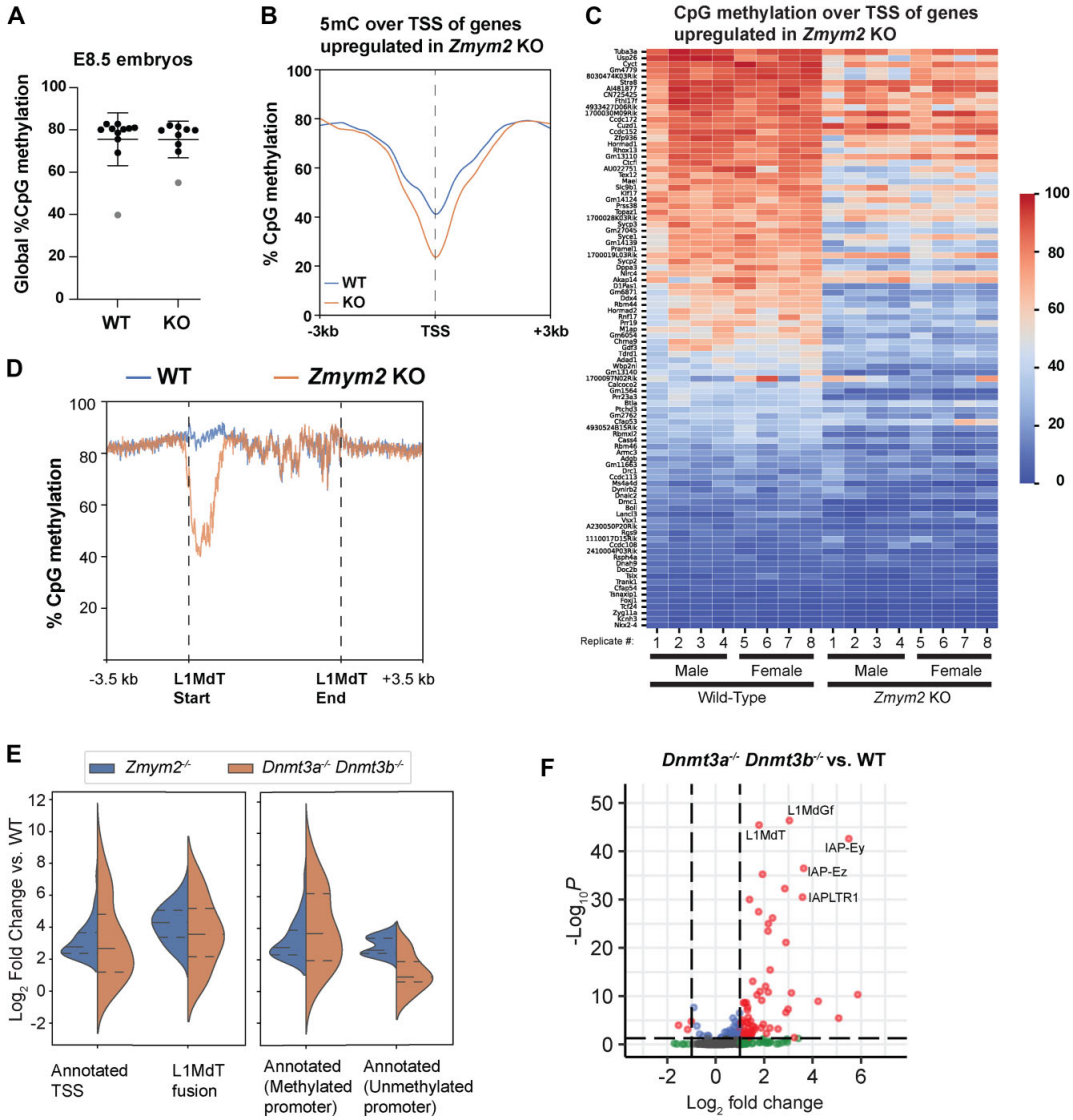
Impaired DNA methylation in *Zmym2^−/−^* over germline genes and LINE elements. (**A**) Swarm plot of global CpG methylation levels of individual *Zmym2^+/+^* and *Zmym2^−/−^* E8.5 embryos. Two samples coloured gray were excluded from subsequent analysis. (**B**) Metaplot of CpG methylation over TSS of 95 upregulated genes in *Zmym2^−/−^* embryos expressed from annotated TSS. (**C**) Heatmap of DNA methylation within 500 bp of the TSS of each of upregulated gene is indicated for each E8.5 embryo. Transposon-fusion genes and the Y-chromosomal gene *Uba1y* are excluded. (**D**) Metaplot of DNA methylation over all full-length (>6 kb) L1MdT elements in the genome. (**E**) Expression of each gene in the given category is shown (KO/WT) in *Zmym2^−/−^* and *Dnmt3a^−/−^ Dnmt3b^−/−^*. Note that most genes upregulated in *Zmym2^−/−^* show elevated expression in *Dnmt* double knockout. (**F**) Volcano plot of differentially expressed transposable elements comparing *Dnmt3a^−/−^ Dnmt3b^−/−^* and control E8.5 embryos.

We observed no defect in global DNA methylation establishment in *Zmym2^−/−^* embryos (Figure 3A). However, we observed a substantial reduction in average DNA methylation over the promoters of the 95 upregulated genes expressed from annotated TSS (Figures 2C and 3B, C). Hypomethylation was also observed globally over the promoters of full length L1MdT elements (Figures 2D and 3D, Supplementary Figures S3A–C). We compared gene expression changes in the *Zmym2^−/−^* embryos to published data(13) of E8.5 *Dnmt3a^−/−^/3b^−/−^* mice, in which all *de novo* methylation is impaired. Genes upregulated in *Zmym2^−/−^* and expressed from annotated TSS showed a globally similar degree of upregulation in *Dnmt3a^−/−^/3b^−/-^*embryos, consistent with their normally being silenced by DNA methylation (Figure 3E, Supplementary Figure S4). When this subgroup was subdivided into genes with methylated (>20% CpG methylation at TSS) and unmethylated promoters, higher upregulation in *Dnmt3a^−/−^/3b^−/−^* was observed in the methylated set (Figure 3E, Supplementary Figure S4A, B). L1MdT-fusion transcripts were also upregulated in *Dnmt3a^−/−^/3b^−/−^*, although not to the same extent as in *Zmym2^−/−^* (Figure 3E, Supplementary Figure S4C). Likewise, more overall transposon classes were upregulated in *Dnmt3a^−/−^/3b^−/−^* than *Zmym2^−/−^* but upregulation of L1MdT and L1MdGf elements was somewhat weaker, suggesting that ZMYM2 may silence young LINEs by both methylation-dependent and -independent mechanisms (Figure 3F).

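At E8.5, *Zmym2* had 12.8 ± 4.53 RPKM in *Zmym2*+/+ embryos (SD, n = 6), *Dnmt3a* 5.74 ± 1.67 RPKM and *Dnmt3b* 25.6 ± 13.2 RPKM. In *Zmym2*-/- embryos (n = 6) the same genes had 7.26 ± 2.58, 7.93 ± 1.45 and 47.6 ± 25.5 RPKM. The ratio of *Zmym2*-/- to *Zmym2*+/+ was 0.568 for *Zmym2* (two-sided exact permutation test, p = 0.0281), 1.38 for *Dnmt3a* (p = 0.0433 from the same exact test) and 1.86 for *Dnmt3b* (p = 0.0628 from the same exact test). The smallest p that 6 embryos against 6 allow in this exact test is 0.00216. Without *Zmym2*-/- embryo 4, 5 or 6 the exact p for *Zmym2* rose to between 0.0541 and 0.0628. The exact p for *Dnmt3a* stayed under 0.05 in 3 of the 12 comparisons that left out 1 embryo, and rose to at most 0.0823 in the others. For *Dnmt3b* it fell to 0.013 without *Zmym2*+/+ embryo 5 (ratio 2.33), and to 0.0303 and 0.0476 without *Zmym2*-/- embryo 3 or 4. As counts, *Dnmt3a* and *Dnmt3b* had log2 fold changes of 0.37 and 0.81 and were not called (adjusted p = 0.384 and 0.382 from edgeR). RPKM are the authors' deposited values, made with StringTie (1.3.5), scaled by gene length and by the mapped reads of each library. Stages from the 8-cell embryo to E6.5, and the primate data, were not analysed here.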

Further consistent with a role for ZMYM2 in promoting DNA methylation, ZMYM2 expression peaks during post-implantation development in both mouse(31) and primate(34), coincident with expression of *de novo* methyltransferases (Supplementary Figure S5A, B). 

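Over the 165 upregulated genes of Supplementary Table S4, the median per embryo at E8.5 was 0.0353 ± 0.00493 RPKM in *Zmym2*+/+ (SD, n = 6) and 0.430 ± 0.153 RPKM in *Zmym2*-/- embryos (SD, n = 6). The median of log2(RPKM + 0.1) was -2.89 ± 0.05 in *Zmym2*+/+ and -0.96 ± 0.40 in *Zmym2*-/- embryos, a difference of 1.92. For the 95 genes with an annotated promoter the difference was 2.16, for the 46 L1MdT fusions 1.3 and for the 14 other transposon fusions 2.62. In each of these lists every *Zmym2*-/- embryo lay above every *Zmym2*+/+ embryo (two-sided exact permutation test, p = 0.00216, the smallest that 6 against 6 allow), which is not independent evidence, since the study chose these genes as upregulated in the same embryos. For L1MdT fusions the *Zmym2*+/+ median was 0.00150 RPKM, far under the 0.1 RPKM added before taking logarithms, so their difference depends on that constant. The 13 L1MdT fusions also found in preimplantation embryos went from 0.0135 ± 0.0128 to 0.377 ± 0.104 RPKM. Embryos at E6.5 were not analysed here.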

As with L1MdT-fusion transcripts, ZMYM2 target genes generally show downregulation between E6.5 and E8.5, consistent with their being silenced and methylated during this time (Supplementary Figure S5C).

We then identified differentially methylated regions (DMRs) using a 1,000bp tiling approach. Three thousand three hundred forty such regions were hypomethylated in *Zmym2^−/−^*, and only 224 regions were hypermethylated (Supplementary Table S5). 40.9% of these hypomethylated DMRs overlap with L1MdT elements, compared with 2.6% overlap expected by chance (Supplementary Figure S6A). Other LINE elements, most notably L1MdGf, also overlapped with DMRs more than expected by chance (Supplementary Figure S6B–D). This approach confirms ZMYM2’s role in directing DNA methylation.

We then examined other types of loci regulated by DNA methylation. Methylation of gene promoters on the X-chromosome proceeded normally in female *Zmym2^−/−^* mice, indicating that ZMYM2 was not essential for methylation after X-inactivation (Supplementary Figure S7A). Canonical, stably imprinted loci, which inherit methylation from parental gametes, do not show hypomethylation (Supplementary Figure S7B), consistent with ZMYM2’s role being establishment rather than maintenance of methylation. Intriguingly though, we observed hypomethylation and transcription of the transient imprint *Liz* (Long isoform of *Zdbf2*) (Supplementary Figure S7C), a locus which is imprinted during pre-implantation development but becomes biallelically methylated and fully silenced during the peri-implantation period (35).

### ZMYM2 methylates young LINE retrotransposons in human ESCs

We used published RNA-seq and reduced representation bisulfite-seq (RRBS) data from *ZMYM2^−/−^* hESCs (25,26) to determine if dysregulation of transposons was observed. Indeed, we observed highly significant upregulation of the L1Hs and L1PA2 sub-families, the two youngest LINE element families in humans (Figure 4A). This was not a result of the modest shift toward a pre-implantation ‘naïve’ gene expression signature observed in *ZMYM2^−/−^* hESCs (25) because naïve cells do not show substantial increases in L1Hs and L1PA2 (36) (Supplementary Figure S8A). Individual L1Hs elements are too similar to each other to assign individual RRBS reads to individual elements efficiently, but mapping to a common consensus sequence showed that loss of *ZMYM2* or its known protein interactor *ATF7IP*(15,24) results in hypomethylation of the L1Hs promoter region in hESCs (Figure 4B, Supplementary Figure S8B, C). Strong hypomethylation of L1PA2 elements is also observed in *ZMYM2^−/−^* and *ATF7IP^−/−^* (Figure 4C, Supplementary Figure S8D,E). Thus, ZMYM2’s role in methylating young transposons is conserved in humans.

**Figure 4.**
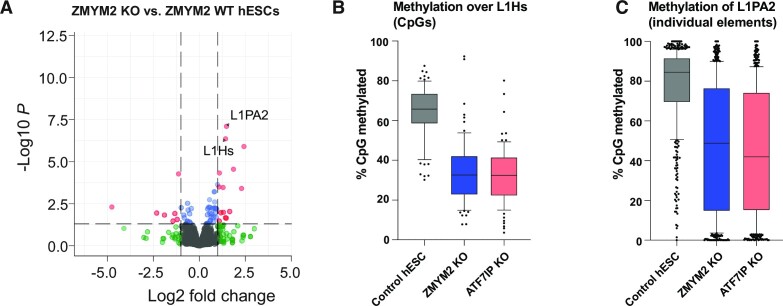
Upregulation and hypomethylation of young LINE elements in *ZMYM2^−/−^* human embryonic stem cells. (**A**) Volcano plot of differentially expressed transposons comparing *ZMYM2^+/+^* and *ZMYM2^−/−^* hESCs. Significant differentially expressed transposons (fold change ≥ 2, *q*-value < 0.05) are coloured red. (**B**) Boxplot of CpG methylation across 1 kb start regions of full length L1Hs transposable elements. Data was mapped to an L1Hs consensus element, and individual CpG sites are represented as dots. (**C**) Boxplot of average CpG methylation across L1PA2 individual transposable elements. Each element is represented as a dot.

### ZMYM2 silences target loci in embryonic stem cells and embryoid bodies

We generated *Zmym2^−/−^* and non-target control mESC lines from the V6.5 mESC line (Supplementary Figure S9A, B). 

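RNA of 2 non-target control and 2 *Zmym2*-/- clonal V6.5 lines was sequenced, once as mESCs in serum and LIF and once as EBs at day 3, giving 8 libraries. V6.5 is a mESC line from a cross of C57BL/6 and 129/sv mice, and non-target lines received an sgRNA with no target in the genome. The authors processed reads as for the embryos, and deposited raw counts for mESCs (20159 genes) and EBs (20142 genes), none under 10 counts in all. Total counts were 47177872 and 36535015 in control mESCs, 34858763 and 32016880 in *Zmym2*-/- mESCs, 33183937 and 36867884 in control EBs, and 50937945 and 34285415 in *Zmym2*-/- EBs. Supplementary Table S1 lists, as the paper's own numbers, 39810126 to 64680848 reads for these libraries, but it repeats 1 library name and gives 1 library more mapped than total reads, so this range is uncertain. At 1 CPM, the smallest mESC library holds 32.0 counts and the smallest EB library 33.2, with counting errors of 17.7% and 17.4%. Genotypes were compared within each stage as in the embryos, and the 18926 genes tested at both stages were fitted together for the change from mESC to EB and for the stage by genotype interaction. With 2 lines of each genotype, an exact permutation test cannot give a two-sided p under 0.333, and the calls rest on the spread that edgeR pools over genes. By chance, 33.3% of genes would have both *Zmym2*-/- lines beyond both control lines on 1 side or the other. Replicate numbers pair lines across stages but not across genotypes. The mESC and EB libraries come from the same lines, so their comparisons are not independent of each other. For lists, estimating the correlation cost camera much of its power with 2 lines per genotype. For the 136 genes of Supplementary Table S4 tested in mESCs the estimate was 0.0152, near the preset 0.01. Even so, the unadjusted p of camera went from 2.3e-24 to 0.012. A list not called with estimated correlation in mESCs or EBs is therefore not shown to be unchanged.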

*Zmym2^−/−^* mESCs could be differentiated to embryoid bodies (EBs), showing similar upregulation of differentiation markers as *Zmym2^+/+^* mESCs (Figure 5A). By day 6 of differentiation reduced EB size and viability was observed, mimicking the lethality observed in mice (Supplementary Figure S9C).

**Figure 5.**
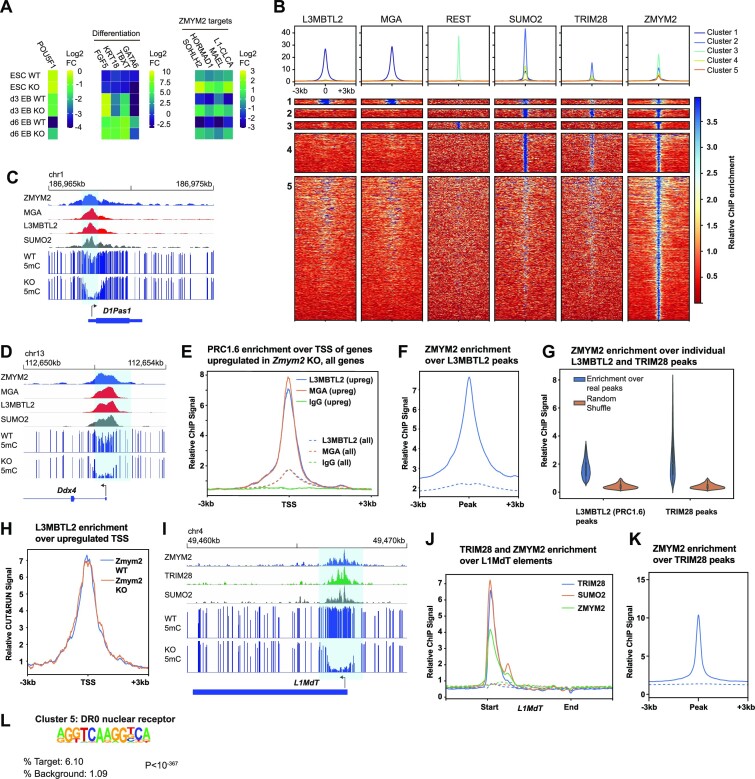
ZMYM2 silences PRC1.6 and TRIM28 targets and promotes their methylation. (**A**) Relative expression of the pluripotency factor *Pou5f1*, differentiation genes, and ZMYM2-target genes in three *Zmym2^−/−^* lines as compared with three control lines, during two separate embryoid body differentiation experiments. Average results from these *n* = 6 replicates total are shown. (**B**) Heatmaps of ZMYM2, L3MBTL2, MGA, REST, SUMO2 and TRIM28 enrichment over ZMYM2 ChIP-seq peak summits and the flanking 3 kb regions (*n* = 21 549 peaks). Peaks were partitioned into five clusters using a *k*-means algorithm. Peak numbers: Cluster 1, 290 peaks; Cluster 2, 931 peaks; Cluster 3, 796 peaks; Cluster 4, 4080 peaks; Cluster 5, 14 969 peaks. Cluster 1 peaks are shown at twice the width of other peaks to enhance visibility. (**C, D**) ChIP-seq and DNA methylation data over the *D1Pas* (**C**) and *Ddx4* (**D**) loci. Note colocalization of ZMYM2 with PRC1.6 components and hypomethylation in *Zmym2^−/−^*. (**E**) Metaplot of L3MBTL2, MGA and IgG negative control ChIP-seq signals over the annotated transcription start site of upregulated genes in *Zmym2^−/−^* E8.5 embryos (solid lines) with transposon-fusions excluded and the annotated transcription start site of all genes (dashed lines). (**F**) Metaplot of ZMYM2 ChIP-seq signal over L3MBTL2 peaks. Dashed line indicates ChIP input. (**G**) ZMYM2 ChIP-seq enrichment over L3MBTL2 (13 936 peaks) and TRIM28 (6830 peaks) peak sets. Enrichment over random peaks of the same size is shown as a comparison. (**H**) Metaplot of L3MBTL2 CUT&RUN ChIP-seq signal over the annotated TSS of upregulated genes in both *Zmym2^+/+^* and *Zmym2^−/−^* mESCs. (**I**) ChIP-seq and DNA methylation data over a representative LINE element. Note overlap of TRIM28 and ZMYM2 peaks and hypomethylation over the peak site. (**J**) Metaplot of ZMYM2, TRIM28, SUMO2 ChIP-seq over all full length L1MdT elements. Dashed line indicates ChIP input. (**K**) Metaplot of ZMYM2 over all uniquely mapped TRIM28 peaks. Dashed line indicates ChIP input. (**L**) HOMER motif analysis of Cluster 5 ZMYM2 peaks show enrichment of the DR0 nuclear receptor motif relative to random (background) signal.

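*Pla2g1b* had 16.2 ± 3.80 CPM in control mESCs (SD, n = 2 lines) and 96.5 ± 2.00 CPM in *Zmym2*-/- mESCs (SD, n = 2), a log2 fold change of 2.57 (adjusted p = 1.54e-07 from edgeR's quasi-likelihood test). *Morc1* had 30.0 ± 0.228 and 120 ± 7.76 CPM (log2 fold change 2.00, adjusted p = 8.82e-08), and *Mael* 9.01 ± 0.0478 and 22.4 ± 4.12 CPM (log2 fold change 1.31, adjusted p = 7.71e-05). Other L1MdT fusion genes rose too, *Gc* from 1.75 to 12.9 CPM, *Clca3b* from 1.88 to 10.6 CPM, *Reg2* from 0.264 to 1.32 CPM and *Dnah12* from 0.318 to 5.62 CPM. Their adjusted p ranged from 1.02e-05 for *Dnah12* to 0.00197 for *Reg2*. Among germline genes, *Hormad1* rose from 4.28 ± 0.192 to 23.8 ± 4.18 CPM (adjusted p = 9.73e-07), *D1Pas1* from 11.5 ± 3.09 to 53.9 ± 8.55 CPM (adjusted p = 2.49e-06) and *Usp26* from 0.437 ± 0.0360 to 31.2 ± 7.08 CPM (adjusted p = 2.74e-08). *Rnf17*, *Tdrd12*, *Sohlh2*, *Smc1b* and *Gm4969* rose by 1.25, 2.00, 1.3, 2.05 and 2.24 on the log2 scale, with adjusted p from 2.13e-07 to 0.00250. *Ddx4* was lower, from 33.3 ± 4.60 to 19.8 ± 1.19 CPM (log2 fold change -0.75, adjusted p = 0.00131). *Tdrd1* and *Rbmxl2* were not called (adjusted p = 0.684 and 0.488). *Zmym2* itself had 68.8 ± 2.86 and 28.0 ± 1.37 CPM (log2 fold change -1.3, adjusted p = 3.07e-06). Of the 165 genes upregulated in *Zmym2*-/- embryos, 136 were tested in mESCs, where 68 were higher and 4 lower, or 79 and 7 when adjusted over the list alone. The list was called by camera with estimated correlation (adjusted p = 0.0368). The annotated promoter class had 37 higher and 4 lower of 86 (adjusted p = 0.0753 for the list), and the L1MdT class 21 higher and none lower of 32, with 0 lower at an unadjusted p under 0.05 and by DESeq2 (adjusted p = 0.0404). With the other transposon fusions added, 28 of 42 fusion genes tested were higher and none was lower (1 of the added genes lower at an unadjusted p under 0.05 and over its list alone, 0 by DESeq2). The 4 lower genes were *Ddx4*, *Foxj1* (log2 fold change -1.52), *Cfap54* (-3.44) and *Zyg11a* (-0.81), the last 3 named after their values were seen. Of 41 meiosis genes, 14 were higher and 1 lower, and of 41 genes of piRNA and germ cell RNA 13 were higher and 4 lower. Adjusted over each list alone, 14 and 2, and 16 and 6, passed, and neither list was called with estimated correlation (adjusted p = 0.546 and 0.391). *Uba1y* rose from 0.0517 to 2.98 CPM (adjusted p = 0.000245), but other Y-linked genes were nearly absent from control lines as well, such as *Eif2s3y* at 0.105 and 0 CPM against 3.38 and 5.63 CPM in *Zmym2*-/- lines. Over all 20159 genes, 2068 were higher and 1803 lower at any fold change, 710 and 73 of them by at least 4-fold. Without control line 2 the first 2 counts were 1330 and 1021, and without *Zmym2*-/- line 2 the last was 118.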

*Zmym2^−/−^* mESCs showed upregulation of germline and transposon fusion genes relative to control *Zmym2^+/+^* mESC lines (Figure 5A, Supplementary Figure S10A–C, Supplementary Table S2). Over the course of EB differentiation, expression of the ZMYM2-target transcripts dropped substantially in *Zmym2^+/+^* cells but these genes remained expressed in *Zmym2^−/−^* (Figure 5A), akin to the phenomenon by which ZMYM2 targets are suppressed in *Zmym2^+/+^* but not *Zmym2^−/−^* mouse embryo development (Supplementary Figures S3F, S5C). 

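In day 3 EBs, *Pla2g1b* had 6.45 ± 0.798 CPM in control (SD, n = 2 lines) and 84.0 ± 8.93 CPM in *Zmym2*-/- lines (SD, n = 2), a log2 fold change of 3.71 (standard error 0.11, adjusted p = 2.2e-09 from edgeR's quasi-likelihood test). From mESC to EB it fell by 1.39 on the log2 scale in control lines (adjusted p = 9.93e-06), while in *Zmym2*-/- lines its change of -0.25 was not called (adjusted p = 0.132), but was called with line as a block (adjusted p = 0.0071). The difference between these changes, the stage by genotype interaction, was 1.14 (standard error 0.20, adjusted p = 0.00684). *Ddx4* also fell in control lines, by 0.85 on the log2 scale (interaction 1.13, adjusted p = 0.00172), while its rise of 0.28 in *Zmym2*-/- lines was called only with line as a block (adjusted p = 0.0229). It was higher in *Zmym2*-/- than in control EBs, 24.9 ± 0.963 against 19.1 ± 0.653 CPM (adjusted p = 0.0239, lost without control line 2). *Morc1* fell by 3.93 in control and by 3.71 in *Zmym2*-/- lines on the log2 scale (interaction adjusted p = 0.498), *D1Pas1* by 1.93 and 1.79 (0.818), and *Hormad1* by 3.45 and 3.73 (0.738). *Gc*, at -0.98 and -1.05, and *Clca3b*, at -1.72 and -1.87, also fell in both (interaction adjusted p = 0.955 and 0.894). *Rnf17* fell more in *Zmym2*-/- than in control lines, by 1.58 and 1.18, and its negative interaction was called only with line as a block (-0.40, adjusted p = 0.321, and -0.41, 0.0195, with it). *Mael* fell by 0.83 in *Zmym2*-/- lines, while its change of -0.47 in control lines was called only with line as a block (adjusted p = 0.0537 without and 0.00331 with it), and its interaction was not called either (adjusted p = 0.490). *Sohlh2* fell by 1.43 in control lines and by 0.45 in *Zmym2*-/- lines, and the second change and the interaction were called only with line as a block (adjusted p = 0.153 and 0.156 without and 0.0126 and 0.00589 with it). *Reg2* was called in neither genotype. Of 57 such results for named genes, 10 became called with line as a block and 0 lost their call. In EBs *Zmym2*-/- lines were higher than control lines, by 2.23 for *Morc1*, 2.36 for *D1Pas1*, 2.20 for *Hormad1*, 2.77 for *Gc*, 2.34 for *Clca3b*, 0.96 for *Mael* and 2.29 for *Sohlh2* on the log2 scale (all called). *Reg2* was higher in *Zmym2*-/- EBs at an adjusted p of 0.0317 that was lost without control line 2 or *Zmym2*-/- line 1. *Tmprss11f* and *Tdrd1* were not called in EBs (adjusted p = 0.111 and 0.0910). *Tex12* had no counts in control EBs and 18 in *Zmym2*-/- EBs, at least 4.89-fold higher against a floor of 3 counts over the group (adjusted p = 0.0498, lost without either control line). Of the upregulated genes of the embryos, 131 were tested at both stages, of which 52 fell and 18 rose from mESC to EB in control lines, and 42 fell and 18 rose in *Zmym2*-/- lines. Their median change was -0.59 in control and -0.37 in *Zmym2*-/- lines. Of the 82 with an annotated promoter, 37 fell and 10 rose in control lines and 30 fell and 12 rose in *Zmym2*-/- lines, while of the 32 L1MdT fusions 6 fell and 6 rose in control lines (median 0.09) and 6 fell and 4 rose in *Zmym2*-/- lines. The interaction was called for 13 of the 131, with 11 positive and 2 negative, or 16 and 3 when adjusted over the list alone, and all but 1 of the 13 were genes with an annotated promoter. As a list the interaction was not called with estimated correlation (adjusted p = 0.452). Leaving out 1 line at a time gave 5 such genes without control line 1, 2 without control line 2, and 10 and 13 without either *Zmym2*-/- line, and line as a block gave 24. Over all genes the interaction was called for 993, for 374 and 159 without control line 1 or 2, for 538 without *Zmym2*-/- line 1, and for 2325 with line as a block. In EBs, 67 of 139 embryo genes tested were higher and none lower by edgeR, by DESeq2 or at an unadjusted p under 0.05 (92 higher when adjusted over the list alone), with 43 of 85 in the annotated promoter class and 15 of 35 in the L1MdT class. With estimated correlation all 3 lists were called, at adjusted p of 0.00925, 0.00925 and 0.0105. At any fold change, 931 of all genes were higher and 558 lower in *Zmym2*-/- EBs, 311 and 7 by at least 4-fold, the last of these counts rising to 11, 16 and 20 without control line 1, control line 2 or *Zmym2*-/- line 2.

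**Figure D3:**
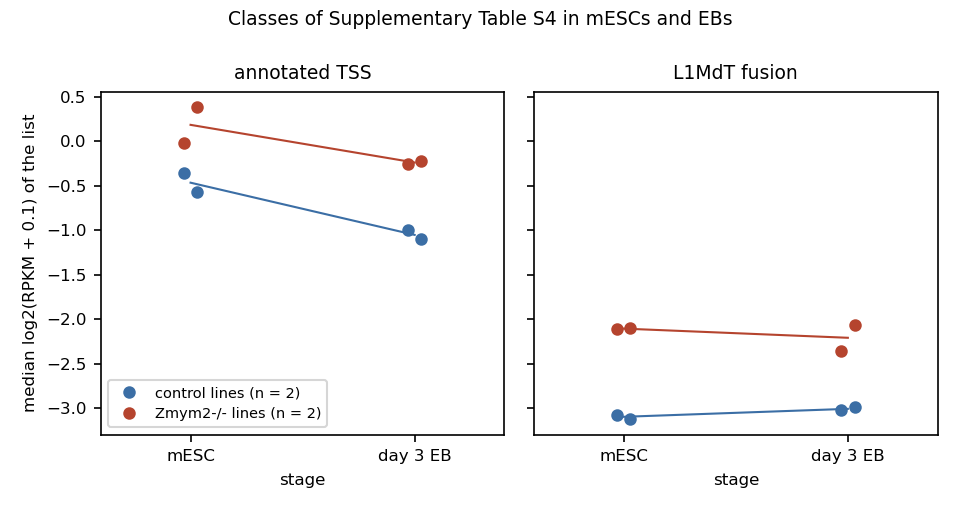
Median log2(RPKM + 0.1) of the genes with an annotated promoter (left) and of the L1MdT fusion genes (right) in mESCs and day 3 EBs, with 1 point per line (n = 2 per genotype) and a line through the means. Genes with an annotated promoter go from -0.47 to -1.05 in control lines and from 0.18 to -0.24 in *Zmym2*-/- lines, L1MdT fusion genes from -3.10 to -3.01 and from -2.11 to -2.21, and both *Zmym2*-/- lines lie above both control lines at each stage. On this scale 0 RPKM lies at -3.32, so the right panel leaves control lines almost no room to fall and cannot show whether they did.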

Similar results were observed from a *Zmym2^−/−^* CCE mESC line (16) (Supplementary Figure S9D). *Zmym2^−/−^* mESCs showed upregulation of a wide range of transposons, but d3 EBs showed more selective enrichment of young LINE elements (Supplementary Figure S10D,E). Analysis of published data(27,37) indicates that *Zmym2^−/−^* mESCs showed reduced DNA methylation over DMRs hypomethylated in *Zmym2^−/−^* embryos and over genes upregulated in *Zmym2^−/−^* embryos (Supplementary Figure S11). Finally, using published ChIP-seq data from mESCs (16,38), we see enrichment of ZMYM2 and other CoREST components over these same hypomethylated DMRs (Supplementary Figure S12).

Thus, *Zmym2^−/−^* mESCs and EBs recapitulate dysregulation of germline genes and young LINE transposons and can be used as an *in vitro* model with which to study ZMYM2 targeting and activity.

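Across the 18043 genes tested in both, log2 fold changes in *Zmym2*-/- embryos and in *Zmym2*-/- mESCs had a Pearson correlation of 0.182, and across 18288 genes those in embryos and EBs of 0.243. Genes are not independent replicates, so these values have no p. Without the genes of Supplementary Table S4 they were 0.132 and 0.167. Of the genes called higher in embryos by edgeR, 52 were also higher in mESCs where 9.55 would be by chance, and 52 were higher in EBs where 4.52 would be. Of each 52, 40 are genes of Supplementary Table S4, and within that table alone 35 and 36.15 shared genes would be by chance. Leaving out the genes of Supplementary Table S4, 12 were shared with mESCs (2.9 by chance) and 12 with EBs (1.22 by chance). Between mESCs and EBs, which share their lines, the correlation was 0.665 across 18926 genes, with 552 genes higher at both stages (93.9 by chance). *Usp26* is higher in all 3 comparisons, and had 3 counts in control and 2971 in *Zmym2*-/- EBs, a ratio of 807 (95% counting interval 276 to 3913). *Rnf17*, *M1ap*, *Tex15*, *Tdrd12* and *Dppa3* had log2 fold changes of 0.84, 2.35, 1.62, 2.23 and 2.42 in EBs (adjusted p from 1.02e-06 to 0.00138). Of 42 genes of piRNA and germ cell RNA, 20 were higher and 1 lower in EBs (22 and 1 when adjusted over the list alone), and of 41 meiosis genes 11 were higher and none lower (22 higher over the list alone, 7 by DESeq2, and 24 higher and 0 lower at an unadjusted p under 0.05). Neither list was called with estimated correlation (adjusted p = 0.0725 and 0.207). *Rbmxl2* was called in EBs at 43.4 ± 4.10 and 56.0 ± 8.88 CPM, a call that was lost without control line 1 or *Zmym2*-/- line 1. Of the 45 transposon fusion genes tested in EBs, 21 were higher and none was lower. From the upregulation of germline genes and young LINE elements in these cells, the paper concludes that they can serve as an in vitro model of ZMYM2 targeting and activity.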

### ZMYM2 silences genes and transposons downstream of PRC1.6 and TRIM28 respectively

ZMYM2 lacks autonomous capacity for sequence-specific DNA binding but can bind SUMOylated transcription factors or complexes on chromatin and act as a corepressor (24,39). As discussed above, PRC1.6 is essential for silencing of germline genes in early embryonic development while TRIM28 silences transposons. Also, we noted that a previously reported ZMYM2-motif(16) is almost identical to the binding motif of the transcription factor REST. This suggests that ZMYM2 may also home to chromatin by interaction with REST, a transcription factor which primarily functions to repress neuronal genes in non-neuronal lineages (40). We thus performed cluster analysis of all high-enrichment ZMYM2 ChIP-seq peaks, incorporating published mESC ChIP-seq data for ZMYM2(16), PRC1.6 components (MGA and L3MBTL2(7)), TRIM28 (41), REST (42) and SUMO2 (41). We observed strongly distinct PRC1.6^+^, TRIM28^+^ and REST^+^ clusters, indicating that ZMYM2 homes to each of these complexes independently (Figure 5B).

ZMYM2 is known to interact with the PRC1.6 complex (15,16), which is heavily SUMOylated in mESCs (43). ZMYM2 tightly colocalizes with PRC1.6 at promoters of germline genes in mESCs (Figure 5C,D, Supplementary Figure S13A–C) and PRC1.6 is strongly enriched at genes upregulated in *Zmym2^−/−^* mouse embryos relative to other genes (Figure 5E, Supplementary Figure S13D). ZMYM2 is globally enriched over PRC1.6 ChIP-seq peaks (Figure 5F), with virtually all PRC1.6 sites showing enriched binding of ZMYM2 (Figure 5G). We conducted CUT&RUN to detect distribution of the PRC1.6 component L3MBTL2 in control and *Zmym2^−/−^* mESCs and found no difference in binding to genes upregulated in *Zmym2^−/−^* embryos (Figure 5H). Likewise, there is no loss of the histone modification H2AK119Ub (deposited by the RING1 component of PRC1.6) in *Zmym2^−/−^* mESCs or day 3 EBs (Supplementary Figure S13E, F). Thus, ZMYM2 is not essential for PRC1.6 binding or activity but is nonetheless essential as a corepressor to silence some PRC1.6 target genes.

The TRIM28 complex is heavily SUMOylated in mESCs (43), and ZMYM2 could also home with the TRIM28 complex via their known mutual interactor ATF7IP (24). ZMYM2 shows colocalization with TRIM28 at L1MdT elements, and ZMYM2 is strongly enriched over TRIM28 binding sites genome wide (Figure 5G, I–K, Supplementary Figure S14A–D). As with PRC1.6, ZMYM2 homes to virtually all TRIM28 targets and is essential for silencing of a distinct subset of them. H3K9me3 enrichment is still observed over TRIM28 sites and hypomethylated L1MdT elements in *Zmym2^−/−^* mESCs, indicating that recruitment of TRIM28 and SETDB1 still occurs in *Zmym2^−/−^* mESCs. A localized drop in H3K9me3 observed immediately over the hypomethylated L1MdTs may be a consequence of overall nucleosome depletion (Supplementary Figure S14E–G).

How ZMYM2 homes to REST bindings sites is unclear. ZMYM2 and REST both bind the CoREST complex but in a mutually exclusive manner (17) and REST is not known to be SUMOylated. Nonetheless, ZMYM2 is very strongly enriched at REST sites (Figure 5B, Supplementary Figure S15A–D). We do not observe hypomethylation of REST sites (Supplementary Figure S15E) or upregulation of REST target genes (40), so the biological significance of this interaction remains unclear.

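Of 46 REST target genes tested in E8.5 embryos, none was higher and 1, *Stmn3* (log2 fold change -1.17, standard error 0.20), was lower by edgeR's quasi-likelihood test (0 and 2 when adjusted over the list alone). DESeq2 called 0 higher and 2 lower, and 2 were higher and 2 lower at an unadjusted p under 0.05. The list's median log2 fold change was 0.08, and camera with estimated correlation gave an adjusted p of 0.928. In mESCs (n = 2 lines per genotype) 3 of 42 REST targets were higher and 8 lower, with the same counts when adjusted over the list alone. *Zfhx2* went from 46.7 ± 4.09 to 19.6 ± 2.91 CPM (SD; log2 fold change -1.25, adjusted p = 2.6e-05), *Nefl* from 77.8 ± 3.10 to 56.4 ± 4.67 CPM (adjusted p = 0.00434) and *Cplx1* from 9.84 ± 1.69 to 4.45 ± 1.76 CPM (adjusted p = 0.00533). *Stmn3* was lower in mESCs as well (log2 fold change -1.20, adjusted p = 0.00165). In EBs 2 of 44 were higher, *Nefm* at 45.3 ± 0.146 and 64.8 ± 11.8 CPM and *Bdnf* at 2.94 ± 0.0792 and 5.40 ± 0.137 CPM, and 5 were lower, among them *Stmn2* (log2 fold change -0.84). Over the EB list alone 3 were higher and 11 lower. Median log2 fold changes were -0.07 in mESCs and -0.17 in EBs, where the mean was 0.0017 and the test's direction was down, and neither list was called with estimated correlation (adjusted p = 0.546 and 0.557).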

Finally, Cluster 5 of ZMYM2 peaks showed no strong co-enrichment with PRC1.6, TRIM28 and REST (Figure 5B). Motif analysis of Cluster 5 peaks showed enrichment for the DR0 Nuclear receptor motif (Figure 5L) suggesting that an as yet unidentified nuclear receptor may recruit ZMYM2 to chromatin.

### Loss of ZMYM2 results in H3K4 hypermethylation at target loci

The histone modifications H3K4me2 and H3K4me3 are ubiquitous at sites of transcriptional initiation in mammals (44,45). The *de novo* methyltransferases DNMT3A, DNMT3B and DNMT3L in turn bind to the H3 N-terminus via their ADD domains, but this binding is strongly antagonized by the presence of the modification H3K4me2 or H3K4me3 (46–48). H3K4me2/3-marked chromatin thus escapes *de novo* DNA methylation during development (49–51), and actively transcribed gene promoters remain unmethylated in the post-implantation embryo (52–54). PRC1.6 and TRIM28 both silence target loci prior to deposition of methylation (9,55). We therefore theorized that ZMYM2 may promote DNA methylation by causing transcriptional silencing and loss of H3K4me2/3 at target sites.

Consistent with the gene expression pattern of ZMYM2-targets in development, published data (56,57) reveals high H3K4me3 in pre-implantation embryos at ZMYM2-hypomethylated DMRs and genic targets, with a dramatic decline during post-implantation development as the targets are silenced (Supplementary Figure S16). To determine the effects of *Zmym2* deficiency on H3K4 methylation, we performed ChIP-seq of H3K4me2 and H3K4me3 in both *Zmym2^+/+^* and *Zmym2^−/−^* mESCs and day 3 EBs. Each replicate was normalized to control for ChIP quality (Supplementary Figures S17A–D). We observe elevated levels of H3K4me2 and H3K4me3 in *Zmym2^−/−^* mESCs over the hypomethylated DMRs found in E8.5 *Zmym2^−/−^* mice (Figure 6A, B). H3K4 hypermethylation was also observed at the promoters of full-length L1MdT elements and the genes upregulated in *Zmym2^−/−^* mice (Figure 6C–H, Supplementary Figure S17E–J). These trends are accentuated further upon differentiation to EBs, as H3K4 levels over ZMYM2-regulated loci drop substantially in *Zmym2^+/+^* cells but much less so in *Zmym2^−/−^* cells (Figure 6, Supplementary Figure S17E–J). Hence, ZMYM2 functions to reduce H3K4me2/3 at target genes and transposons and thus creates a chromatin environment conducive to *de novo* methylation.

**Figure 6.**
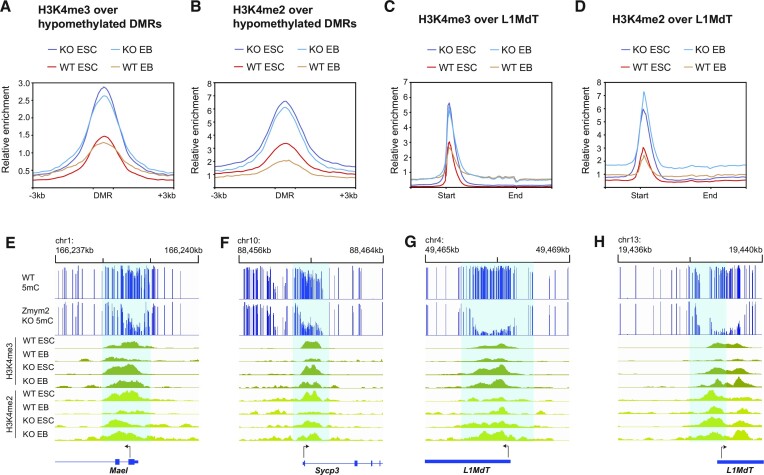
Aberrant H3K4 hypermethylation at ZMYM2-target sites in *Zmym2^−/−^* mESCs and EBs. (**A**) Metaplot of H3K4me3 over DMRs hypomethylated in *Zmym2^−/−^* embryos in *Zmym2*^−/−^ and control ESCs and EBs. (**B**) Metaplot of H3K4me2 over hypomethylated DMRs. (**C**) Metaplot of H3K4me3 over full length L1MdT elements. (**D**) Metaplot of H3K4me2 over full length L1MdT elements. For (A–D) averaged data for two *Zmym2^−/−^* and two control mESC lines are shown. To normalize for ChIP quality, enrichment is normalized based on peak height for all annotated genes. (**E–H)** Examples of increased H3K4me2/3 in *Zmym2^−/−^* mESCs over hypomethylated DMRs including genes (E, F) and transposons (G, H).

## DISCUSSION

ZMYM2 is clearly essential for silencing and DNA methylation of germline genes and young transposons in development. A combined model of its activity runs as follows. ZMYM2 binds to PRC1.6 and TRIM28 sites, where it functions as a corepressor. By suppressing transcription, it reduces levels of H3K4 methylation at these sites, facilitating DNA methylation upon implantation and establishing stable silencing (Figure 7). As discussed above, ZMYM2 is known to recruit the CoREST complex, whose constituent protein LSD1 can directly mediate H3K4me1 and H3K4me2 demethylation, providing a second potential mechanism by which H3K4 methylation can be removed (58).

**Figure 7.**
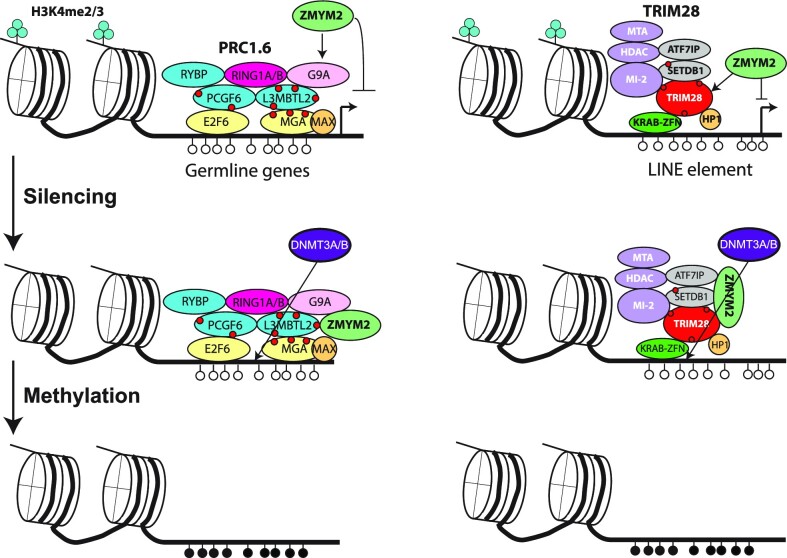
Proposed mechanism for ZMYM2-mediated DNA methylation. ZMYM2 is recruited to PRC1.6 and TRIM28 binding sites respectively via binding to SUMOylation sites (indicated as red circles) or interaction with complex components such as ATF7IP. ZMYM2 mediates silencing of target loci, resulting in loss of H3K4 methylation and acquisition of DNA methylation.

PRC1.6 and TRIM28 are heavily SUMOylated in mESCs (43) and ZMYM2 could home to them via these SUMO2 marks (Figure 5). A recent report indicates association of ZMYM2 with TRIM28 in U2OS cells, with homing to TRIM28 sites lost if a SIM domain in ZMYM2 is mutated (59). At the same time, we cannot rule out SUMO-independent recruitment of ZMYM2 to these complexes. ZMYM2 interacts with the Fibronectin III domain of ATF7IP in an apparently SUMO-independent manner, and ATF7IP has been reported to interact with both TRIM28 and the PRC1.6 component MGA(24). It is striking that loss of either ATF7IP or ZMYM2 results in hypomethylation of young LINE elements in hESCs (Figure 4B, C, Supplementary Figure S8B–E), and both genes have been hits in CRISPR screens for factors that maintain imprint methylation in stem cells (26,27). One possibility is that ATF7IP’s primary function at these loci is to recruit ZMYM2 to such elements. However, ATF7IP performs other function such as promoting nuclear localization of the H3K9 methyltransferase SETDB1 (60), so the similarity of the *ATF7IP^−/−^* and *ZMYM2^−/−^* phenotypes could reflect genuine interaction or just that both proteins are important for silencing.

The *Zmym2^−/−^* mice show embryonic lethality amidst aberrant upregulation of LINE protein. It is difficult to determine what precisely halts the development of the *Zmym2^−/−^* embryos, but it is well established that LINE elements can induce cellular lethality, both by inducing anti-viral responses and by the endonuclease activity of L1ORF2p(61). The phenomenon of LINE-gene fusion transcripts warrants further note. There are numerous examples of LTR-retrotransposons, most frequently ‘solo LTRs’ detached from larger transposons, serving as alternative promoters or enhancers for protein-coding transcripts (62,63). LINE elements integrate into the genome in a 3’ to 5’ manner, so a promoter is only present if complete integration has occurred. Thus, ‘orphan’ LINE promoters are expected to be a rarer phenomenon. Nonetheless, LINE-gene fusions apparently occur, both as a result of bidirectional and forward transcription, and are expressed at significant levels in wild-type pre-implantation embryos. We do not know how many of the 46 LINE-transcript fusions we observe code for functional protein or whether they have any biological function, but it is intriguing that L1MdT expression during pre-implantation murine development is essential for developmental progression(64,65).

It is important to consider the phenotypes we do not see in *Zmym2^−/−^* but which might have been expected based on literature. We do not see pre-implantation developmental arrest (16), but this can be explained by maternal deposition of intact *Zmym2* RNA in the oocytes of *Zmym2^+/−^* mothers. A number of published observations in embryonic stem cells were not observed in the mice. We also do not observe failure to exit pluripotency (23,25), with E8.5 *Zmym2^−/−^* having undergone gastrulation normally. 

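*Pou5f1* had 31.7 ± 24.0 CPM in *Zmym2*+/+ (SD, n = 6) and 94.6 ± 141 CPM in *Zmym2*-/- embryos (SD, n = 6) and was not called (log2 fold change 1.58, standard error 1.00, adjusted p = 0.548 from edgeR's quasi-likelihood test). Most of its spread came from *Zmym2*-/- embryo 6, at 364 CPM, and without *Zmym2*-/- embryos 5 and 6, a comparison added after the values were seen, its log2 fold change was -0.90. *Nanog*, at 1.06 ± 1.13 and 5.10 ± 6.47 CPM, was not called either (adjusted p = 0.382), with its highest value, 17.7 CPM, in the same embryo. *Klf17* had 2 counts over the *Zmym2*+/+ embryos and 62 over the *Zmym2*-/- embryos, a ratio of 24.3 (95% counting interval 6.45 to 205, adjusted p = 0.0830). Of 19 genes of naive pluripotency, none was called in either direction, at a median log2 fold change of 0.51, 2 were higher when adjusted over the list alone, and DESeq2 called 2 higher. At an unadjusted p under 0.05, 3 were higher and 1 lower. The list was called with a preset correlation of 0.01 (adjusted p = 0.00953) and not with estimated correlation (adjusted p = 0.33). Without *Zmym2*-/- embryos 5 and 6 its median log2 fold change was 0.02. Of 15 genes of general pluripotency 1 was higher, and of 15 genes of primordial germ cells none was (1 over the list alone, 1 by DESeq2, and 3 at an unadjusted p under 0.05), at medians of 0.50 and 0.35. Of 28 genes of the germ layers and of primed cells none was called in either direction (0 over the list alone, 0 by DESeq2), with 4 higher and 1 lower at an unadjusted p under 0.05 (median 0.18, adjusted p = 0.755 with estimated correlation). These 3 medians were 0.15, 0.02 and -0.08 without *Zmym2*-/- embryos 5 and 6, and the 1 call, *Gdf3*, was lost with a smaller fold and fewer embryos, at a log2 fold change of 2.47 (standard error 0.506, adjusted p = 0.0887) after 3.24 (0.572, 0.0181). Embryos were sampled whole, so levels in single tissues were not analysed here.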

Embryonic stem cells adapted to continuous pluripotent culture may be more resistant to differentiation than developing mice. We also do not observe loss of canonical imprints in *Zmym2^−/−^* embryos (26,27) (Supplementary Figure S7B). It may be that the dynamic state of mESCs, in which both *de novo* methylation and demethylation occur in continuous culture, does not reflect methylation dynamics in the rapidly developing mouse embryo. Alternatively, ZMYM2 may be essential to maintain imprints during the pre-implantation period when DNA methylation is lost, and maternally-inherited *Zmym2* masks this phenotype in the *Zmym2^−/−^* mice.

Unlike the *Zmym2^−/−^* mice, we also do not observe demethylation of germline genes in *ZMYM2^−/−^* hESCs (data not shown). While this could reflect species difference, it is important to note here that conventionally cultured primed hESCs correspond to a developmentally advanced state that features high global DNA methylation, including over germline genes (36). Even if ZMYM2 is critical for DNA methylation establishment over germline genes in development, its loss will not necessarily cause loss of existing DNA methylation. Young LINE elements by contrast are targets of continuous TET activity in hESCs and thus depend on continual *de novo* methyltransferase activity to remain methylated (66), potentially explaining how they become demethylated upon loss of ZMYM2.

ZMYM2 shows co-association with a variety of chromatin-bound complexes. Zygotic depletion of *Zmym2* RNA blocks blastocyst formation (16). The *Zmym2^−/−^* mouse we have generated, which is to our knowledge the first report of a ZMYM-family transcription factor knockout in literature, shows lethality and severe epigenetic abnormality. The cranial, cardiac, musculoskeletal, CAKUT and possible infertility phenotype caused by ZMYM2 heterozygosity in humans suggests extensive further roles in development (15). Mutations of ZMYM3 has been implicated in mental retardation (67,68), and all six ZMYM-family transcription factors are widely expressed in human tissues (69). The role of ZMYM-family transcription factors as cofactors for repression may be widespread and underappreciated.

## Supplementary Material

gkad540_Supplemental_Files Click here for additional data file.

## Data Availability

All sequencing data (RNA-seq, ChIP-seq, CUT&RUN, WGBS) has been uploaded to the GEO repository under the accession number GSE214233.

# Supplementary material for: ZMYM2 is essential for methylation of germline genes and active transposons in embryonic development
**Source:** Nucleic Acids Res. 2023 Jul 3;51(14):7314–29. doi: 10.1093/nar/gkad540
**Supplement:** gkad540_Supplemental_Files

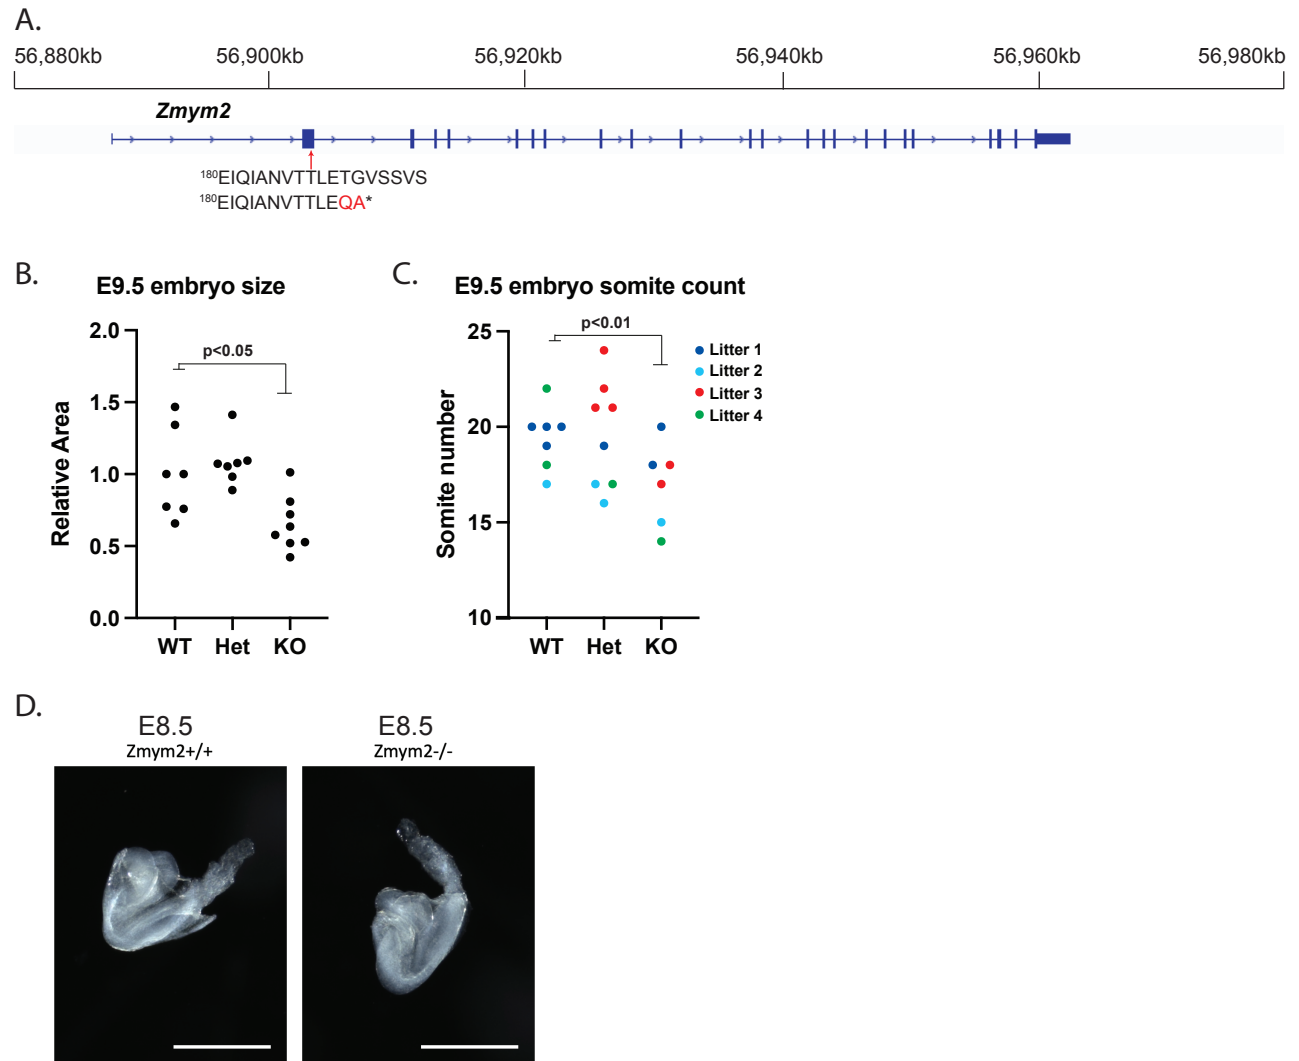

**Supplementary Figure S1. Reduced size and developmental delays in *Zmym2*<sup>-/-</sup> embryos.** (A) Schematic representation of the nonsense point mutation in *Zmym2*- allele. (B) Relative size of embryos measured as 2D area in embryos in sagittal position normalized by litter as a ratio to average *Zmym2*<sup>+/+</sup> area. p-value calculated on basis of one-tailed t-test. (C) Somite counts of E9.5 embryos per genotype. Each litter is represented in a different color to account for litter variability. Note that *Zmym2*<sup>-/-</sup> mice show reduced somite count within each litter. p-value calculated on basis of one-tailed t-test. (D) Images of E8.5 *Zmym2*<sup>+/+</sup> and *Zmym2*<sup>-/-</sup> embryos.

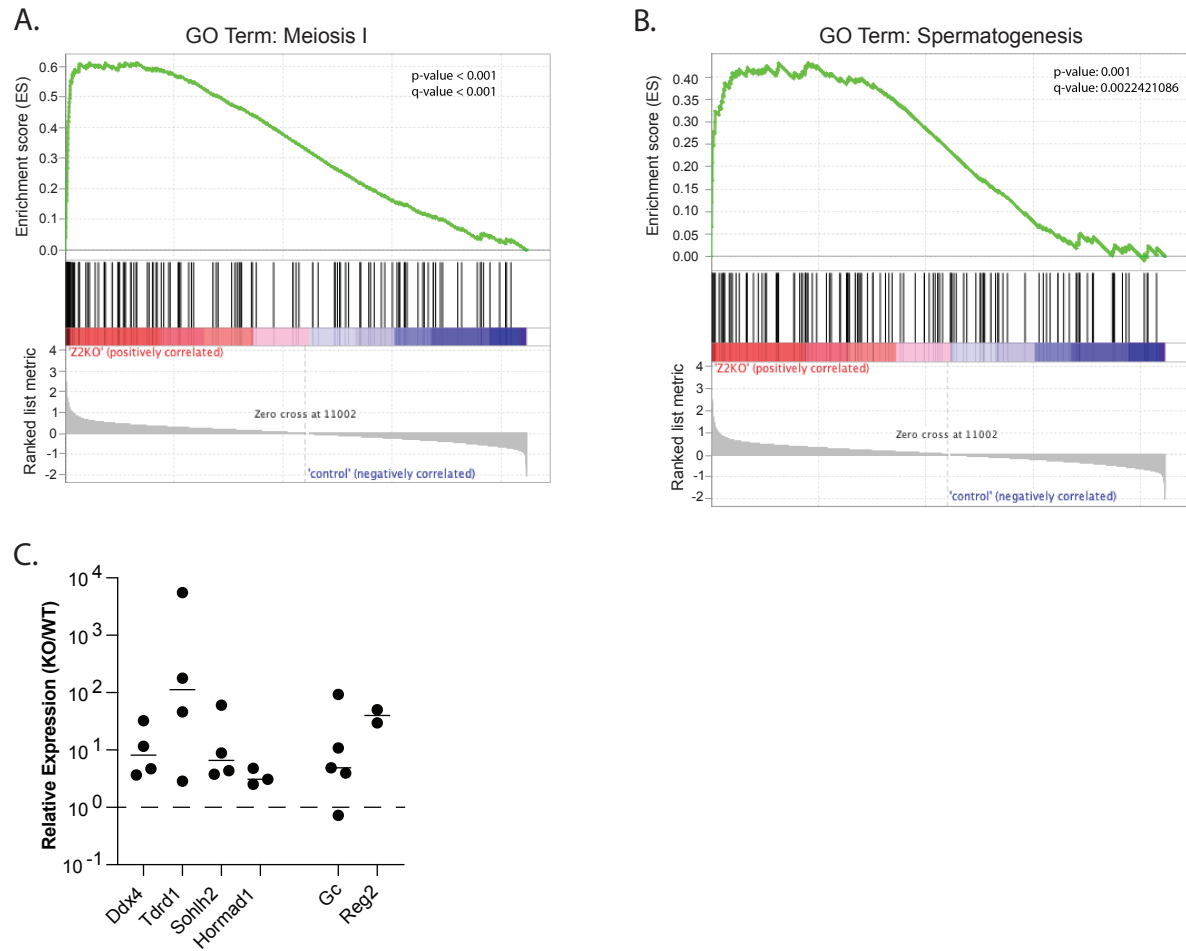

**Supplementary Figure S2. Validation of upregulated targets in *Zmym2*<sup>-/-</sup> embryos.** (A-B) GSEA analysis showing that genes involved in meiosis I (A) and spermatogenesis (B) show significantly higher expression in *Zmym2*<sup>-/-</sup> E8.5 embryos. (C) Quantitative reverse-transcription PCR (qRT-PCR) of four upregulated genes expressed from annotated promoter (*Ddx4*, *Tdrd1*, *Sohlh2*, *Hormad1*) and two LINE-fusions (*Gc*, *Reg2*). Each dot reflects the ratio of expression in KO/WT littermate embryos, with expression normalized to *Rps16*. The dashed line represents a 1:1 ratio in relative expression between WT and KO embryos.

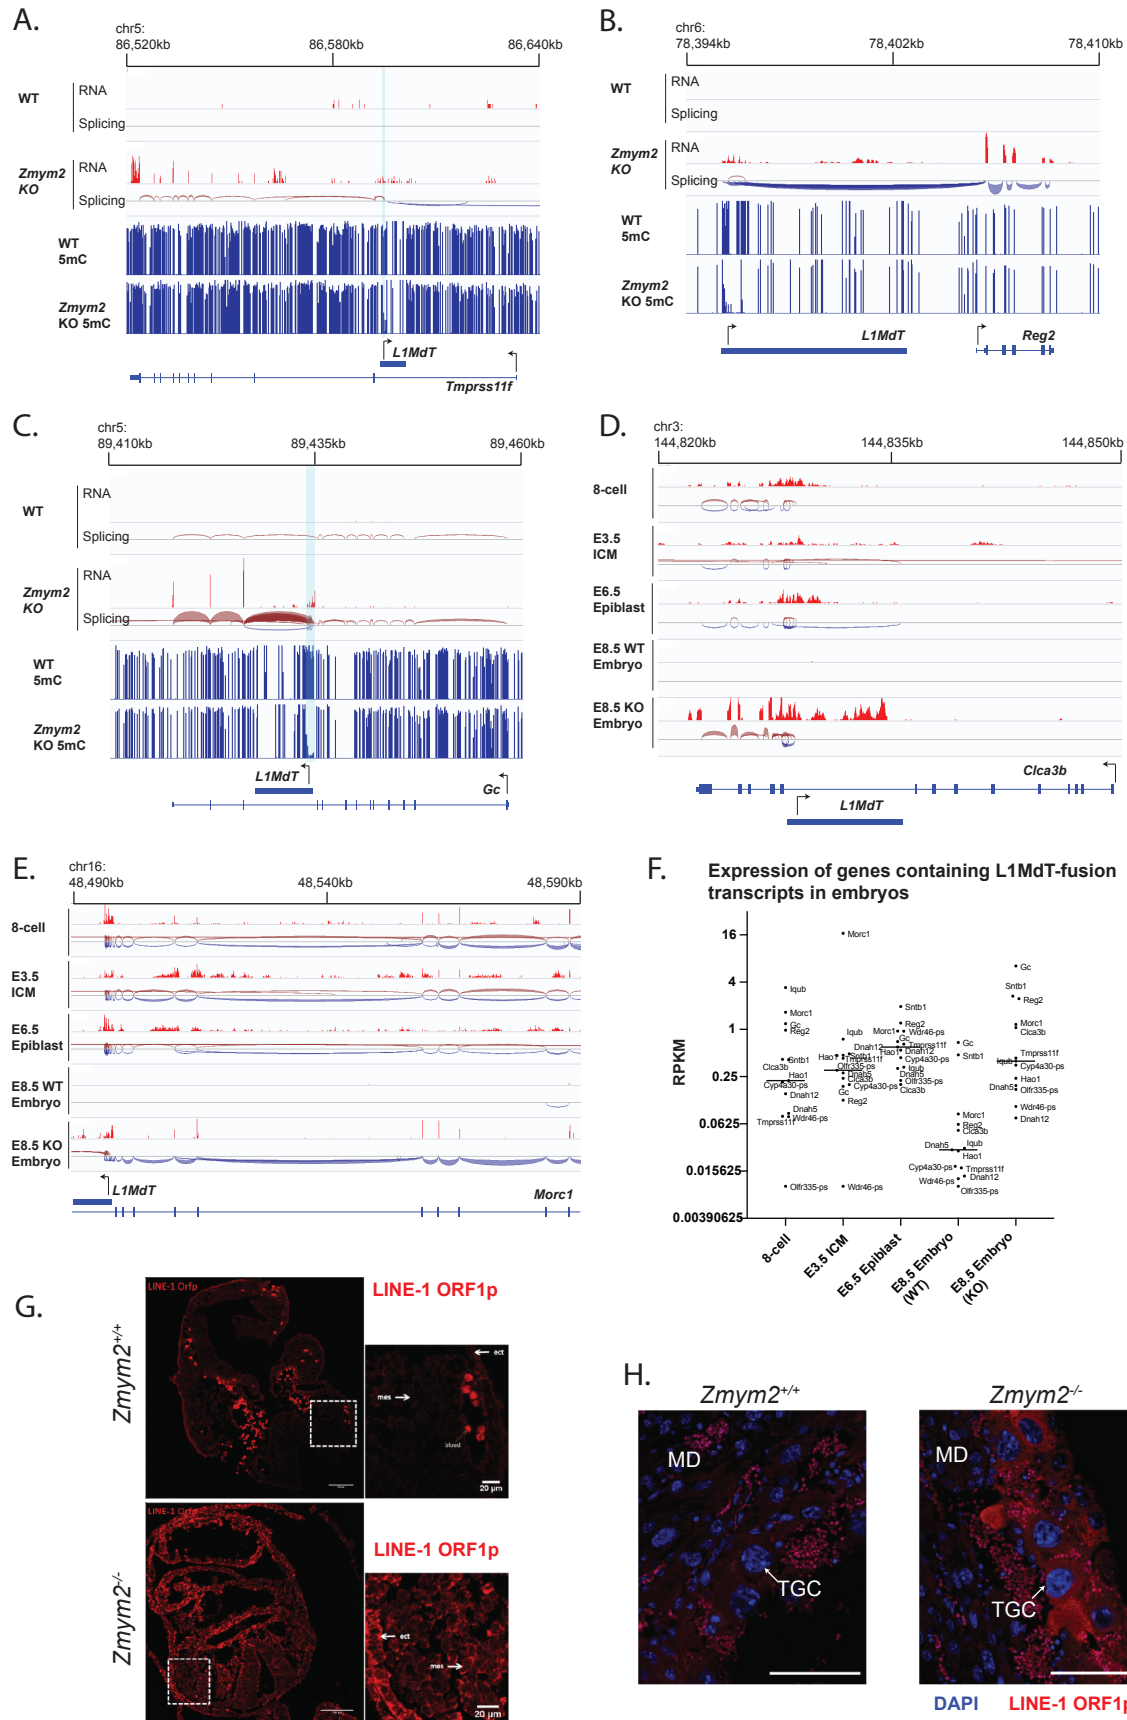

**Supplementary Figure S3. Expression of L1MdT-gene fusion transcripts in *Zmym2*<sup>-/-</sup> embryos and early embryonic development.** (A-C) Representative examples of L1MdT-gene fusion transcripts. Splicing event coloured by direction of transcript (red =plus strand, blue= minus strand). Note examples of bidirectional transcription of an internal L1MdT element (A), splicing from an upstream L1MdT in a forward direction into a gene (B) and splicing from an internal L1MdT promoter in a forward direction into a gene (C). Hypomethylated DMRs are indicated in light blue. (D, E) Representative examples of L1MdT-gene fusion transcript expression in early embryonic development. In D-E, 8-cell, E3.5 and E6.5 RNA-seq data lack stranded-ness information and so direction of splicing is not informative. (F) Plot of genes containing L1MdT-gene fusion transcripts during early mouse embryonic development. Expression level of each gene is indicated. The horizontal line at each timepoint dictates the median RPKM. In D-F, 8-cell, E3.5 and E6.5 RNA-seq data are from Smith 2017. (G) Immunofluorescence staining of LINE-1 ORF1p (red) in E8.5 *Zmym2*<sup>+/+</sup> and *Zmym2*<sup>-/-</sup> embryos. Regions of mesoderm and ectoderm in inset are indicated. Scale bar= 20µm. (H) Immunofluorescence staining of LINE-1 ORF1p (red) and DAPI (blue) of E9.5 *Zmym2*<sup>+/+</sup> and *Zmym2*<sup>-/-</sup> implantation sites. TGC= trophoblast giant cell, MD= maternal decidua. Small red cells visible in both samples are maternal blood cells. Scale bars= 100µm.

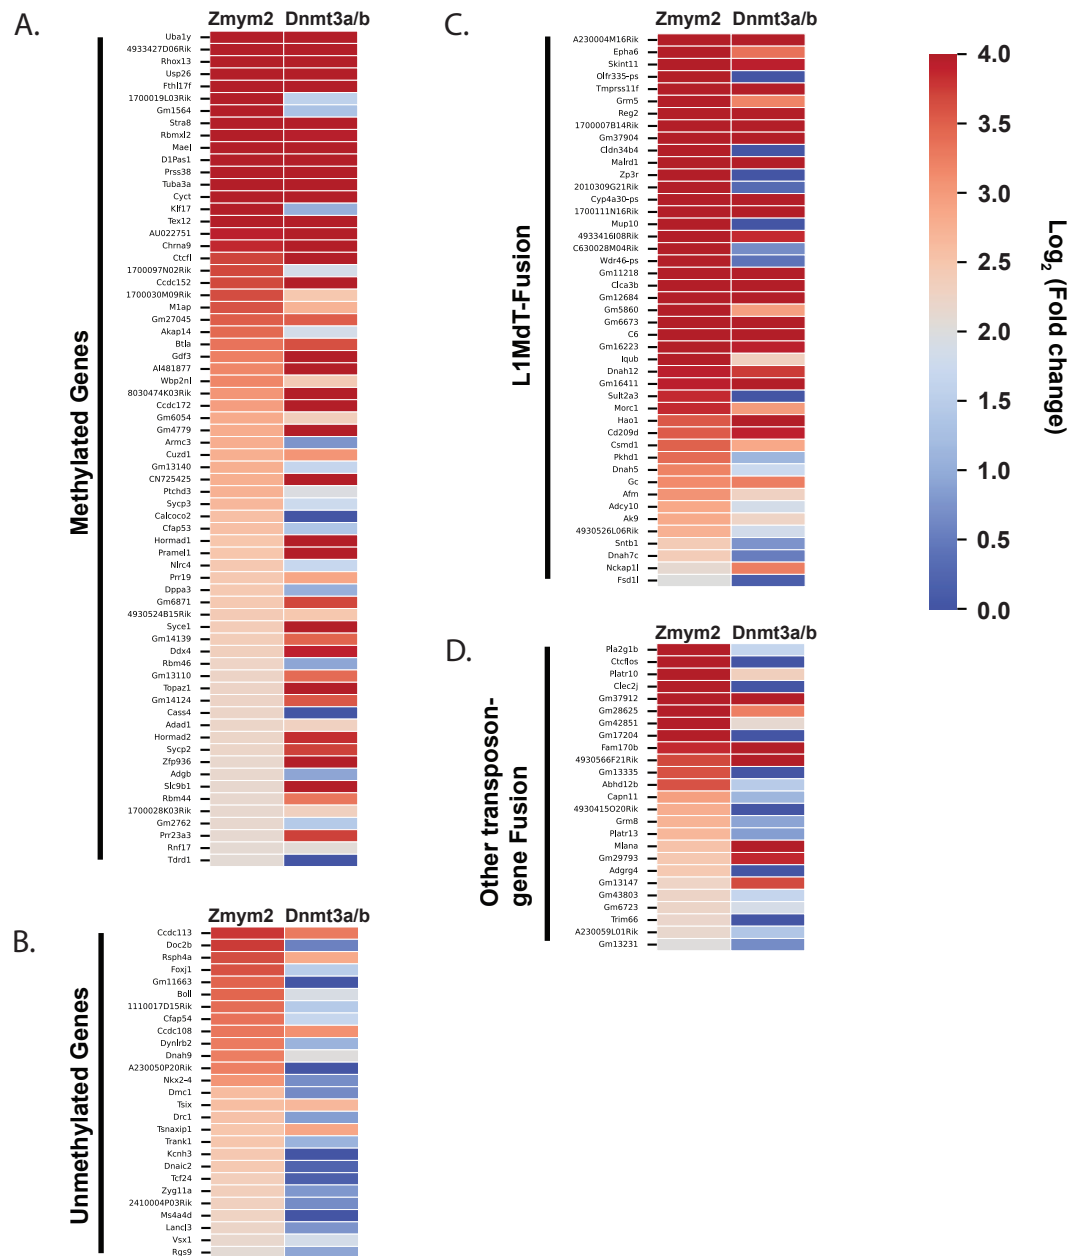

**Supplementary Figure S4. Upregulation of ZMYM2 targets in *Dnmt3a/Dnmt3b*<sup>-/-</sup> mouse embryos.** (A-D) Heatmap showing log<sub>2</sub> fold change of each indicated upregulated gene in *Zmym2*<sup>-/-</sup> and *Dnmt3a/Dnmt3b*<sup>-/-</sup> E8.5 embryos relative to controls. (A) Genes transcribed from annotated TSS with methylated (>20% CpG methylation in 1kb around TSS) promoter. (B) Genes transcribed from annotated TSS with unmethylated (<20% CpG methylation in 1kb around TSS) promoter. (C) Genes transcribed from L1MdT promoter. (D) Genes transcribed from a transposon promoter other than L1MdT.

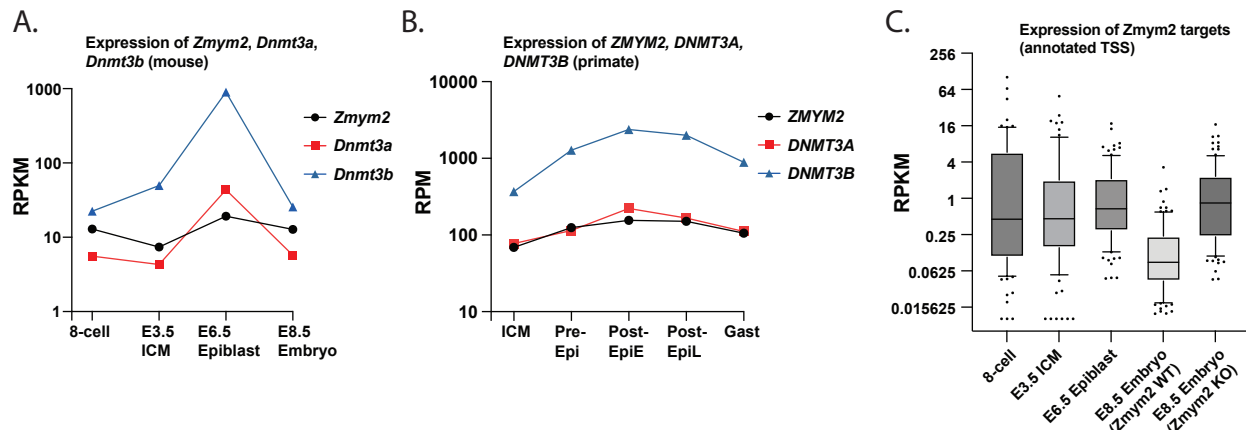

**Supplementary Figure S5. Expression of *ZMYM2*, *de novo* methyltransferases, and *ZMYM2* target genes during embryonic development.**

(A) Expression of *Zmym2* and the *de novo* methyltransferases *Dnmt3a* and *Dnmt3b* during early murine embryonic development. Data from Smith 2017 (8 cell – E6.5) and this paper (E8.5). (B) Expression of *ZMYM2* and the *de novo* methyltransferases *DNMT3A* and *DNMT3B* during cynomolgus monkey development. Data from Nakamura 2016. (C) Expression of the 95 genes upregulated in *Zmym2*<sup>-/-</sup> and expressed from the annotated TSS during early murine embryonic development. Data from Smith 2017 (8 cell – E6.5) and this paper (E8.5).

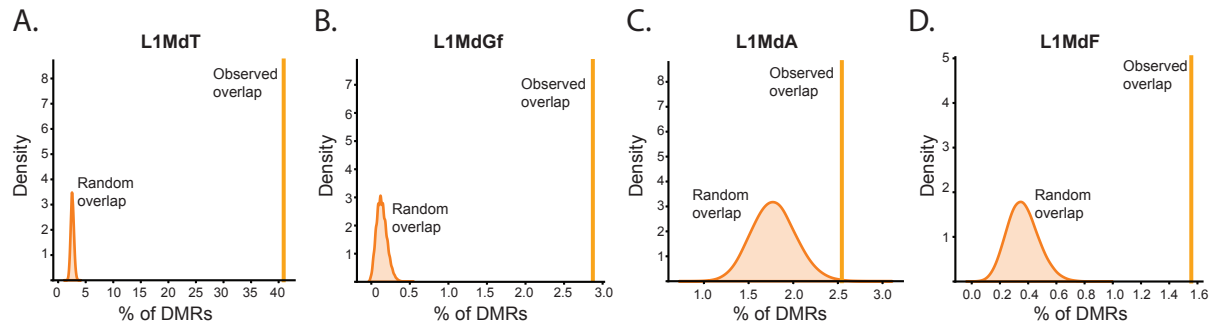

**Supplementary Figure S6. Overlap of hypomethylated DMRs with L1Md elements.**

(A-D) Monte-Carlo simulation was undertaken in which the positions of DMRs were randomly placed in the genome and repeated 100,000 times. The overlap with indicated transposon class is indicated as “Random overlap”. This number is contrasted with the “observed overlap” number for actual DMRs. Results are shown for L1MdT (A), L1MdGf (B), L1MdA (C), L1MdF (D).

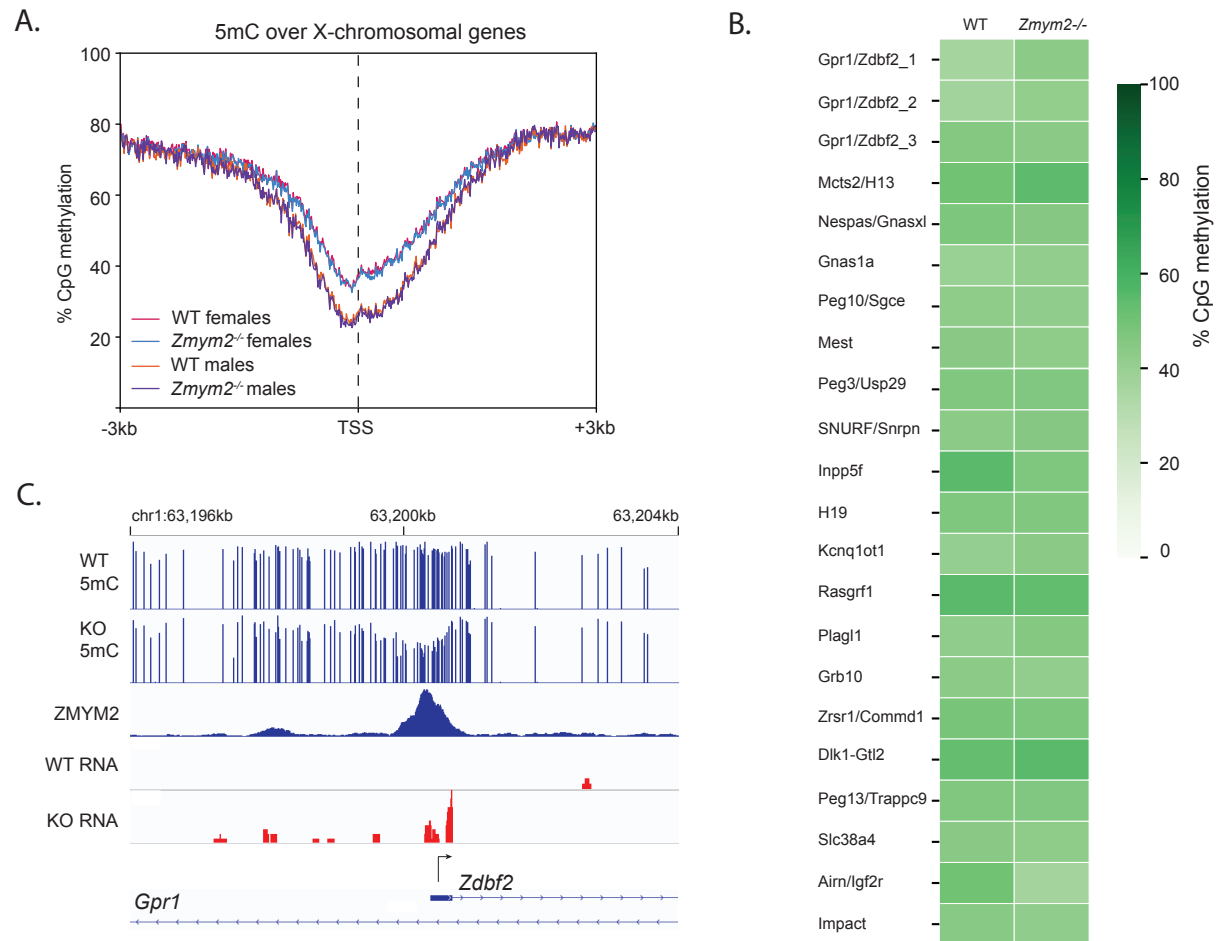

**Supplementary Figure S7. Methylation of inactive X-chromosome and imprinted loci in *Zmym2*<sup>-/-</sup> embryos.** (A) Metaplot of DNA methylation over X-chromosomal genes in *Zmym2*<sup>+/+</sup> and *Zmym2*<sup>-/-</sup> embryos. Note higher methylation in female than male, but no difference between *Zmym2*<sup>+/+</sup> and *Zmym2*<sup>-/-</sup>. No statistically significant reduction in methylation is observed in *Zmym2*<sup>-/-</sup>. (B) DNA methylation over murine stably imprinted regions in *Zmym2*<sup>+/+</sup> and *Zmym2*<sup>-/-</sup>. No abnormalities are apparent. P-values were calculated from two-tailed unpaired T-test. Significance was determined after Bonferroni correction. Coordinates of imprinted loci are taken from Wang 2014. (C) Hypomethylation, and aberrant transcription from the *Liz/Zdbf2* transient imprint in *Zmym2*<sup>-/-</sup>. Note enrichment of ZMYM2 at the target locus.

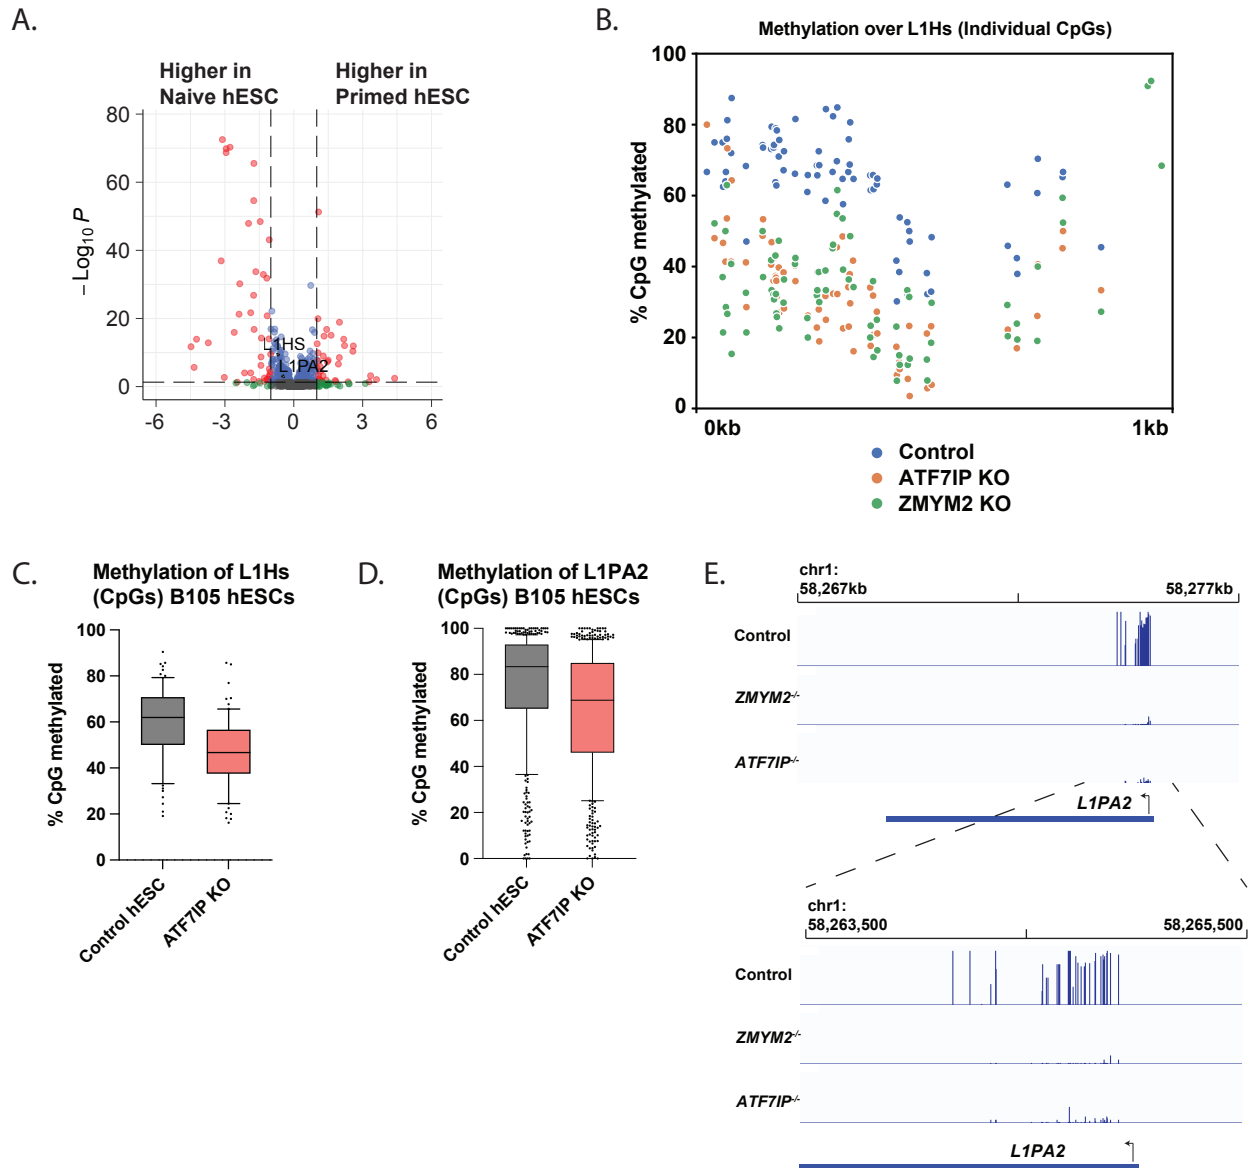

**Supplementary Figure S8. Upregulation and hypomethylation of young LINE elements in *ZMYM2*<sup>-/-</sup> human embryonic stem cells.**

(A) Relative expression of transposon families in naïve and primed hESCs. Note that naïve hESCs show only a very modest increase in L1HS and L1PA2 levels. (B) Methylation levels of individual CpGs in an L1HS consensus element for the genotype indicated. Only CpGs with >10-fold coverage in the Bar 2021 RRBS data are shown. (C,D) DNA methylation of L1HS (C) and L1PA2 (D) control and *ATF7IP*<sup>-/-</sup> hESCs in B105 hESCs line. Note similarity to Figure 4B,C in this second hESC line. (E) Example of an L1PA2 element hypomethylated in *ZMYM2*<sup>-/-</sup> and *ATF7IP*<sup>-/-</sup> hESCs. Inset is shown beneath main figure.

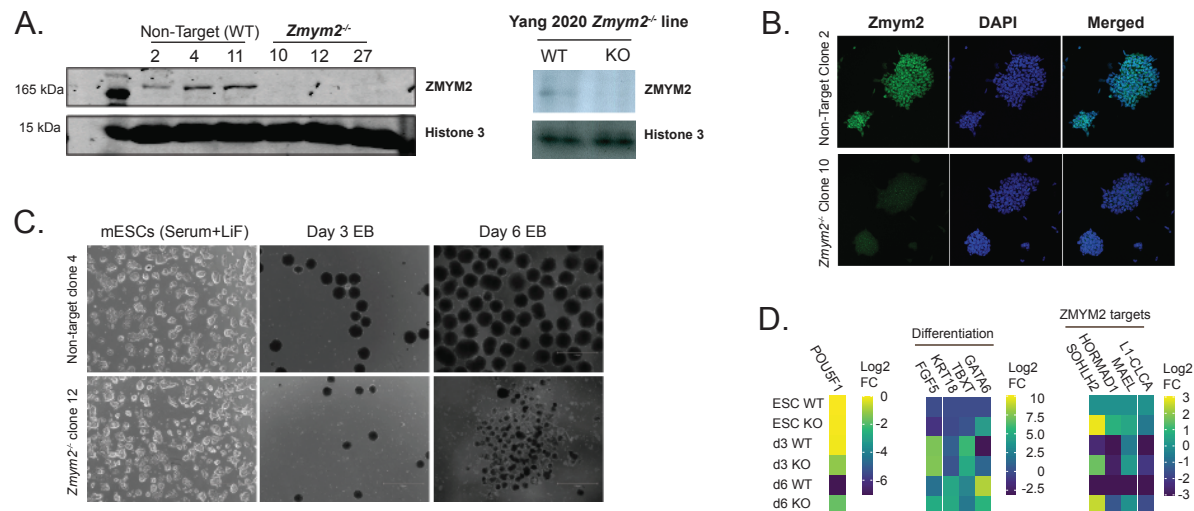

### Supplementary Figure S9. Recapitulation of ZMYM2-mediated silencing in an Embryoid Body (EB) assay.

(A) Western blots of control and *Zmym2*<sup>-/-</sup> clonal mESC lines generated on a V6.5 background (left) as well as WT J1 and *Zmym2*<sup>-/-</sup> mESCs generated by Yang and colleagues. (B) Immunofluorescence staining of control and *Zmym2*<sup>-/-</sup> clonal line for ZMYM2. (C) Light microscopy images of *Zmym2*<sup>+/+</sup> and *Zmym2*<sup>-/-</sup> mESCs and embryoid bodies. Scale bar = 750  $\mu$ m. (D) Relative expression of *Pou5f1*, differentiation genes, and ZMYM2-target genes in control mESCs and *Zmym2*<sup>-/-</sup> mESCs generated by Yang and colleagues, during embryoid body differentiation.

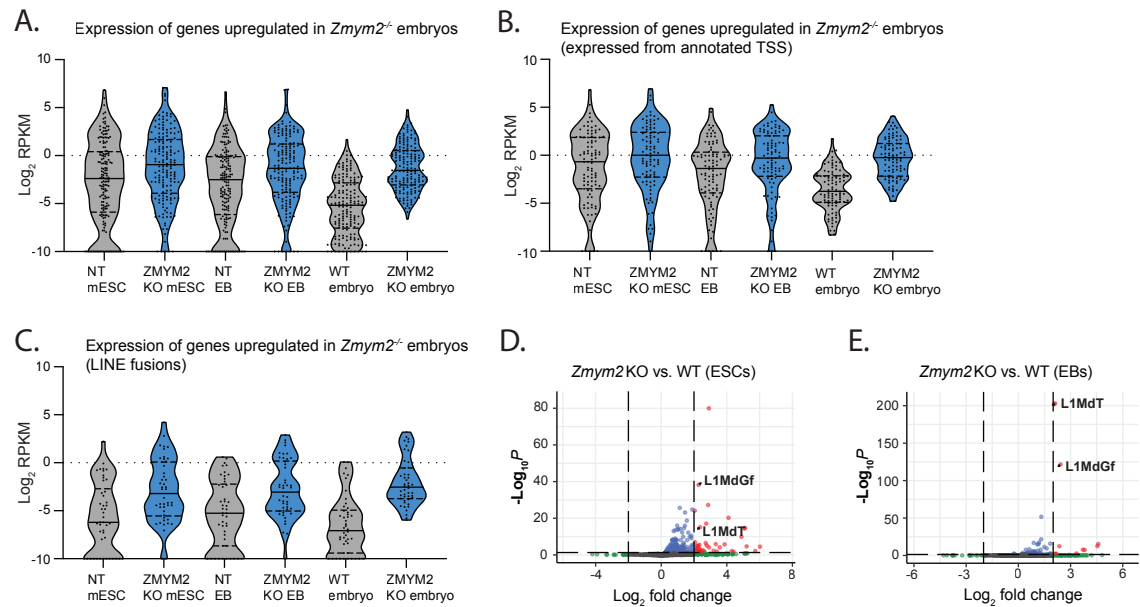

**Supplementary Figure S10. Upregulation of ZMYM2 targets in *Zmym2*<sup>-/-</sup> mESCs and EBs.** (A) Violin plot showing expression of the 165 genes upregulated in *Zmym2*<sup>-/-</sup> E8.5 embryos in the cell types indicated. Note elevated expression in KO rather than control (NT=Non-targeting sgRNA) (B) Violin plot showing expression of the 95 genes upregulated in *Zmym2*<sup>-/-</sup> E8.5 embryos (expressed from TSS) in the cell types indicated. (C) Violin plot showing expression of the 46 LINE-fusion genes upregulated in *Zmym2*<sup>-/-</sup> E8.5 embryos in the cell types indicated. (D-E) Volcano plot of differentially expressed transposable elements comparing *Zmym2*<sup>+/-</sup> and *Zmym2*<sup>-/-</sup> mESCs (D) and EBs (E). Significant differentially expressed transposons (fold  $\geq 4$ , q-value  $< 0.05$ ) are coloured red.

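Over 95 genes with an annotated promoter, the median was 0.626 ± 0.0778 RPKM in control mESCs (SD, n = 2 lines), 1.05 ± 0.223 RPKM in *Zmym2*-/- mESCs, 0.383 ± 0.0233 RPKM in control EBs and 0.747 ± 0.0127 RPKM in *Zmym2*-/- EBs (SD, n = 2 each). Over 45 L1MdT fusion genes, of the 46 listed, it was 0.0170 ± 0.00283, 0.133 ± 0.000707, 0.0245 ± 0.00212 and 0.118 ± 0.0304 RPKM in the same groups. On the scale of log2(RPKM + 0.1), *Zmym2*-/- lines were higher by 0.65 in mESCs and 0.81 in EBs for the annotated promoter class. L1MdT fusions were higher by 0.99 and 0.80, and the 14 other transposon fusions by 0.93 and 1.6. The control medians of L1MdT fusions lie far under the 0.1 RPKM added before taking logarithms, so their differences depend on that constant. In each case both *Zmym2*-/- lines lay above both control lines (two-sided exact permutation test, p = 0.333, the smallest that 2 against 2 allow). The 12 L1MdT fusions with values that the study also found in preimplantation embryos were higher by 1.74 in mESCs and 1.39 in EBs. As counts, 10 and 7 of the 11 such genes tested were called higher by edgeR at these stages.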

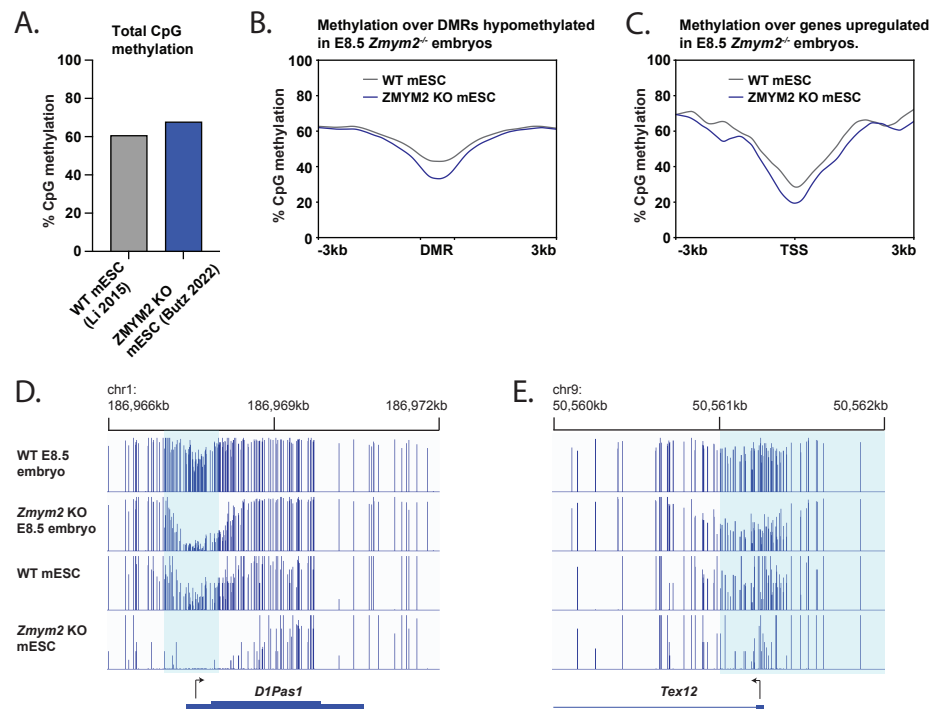

**Supplementary Figure S11. Hypomethylation of ZMYM2 targets in *Zmym2*<sup>-/-</sup> mESCs.** (A) Global DNA methylation levels in published WT (Li 2015) and *Zmym2*<sup>-/-</sup> mESCs (Butz 2022). (B) Metaplot of CpG methylation for WT and *Zmym2*<sup>-/-</sup> mESCs over DMRs hypomethylated in *Zmym2*<sup>-/-</sup> E8.5 mice. Note lower DNA methylation in *Zmym2*<sup>-/-</sup> mESCs over DMRs despite higher genomewide methylation. (C) Metaplot of CpG methylation for WT and *Zmym2*<sup>-/-</sup> mESCs over TSS of 95 upregulated genes in *Zmym2*<sup>-/-</sup> embryos expressed from annotated TSS. (D,E) Examples of ZMYM2 targets with hypomethylated promoters in *Zmym2*<sup>-/-</sup> mESCs.

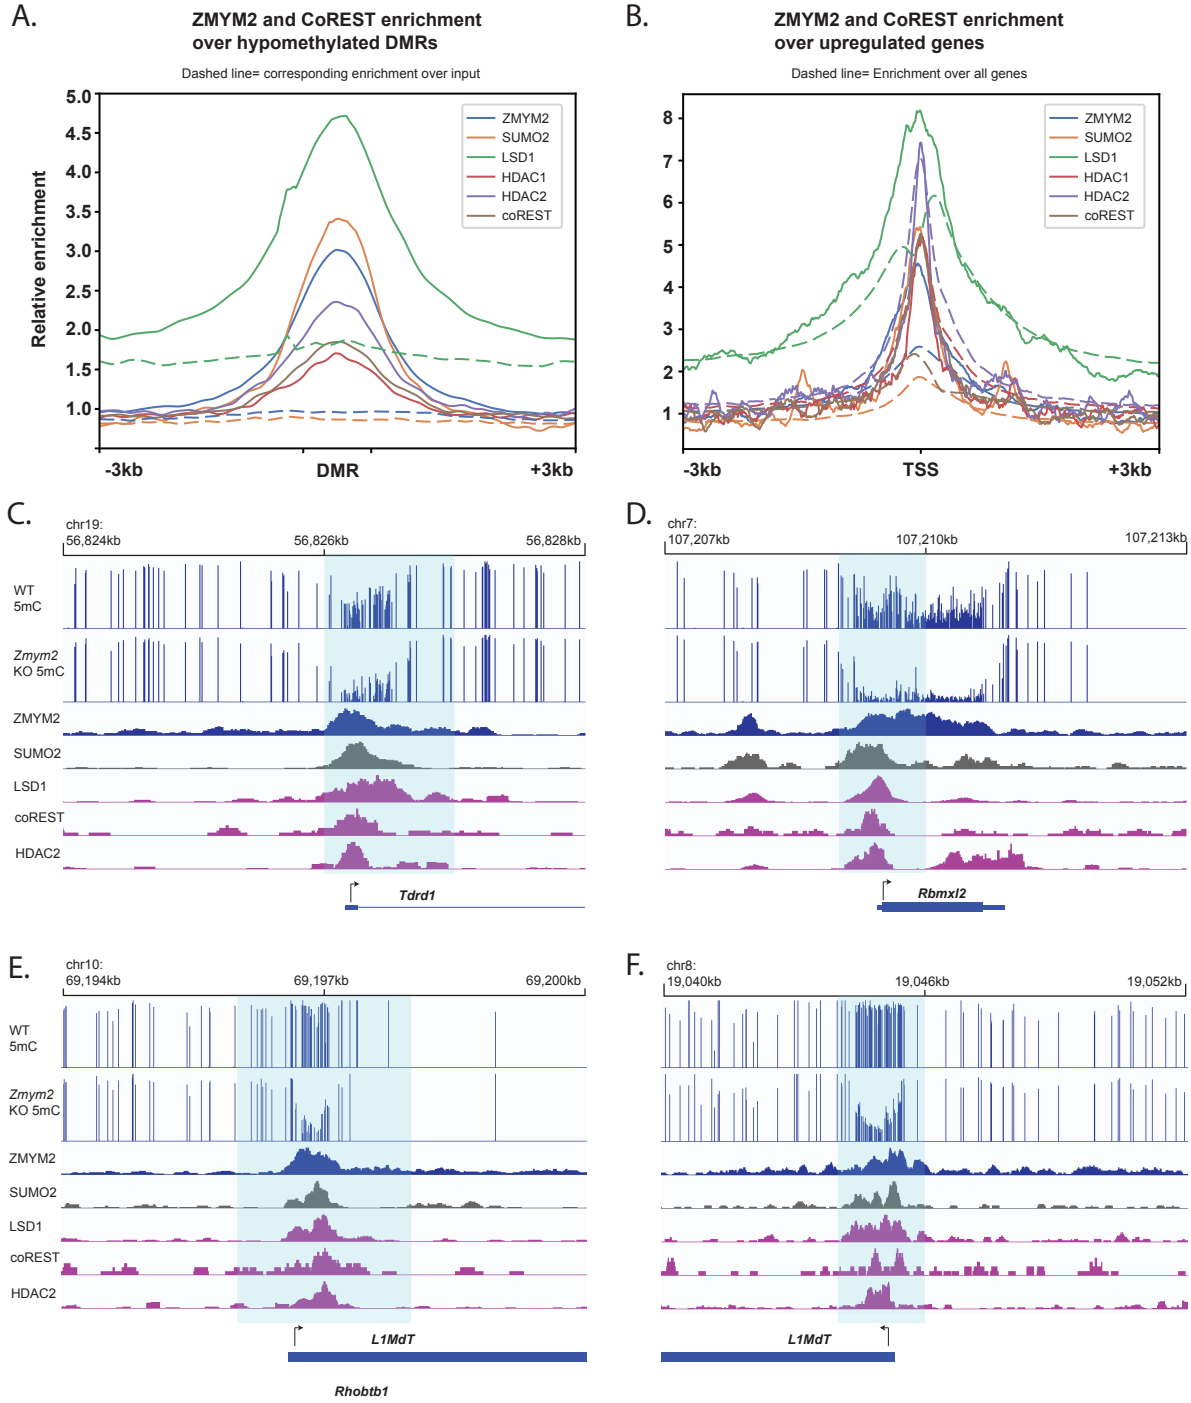

**Supplementary Figure S12. Enrichment of ZMYM2 and CoREST components over regions hypomethylated in E8.5 *Zmym2*<sup>-/-</sup> embryos.** (A-B) Enrichment of ZMYM2, SUMO2, and CoREST complex component ChIP-seq over regions hypomethylated in E8.5 *Zmym2*<sup>-/-</sup> embryos (A) and upregulated genes expressed from annotated TSS (B). (C-F) ChIP-seq and DNA methylation over individual examples of upregulated genes (C,D) or LINE elements (E,F). Hypomethylated DMRs are indicated with light blue boxes. All ChIP-seq data is published data from mESCs. For data in this figure, ChIP-seq is taken from Yang 2020 (ZMYM2, LSD1), Whyte 2012 (CoREST, HDAC1, HDAC2) and Yang 2015 (SUMO2).

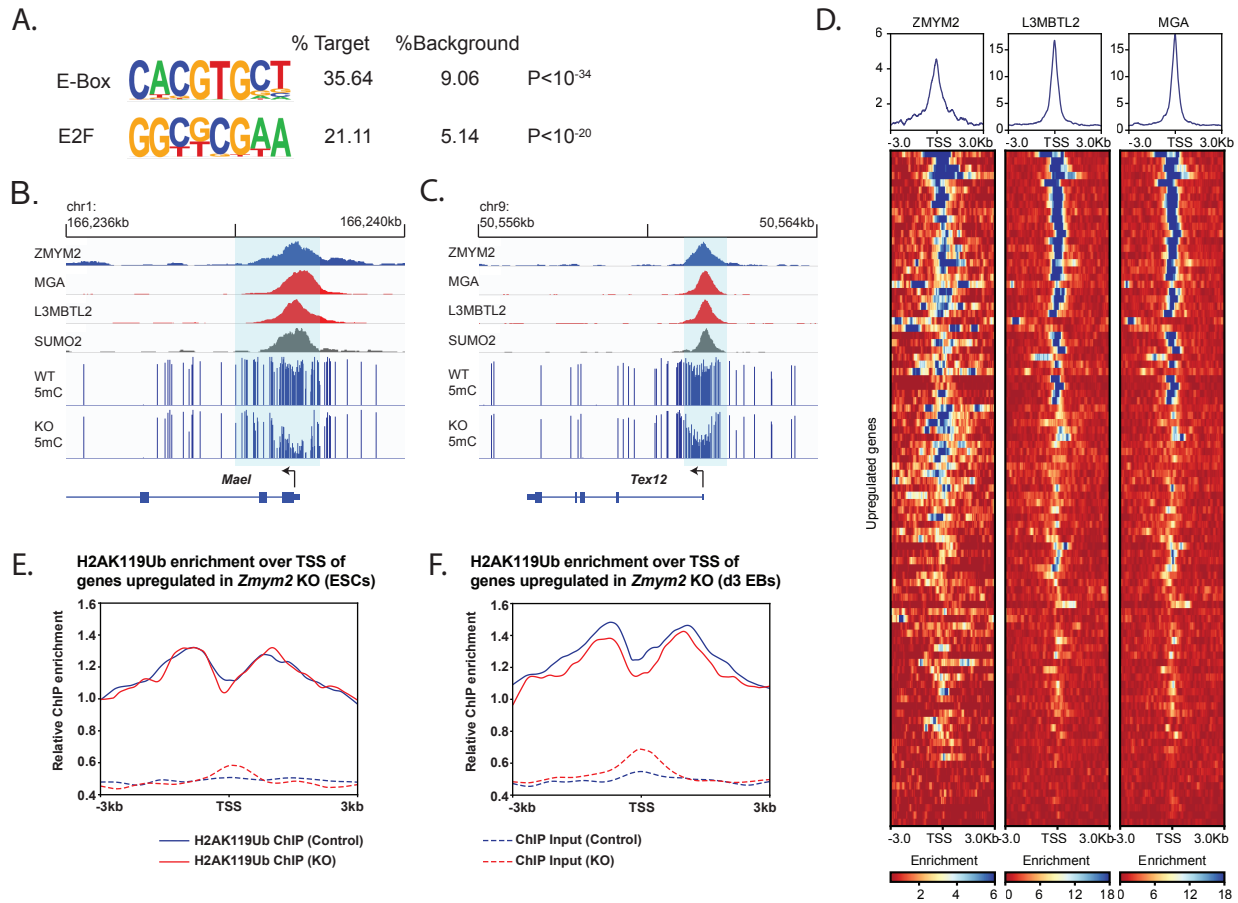

### Supplementary Figure S13. ZMYM2 binding at PRC1.6 targets.

(A) HOMER motif analysis of Cluster 1 ZMYM2 peaks show enrichment of E-Box and E2F motifs relative to random (background) signal, consistent with targeting by the PRC1.6 components MGA and E2F6 respectively. (B-C) ChIP-seq and DNA methylation data over the *Mael* (B) and *Tex12* (C) loci. Note colocalization of ZMYM2 with PRC1.6 components and hypomethylated regions in *Zmym2*<sup>-/-</sup> E8.5 embryos. Hypomethylated DMRs are indicated with light blue boxes. (D) Heatmap of enrichment for ZMYM2 and the PRC1.6 components L3MBTL2 and MGA over the TSS of the ninety-five upregulated genes expressed from their annotated promoter. (E,F) Relative ChIP enrichment of H2AK119Ub in *Zmym2*<sup>+/+</sup> and *Zmym2*<sup>-/-</sup> mESCs (E) and day 3 EBs (F) over genes upregulated in *Zmym2*<sup>-/-</sup> (transposon-fusion genes excluded). Note that there is no difference between *Zmym2*<sup>+/+</sup> and *Zmym2*<sup>-/-</sup>. The modestly increased input enrichment in *Zmym2*<sup>-/-</sup> may reflect increased locus accessibility as a result of impaired silencing.

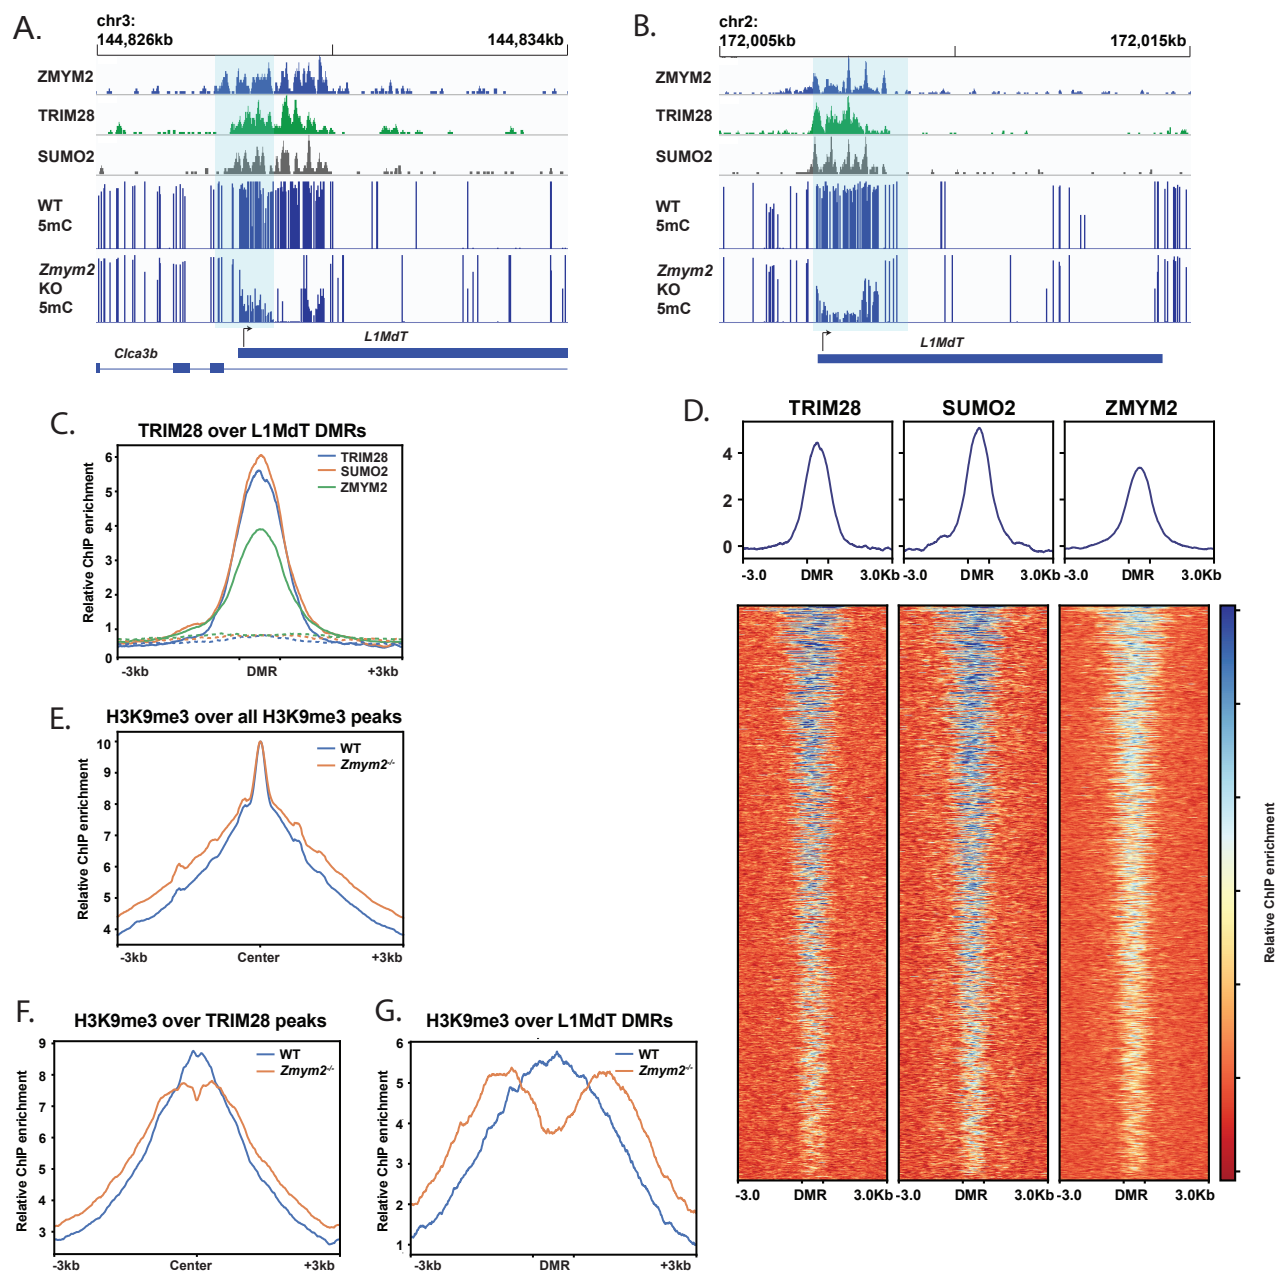

### Supplementary Figure S14. ZMYM2 binding at TRIM28 targets.

(A,B) ZMYM2, TRIM28, SUMO2 ChIP-seq and WGBS data plotted over the *L1MdT-Clca3b* fusion transcript (A) and a representative LINE element (B). Note correspondence of the three proteins at L1MdT promoters and corresponding reduction in DNA methylation. (C) Metaplot of TRIM28, SUMO2 and ZMYM2 mESC ChIP-seq signal over DMRs hypomethylated in *Zmym2*<sup>-/-</sup> which overlap with L1MdT elements. Dashed lines indicate ChIP input. (D) Heatmap of input-normalized ZMYM2, TRIM28, SUMO2 ChIP-seq data over hypomethylated L1MdT DMRs. (E) Normalized H3K9me3 signal in control and *Zmym2*<sup>-/-</sup> mESCs (Butz 2022), metaplot over a defined set of H3K9-methylated regions (Barrel 2022). (F-G) H3K9me3 in control and *Zmym2*<sup>-/-</sup> mESCs, metaplot over TRIM28 peaks (F) and L1MdT DMRs (G).

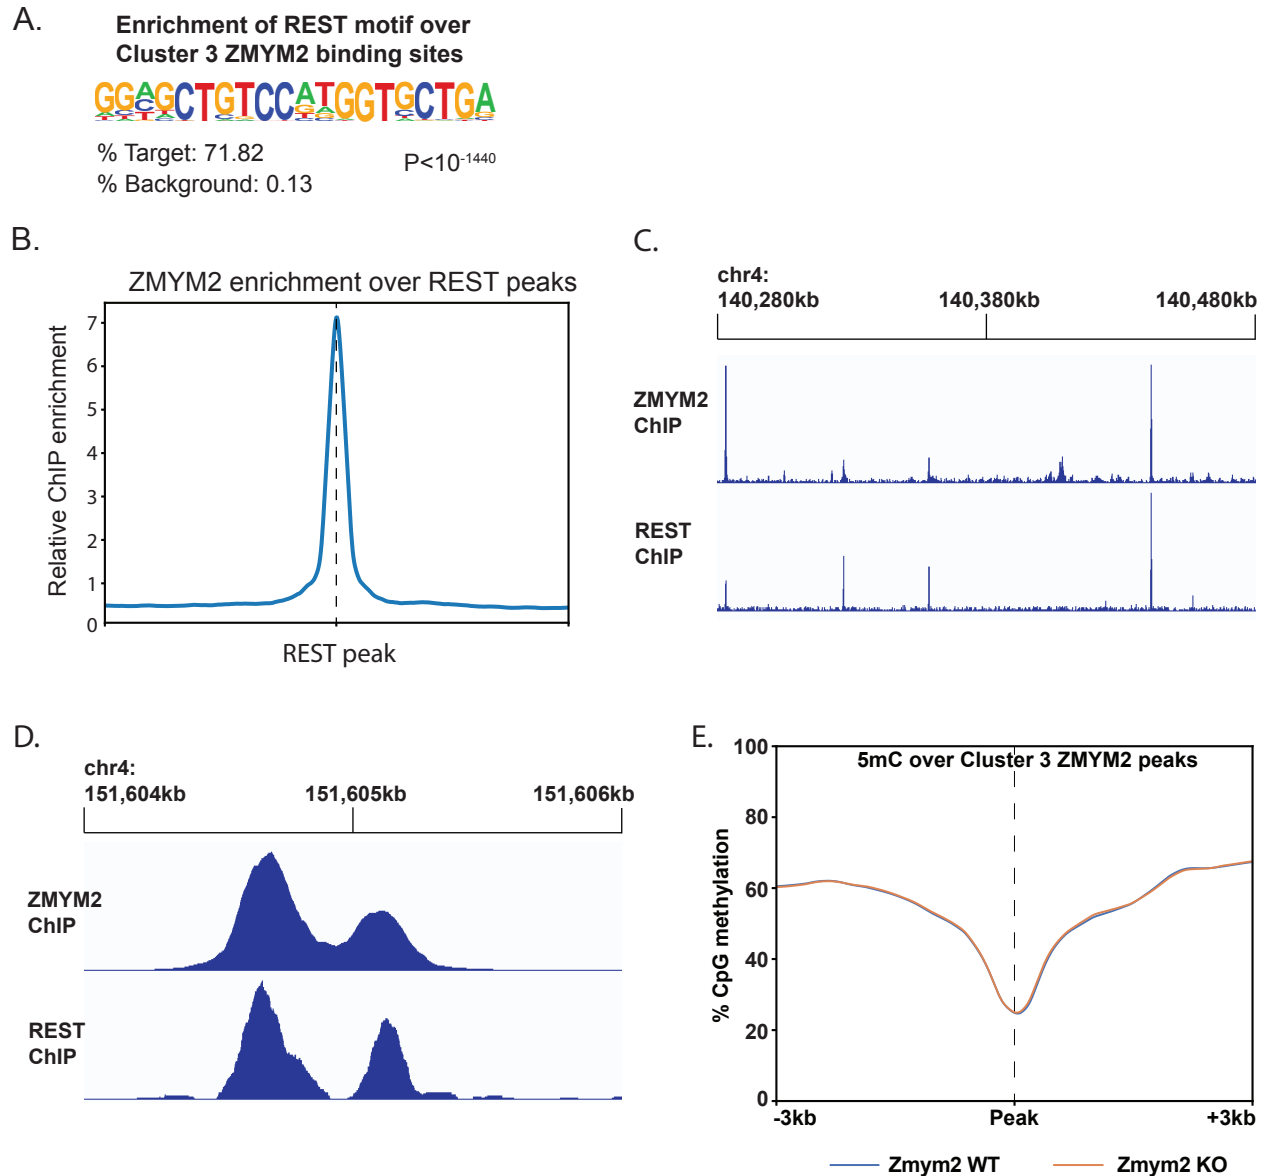

**Supplementary Figure S15. ZMYM2 binding at REST targets.**

(A) HOMER motif analysis of Cluster 3 ZMYM2 peaks show enrichment of the REST binding site. (B) ZMYM2 ChIP-seq enrichment over REST binding sites. (C,D) Overlap of REST and ZMYM2 ChIP-seq peaks over a stretch of chromosome 4. (E) DNA methylation over Cluster 3 (REST-enriched) peaks in *Zmym2*<sup>+/+</sup> and *Zmym2*<sup>-/-</sup> embryos.

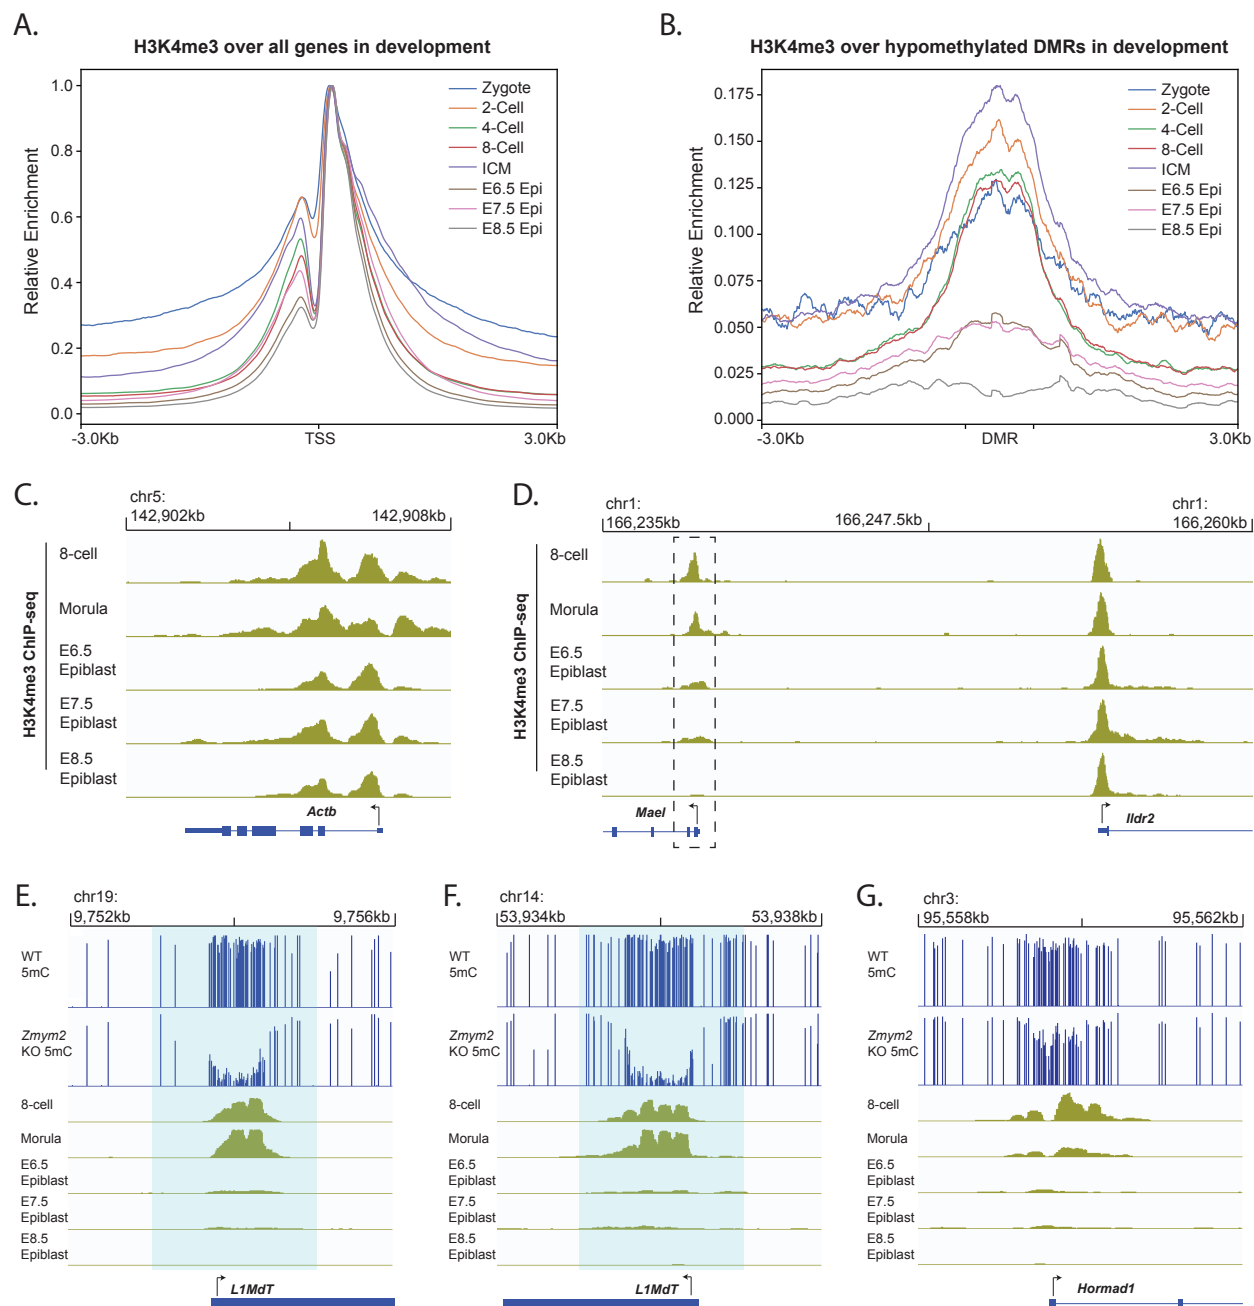

**Supplementary Figure S16. H3K4 methylation at ZMYM2-target sites throughout development.**

(A) Metaplot of H3K4 methylation over all genes after normalization across indicated embryonic stages. (B) H3K4me3 over regions hypomethylated in *Zmym2*<sup>-/-</sup> embryos across cell types during embryonic development. Note that these regions naturally have elevated levels of H3K4 methylation from the 2-cell through the ICM stage, then lose H3K4me3 methylation post-implantation. (C) H3K4me3 enrichment over housekeeping gene *Actb*. (D) Normalized H3K4me3 over *Mael* promoter in cell types indicated. An unaffected locus (*Ildr2*) is shown for comparison. (E,F) Examples of LINE elements with hypomethylated promoters in *Zmym2*<sup>-/-</sup> embryos that show a dramatic reduction in H3K4me3 during the course of normal development. (G) H3K4me3 over the promoter of *Hormad1*, a gene upregulated in *Zmym2*<sup>-/-</sup> embryos.

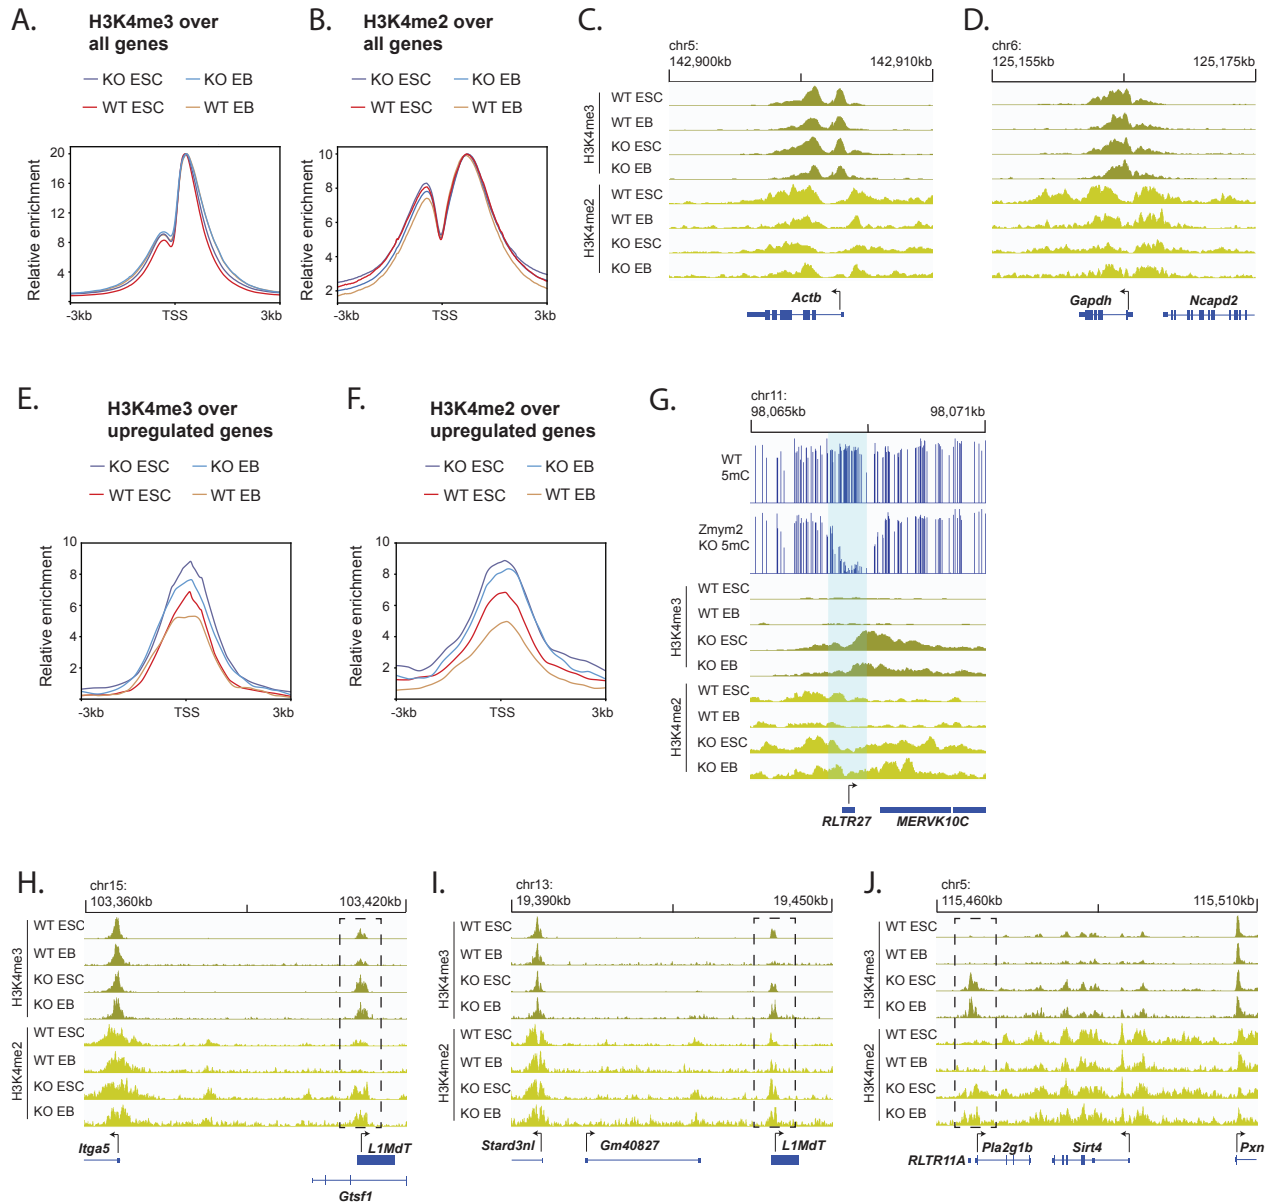

**Supplementary Figure S17. Aberrant H3K4 hypermethylation at ZMYM2-target sites in *Zmym2*<sup>-/-</sup> mESCs.** (A, B) Metaplot of H3K4me3 (A) and H3K4me2 (B) over all genes after normalization in indicated samples. Note similar pattern of enrichment over all replicates, including narrow H3K4me3 and broader H3K4me2 enrichment. (C, D) H3K4me3 and H3K4me2 ChIP enrichment over housekeeping *Actb* and *Gapdh* genes. (E, F) H3K4me3 and H3K4me2 ChIP-seq enrichment over genes upregulated in *Zmym2*<sup>-/-</sup> embryos. (G) A striking example of increased H3K4me2/3 over a hypomethylated DMR, an RLTR27 transposon in this case, in *Zmym2*<sup>-/-</sup> mESCs and EBs. (H-J) Examples of H3K4 hypermethylation in *Zmym2*<sup>-/-</sup> cells.

# Supplementary material for: ZMYM2 is essential for methylation of germline genes and active transposons in embryonic development
**Source:** Nucleic Acids Res. 2023 Jul 3;51(14):7314–29. doi: 10.1093/nar/gkad540
**Supplement:** gkad540_Supplemental_Files

**SUPPLEMENTARY TABLE LEGENDS**

**Supplementary Table S1. Mapping statistics for next generation sequencing data generated or used in the course of this project.**

**Supplementary Table S2. RPKMs of all genes in control and *Zmym2^-/-^* embryos, mESCs, and EBs.**

**Supplementary Table S3. Sequences of primers used in this project.**

**Supplementary Table S4. Annotations of upregulated genes in *Zmym2^-/-^* embryos.**

**Supplementary Table S5. Locations of DMRs in *Zmym2^-/-^* embryos.**

How the deposited data were processed for this re-analysis (not part of the article)

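RNA was sequenced from 12 single whole embryos at E8.5, 6 *Zmym2*+/+ and 6 *Zmym2*-/-, with 3 males and 3 females of each genotype. It was also sequenced from 2 non-target control and 2 *Zmym2*-/- V6.5 lines, as mESCs in serum and LIF and as EBs at day 3, which adds 8 libraries. The authors trimmed reads with Trimmomatic (0.34), aligned them to mm10 with STAR (2.7.8a) and sorted and marked duplicates with Picard (2.9.0). They counted reads per gene with HTSeq-count. The paper's text gives neither the version, the annotation nor the strand setting of that step, nor the versions of DESeq2 and edgeR.

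The values deposited by the authors have 3 units. Raw counts per gene are whole numbers with no normalization, for 22729 genes in embryos, 20159 in mESCs and 20142 in EBs. No gene in these tables has fewer than 10 counts in total, and the filter behind this is not stated in the paper's text. Beside each raw count stands a normalized score by the authors, which is the raw count divided by 1 factor per library and rounded, and which was used only to check the raw counts. RPKM by the authors were made with StringTie (1.3.5) and hold genes that the count tables leave out.

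Every test of genes used the raw counts in R (4.3.3) with edgeR (4.0.16). Genes had at least 10 counts summed over the libraries of the comparison, libraries were scaled by TMM, and genotypes were compared by the quasi-likelihood test (glmQLFit and glmQLFTest), which is two-sided. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, and counts of larger changes also required a fold change of at least 4. Standard errors are the size of the log2 fold change over the square root of the test's F. Levels are CPM scaled by the TMM factors. The comparisons were *Zmym2*-/- against *Zmym2*+/+ embryos, the sex by genotype interaction in embryos, *Zmym2*-/- against control lines in mESCs and in EBs, EBs against mESCs within each genotype, and the stage by genotype interaction. RPKM were compared per gene or as the median of a list per library, with a two-sided exact permutation test and 0.1 RPKM added before logarithms.

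A fold against a group with no counts is a lower bound against a floor of 3 counts over the group. For genes with 1 to 3 counts in a group, the ratio is given with a 95% counting interval. Libraries held between 32016880 and 64057608 counts, and 1 CPM corresponds to at least 32.0 counts in every library. Replicates of 1 group correlated across genes at 0.951 to 0.984 in *Zmym2*+/+ and 0.95 to 0.989 in *Zmym2*-/- embryos, and at 0.986 to 0.990 in the lines. No 2 libraries had identical counts. Replicate numbers of the embryos are not litters, and same numbers in both genotypes did not go with a higher correlation (-0.276 to 0.296, in no case the highest). Numbers in the embryos' names, read here as litters, are shared by some of them: 3 litters hold both genotypes, in 7 of the 12 embryos. Deviations from the genotype mean correlated at 0.126 to 0.383 in the 4 pairs within a litter (median 0.276) and at -0.562 to 0.548 in the 32 others (median -0.0904), and in 1 of the 4 pairs the *Zmym2*-/- embryo was the one closest to its *Zmym2*+/+ littermate. This check was made after the values were seen. The main comparison has no block, as the paper names none, and litter as a block over these 7 embryos was an alternative.

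The fit was tested on simulated data with the libraries' own depths and spread and 200 changed genes. In the embryo design it called 22 of 67 genes changed by 2-fold and 61 of 67 changed by 4-fold, in mESCs 59 and 67, and in EBs 61 and 67, with 12, 17 and 14 unchanged genes called. For the sex by genotype interaction it called 0 of 67 genes at 2-fold and 38 at 4-fold, and for the stage by genotype interaction 52 and 63.

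Genes were tested also as lists. The study lists are the 165 genes of Supplementary Table S4 and its classes, which are an annotated promoter (95), an L1MdT fusion (46), another transposon fusion (14) and others (10), with the 13 L1MdT fusions found in preimplantation embryos. Another 15 lists, written by hand before the counts were read, cover meiosis, piRNA and germ cell RNA, motile cilia, primordial germ cells, naive and general pluripotency, germ layers and primed cells, 2-cell-like genes, DNA methylation, the CoREST, PRC1.6, TRIM28 and ZMYM families, REST targets, imprinted genes, X inactivation, p53 targets and the interferon response. Marker lists for 11 tissues or cell types served to compare the composition of embryos. Lists were compared with all other genes by camera of limma (3.58.1), with a preset correlation of 0.01 and with the correlation estimated, and with fry, and adjusted over the lists of 1 kind within a comparison.

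The text names *Zmym2*, the genes that the paper's text or figure labels name for these samples, the 10 genes with the largest fold change in each direction among calls with fully separated groups, and up to 4 members of each list with the smallest p. Genes could be left out for length but not for their direction, and exceptions are marked where they stand.

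Alternatives were DESeq2 (1.42.0), its size factors inside edgeR, filterByExpr, no filter, a robust fit, and sex, name series, litter number or replicate number in the design. Others were females, males, H or J embryos alone, all 8 mESC and EB libraries in 1 fit, line as a block, and leaving out each library in turn. For RPKM they were 0.01 or 1 added before logarithms, a minimum of 0.1 RPKM, and CPM from counts. The likelihood ratio test of edgeR and a comparison without *Zmym2*-/- embryos 5 and 6 were added after the values were seen. For comparisons of embryos, 100 of the 462 possible splits of the 12 embryos into equal groups were drawn with a fixed seed of 20, and for the sex by genotype interaction 100 of 200. Tables and figures were made in Python (3.11.15).

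Chromatin, methylation, transposon and protein data of the study, and data from other laboratories, were not analysed here. Splicing and transposon copies were not analysed, since the values are summed over genes. Gene sets for enrichment that the paper used were not used here.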

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

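The tests of the 3 patterns weighed here, and the comparison without *Zmym2*-/- embryos 5 and 6, were chosen only after the results were seen. The splits of the embryos were planned, except those for list members outside Supplementary Table S4.

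In groups of 6 embryos, single values were compared with the nearest of the other embryos by Dixon's criterion (0.625 for 6 samples). Chance passes it in about 1 of 20 groups if values are normally distributed, which low CPM are not. Over 110 groups for genes named in the text, 20 values passed, and over 66 groups for medians of lists, 7 passed. Together with groups of other kinds these were 27 of 178. A group whose counts all lie in 1 embryo passes by construction, as for *A230004M16Rik*, *Grm5*, *Prss38* and *Klf17*. Genes of 1 embryo are not independent either, so these counts are not a test.

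*Zmym2*+/+ embryo 1 lay far above the other *Zmym2*+/+ embryos for *Tmprss11f* (0.288 CPM), *D1Pas1* (1.91 CPM), *4933427D06Rik* (0.105 CPM) and *Usp26* (4.27 CPM). The same embryo held all counts of the *Zmym2*+/+ group for *A230004M16Rik* and *Grm5* (0.0262 CPM, 1 count each) and *Klf17* (0.0524 CPM, 2 counts). Its median for L1MdT fusions was 0.44 on the log2 scale above the *Zmym2*+/+ mean, which is still below the lowest *Zmym2*-/- embryo at 2.27. Among the other *Zmym2*+/+ embryos, embryo 2 was apart for *Sycp1* (0.523 CPM) and *Sycp2* (0.935 CPM), embryo 3 for *Gdf3* (0.350 CPM) and for the genes of Supplementary Table S4 in no class (median 0.22), and embryo 6 for *Prss38* (0.0155 CPM, 1 count). Embryo 5 was high for *Dnmt3a* (145.6 CPM) and *Dnmt3b* (255.1 CPM) and low for *Tsix* (0.0969 CPM), for meiosis genes (median -0.49) and for all genes (median -0.091). Among *Zmym2*-/- embryos, embryo 2 was high for *4933427D06Rik* (6.08 CPM) and *Stra8* (9.12 CPM), embryo 5 was low for *Tmprss11f* (1.56 CPM), and embryo 4 was high for genes of X inactivation (median 0.59). Embryo 6 was high for *Pou5f1* (364 CPM), *Nanog* (17.7 CPM) and transposon fusions other than L1MdT (median 3.34), and low for *Magee2* (0.0755 CPM) and posterior *Hox* genes (median -2.46). No explanation was tested for these values, except for the embryos of the next paragraph.

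*Zmym2*-/- embryos 5 and 6 differ from all others in motile cilia genes, with medians of 2.26 and 3.34 on the log2 scale, and a smaller rise in every *Zmym2*-/- embryo cannot be told apart from none in the other 4, since these lie at 0.05 to 0.42, and 3 of the 6 within the range of *Zmym2*+/+ embryos. A candidate explanation is a larger share of node tissue, in which cilia are motile, since the 7 node markers that are not cilia genes have a median of 1.85 in embryo 5 and 2.65 in embryo 6, against at most 0.69 elsewhere, with *T* at 101.5 and 231.3 CPM and *Foxa2* at 28.7 and 48.7 CPM. All 10 node markers are expressed in embryos, 5 stand in another list, 1 was picked by the study, and *Shh* (21.9 and 27.3 CPM) and *Nodal* (3.15 and 4.41 CPM) rose little or not beyond the highest other embryo. An earlier stage may apply to embryo 6, in which 3 of 4 lists (heart, neural, somite and posterior *Hox* genes) lie below those of all 10 other embryos, and cannot be told apart from other explanations for embryo 5, where 2 of 4 do. Dissection and an effect of *Zmym2* on development stay open for both embryos, untested.

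Across stages, the change of *Zmym2*-/- against control lines differed between EBs and mESCs by the stage by genotype interaction for 993 genes (edgeR quasi-likelihood test), and for 13 genes of Supplementary Table S4. Without control line 2 these counts were 159 and 2, without control line 1 they were 374 and 5, and without *Zmym2*-/- line 1 the first was 538. The interaction was 1.13 for *Ddx4* and 1.14 for *Pla2g1b* on the log2 scale. For *Pla2g1b* the difference was larger in EBs than in mESCs (log2 fold changes 3.71 and 2.57). *Ddx4* was lower in *Zmym2*-/- mESCs (-0.75) and higher in *Zmym2*-/- EBs (0.38, a call lost without control line 2). The interaction was -3.87 for *Fgf5*, which was higher in *Zmym2*-/- mESCs (0.196 and 3.48 CPM) and not called in EBs. For *Dnmt3b* it was -1.83, and for *Klf4*, which was lower in *Zmym2*-/- mESCs, it was 2.07. Of the genes of naive pluripotency, 8 had a positive and 1 a negative interaction, and as a list they were not called with estimated correlation (adjusted p = 0.0994).

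The paper's results do not discuss genes of the 2-cell-like state, of which 28 of 29 were higher in *Zmym2*-/- mESCs and 26 of 29 in EBs (edgeR). Their medians were 6.82 and 7.43 on the log2 scale, or 6.14 and 5.79 with genes of at most 3 counts in a group at their bounds. As a list they were not called by camera with estimated correlation (adjusted p = 0.391 and 0.207). The estimates were 0.851 and 0.844, and with 2 lines per genotype this test can hardly call so correlated a list, so it decides nothing here. Reads shared between near-identical copies are excluded as the whole source, since *Spz1*, *Tmem92* and *Zfp352*, which have no such copies, were all called, 3 of 3 in mESCs and 3 of 3 in EBs, and a change in 1 line alone is excluded, since the lowest median of a *Zmym2*-/- line was 4.94. A difference between clones unrelated to *Zmym2* cannot be told apart from an effect of its loss, since 2 lines against 2 give an exact p of 0.333 at the lowest. None of these genes is in another list or in Supplementary Table S4, and 2 were tested in embryos, where neither was called by edgeR or DESeq2 (0 at an unadjusted p under 0.05). An effect of the loss of *Zmym2* stays a hypothesis in these data. The paper's introduction cites earlier work in mESCs that found ZMYM2 to matter for holding back totipotency. Data of that work were not analysed here.

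*Eif2s3y*, *Ddx3y* and *Uty*, on the Y chromosome, reached at most 0.273% of their mean in male *Zmym2*+/+ embryos in any control library, a value that a Y chromosome missing from most cells of the control lines would give and that is consistent with it. Silencing of these genes by intact *Zmym2* in male embryos is excluded, since each was at 18.9 CPM or more in every male *Zmym2*+/+ embryo. In *Zmym2*-/- lines they were far below male embryos as well, in mESCs at 8.77% and 14.6% for *Eif2s3y*, 1.65% and 0.711% for *Ddx3y*, and 1.13% and 0.452% for *Uty*. These shares differ between genes. A Y chromosome kept in part of the cells alone would give similar ones only if mESCs and embryos express these genes in equal proportions. That was not tested. Male *Zmym2*+/+ embryos had at most 0.193 CPM of *Uba1y*, against 1.14 and 4.82 CPM in *Zmym2*-/- mESCs. In embryos *Uba1y* was high in the male *Zmym2*-/- embryos alone, which come from 1 litter. Its log2 fold change over both sexes was 7.52 (adjusted p = 0.152 from edgeR). *Uba1y* thus went with the loss of *Zmym2* in male embryos, where other Y-linked genes were expressed in both genotypes. What raises it in these lines stays open, since the lines also differ in the other Y-linked genes. Silencing specific to cultured cells was not tested.

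Of 26 p53 targets, which the paper does not discuss, 9 were higher and 1 lower in *Zmym2*-/- EBs (edgeR), or 14 and 1 when adjusted over the list alone. Among them were *Phlda3* (log2 fold change 0.60, adjusted p = 0.000197), *Trp53inp1* (0.64, 0.000495) and *Ccng1* (0.38, 0.000875). The list was not called with estimated correlation (adjusted p = 0.381), and no explanation was tested.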

How the results depend on the processing

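The likelihood ratio test of edgeR and the comparison without *Zmym2*-/- embryos 5 and 6 were chosen only after the results were seen, and the other alternatives were planned.

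In embryos, 84 genes were at least 4-fold higher and 1 was lower. With the size factors of DESeq2 these counts were 89 and 1, with filterByExpr 69 and 1, with a robust fit 82 and 1, with sex as a covariate 74 and 1, and with name series 84 and 1. Of the genes called with the last 2, 71 and 72 were among the 84. Leaving out 1 embryo gave 63 to 83 and 1. No gene of the count tables has fewer than 10 counts, so testing without a filter changes nothing and says nothing about stability.

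Other settings moved these counts. DESeq2 called 170 higher and 3 lower, and the likelihood ratio test 174 and 8. At any fold change, where the main counts were 116 and 3, DESeq2 called 335 and 37 and the likelihood ratio test 268 and 13. With replicate number as a block, 42 were higher and 0 lower by at least 4-fold, and 49 and 0 at any. With litter number as a block over 7 embryos, 1 and 0, and again 1 and 0, were called. In females alone 11 were higher and 4 lower by 4-fold, and 11 were higher at any fold change, while in males alone 80 and 215, and at any fold change 131 and 253, were called. Within the H series 1 was higher and 0 were lower, at either threshold. Within the J series 44 were at least 4-fold higher, and 46 were higher and 1 lower at any fold change. Without *Zmym2*-/- embryos 5 and 6, 62 were at least 4-fold higher, of which 55 were among the 84, and 76 were higher and 1 lower at any fold change. Single embryos moved the count of lower genes at any fold change between 1 (without *Zmym2*+/+ embryo 4) and 39 (without *Zmym2*+/+ embryo 5). Blocks, females alone and single series have fewer samples or residual degrees of freedom. With litter as a block, 84 of the 84 genes were still higher, with a median log2 fold change of 3.52 against 3.74, and a median standard error of 0.633 against 0.525. In males, by contrast, more lower genes were called, among them 7 of 10 trophoblast markers, 6 of 40 interferon genes and 3 of 10 macrophage markers. Lower as well were 2 of 4 adult globin, 3 of 13 posterior *Hox* and 2 of 10 decidua markers, and all *Zmym2*-/- males come from 1 litter. These males are also all of the J series, while *Zmym2*+/+ males are of both series. Among *Zmym2*+/+ embryos, J minus H on the log2 scale was -3.02 for trophoblast, -1.73 for macrophage and -1.17 for interferon genes. It was -1.13 for adult globins and -0.55 for decidua, but 0.44 for posterior *Hox* genes. Litter, series and a sex-specific effect of genotype cannot be told apart as the source of the shift in males. The cause of the other differences was not tested.

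Of the genes of Supplementary Table S4, 84 were called, but 165 by DESeq2, 151 by the likelihood ratio test, 42 with replicate number as a block, 1 with litter number, 11 in females, 51 in males, 1 in H and 38 in J embryos. For the 15 other lists together, 31 members were called in either direction, but 62 by DESeq2, 50 by the likelihood ratio test, 18 with replicate number as a block, 0 with litter number, 1 in females, 0 in H and 12 in J embryos. *Pla2g1b* kept its call in all alternatives and without any 1 embryo. Of 55 genes named for embryos, 39 were called, and 33 kept the call whichever embryo was left out. Named genes that changed sign were *Uba1y* (7.52 on the log2 scale, but -1.74 with litter number as a block, -0.71 in females and -1.33 in H embryos, each without *Zmym2*-/- males), *Zdbf2* (0.40, but -0.65 in females and -0.40 in H embryos) and *Pou5f1* (1.58, but -1.12 in males and -0.90 without *Zmym2*-/- embryos 5 and 6). Of these, none was called with all embryos.

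The sex by genotype interaction was called for 0 genes by edgeR (5067 at an unadjusted p under 0.05), but for 2584 by DESeq2 and 2 with name series as a covariate. Leaving out 1 embryo gave 0 to 1653 genes, the last without *Zmym2*+/+ embryo 3, with 735 without *Zmym2*+/+ embryo 4, 208 without *Zmym2*-/- embryo 4 and 1 without *Zmym2*+/+ embryo 6. The cause was not tested.

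For RPKM, the ratio of *Zmym2*-/- to *Zmym2*+/+ embryos for *Zmym2* ranged from 0.515 to 0.626 when 1 embryo was left out, and its exact p rose above 0.05 without *Zmym2*-/- embryo 4, 5 or 6. The ratio for *Dnmt3a* was 1.38, and 1.29 from CPM, where it was no longer called. Leaving out 1 embryo gave 1.31 to 1.56, called in 3 of 12 cases. For *Dnmt3b* it was 1.86, not called, and 1.48 to 2.33 with 1 embryo left out, called without *Zmym2*+/+ embryo 5 or *Zmym2*-/- embryo 3 or 4. The cause was not tested. The median over the 165 genes stayed higher in *Zmym2*-/- embryos by 0.46 to 3.22 on the log2 scale with 1 or 0.01 RPKM added, and by 1.80 to 2.02 with 1 embryo left out.

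In mESCs, 710 genes were at least 4-fold higher, with 548 to 704 when 1 line was left out, and 556 to 715 under the other alternatives. The count of genes at least 4-fold lower, 73, went from 62 to 118 (without *Zmym2*-/- line 2), that of genes higher at any fold change, 2068, from 1330 (without control line 2) to 1996, and that of lower genes, 1803, from 1021 (without control line 2) to 1862. In EBs, 311 were at least 4-fold higher, 242 to 383 with 1 line left out. The 7 genes at least 4-fold lower became 12 with replicate number as a block, 4 with all 8 mESC and EB libraries in 1 fit, and 10 to 20 with 1 line left out (11 without control line 1, 16 without control line 2, 20 without *Zmym2*-/- line 2). For genes lower at any fold change, 558, the first 2 of these settings gave 841 and 291. A lone line is assumed to vary like the other groups. The stage by genotype interaction was called for 993 genes, for 2325 with line as a block, and for 159 to 742 with 1 line left out (374 without control line 1, 159 without control line 2, 538 without *Zmym2*-/- line 1). For genes of Supplementary Table S4 it was 13, 24, and 2 to 13 (5 without control line 1, 2 without control line 2). With line as a block, 10 of 57 stage results of named genes became called and 0 were lost. The cause was not tested.

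Of 47 genes named for mESCs, all 44 calls held whichever line was left out, and of 41 for EBs, 31 of 37 did. The 6 lost were *Ddx4* (without control line 2), *Reg2* (control line 2 or *Zmym2*-/- line 1), *Tex12* (either control line), *Rbmxl2* (control line 1 or *Zmym2*-/- line 1), *Ttr* (control line 1) and *Dnmt3a* (*Zmym2*-/- line 1). Uncalled values changed sign for *Tdrd1* in mESCs (0.17, from -0.073 without control line 1 to 0.44), *Rbmxl2* in mESCs (0.11, from -0.021 without control line 2 to 0.25), the interactions of *Gc* (-0.07, from -0.37 to 0.044) and *D1Pas1* (0.14, from -0.10 to 0.34), and EB against mESC of *Gata6* in *Zmym2*-/- lines (0.39, from -0.29 to 1.03) and *Reg2* in control lines (0.57, from -0.079 to 1.05).

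In simulated embryos 22 of 67 genes changed by 2-fold were called, against 61 of 67 at 4-fold, so uncalled changes of 2-fold or less are not shown to be absent. Nor are larger ones. Of the 165 genes of Supplementary Table S4, 84 were called in the real embryos, although all had log2 fold changes of 2.01 or more. The share called at 4-fold in the simulation therefore does not hold for genes such as these.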

Differences from the paper's values

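The likelihood ratio test of edgeR was chosen only after the values were seen, and the other alternatives were set before the data were examined.

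The paper gives 165 genes as higher and 3 as lower in *Zmym2*-/- embryos, at a fold change of at least 4 and a q under 0.05, and its methods name DESeq2 for these calls. Here DESeq2 gave 170 and 3, and edgeR's quasi-likelihood test, the main test used here, 84 and 1 at the same thresholds. Of the 165, the paper's classes hold 95 with an annotated promoter, 60 with a transposon fusion and 46 with an L1MdT fusion, where 42, 38 and 30 were called here. Supplementary Table S4 marks 163 of its genes, a count from the paper's own adjusted p by edgeR, as under 0.05, where 84 passed here.

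Among the alternatives set before the data were examined, DESeq2 gave values within 1.5 times of the paper's for all of these counts (170, 3, 95, 60, 46 and 165). For 46, the size factors of DESeq2 and name series as a covariate, with 31 each, also fell within 1.5 times, and for 3, females alone did, with 4. For the other counts none of the remaining ones did, which covers filterByExpr, a robust fit, sex, litter or replicate number in the design, single sexes, single series, and leaving out any 1 embryo. The likelihood ratio test of edgeR, chosen after the values were seen, gave 174, 82, 60, 46 and 151 for all but the lower genes, for which it gave 8, and it dropped 14 of the paper's 165 genes. The log2 fold changes of Supplementary Table S4 did not differ. All 165 had the same direction here, none lay beyond 1 standard error, the largest difference was 0.11 and the correlation across genes was 1.0.

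By gene, Supplementary Table S4 lists *Sycp2* (log2 fold change 2.21 here, adjusted p = 0.264), *Topaz1* (2.24, 0.209), *Hormad1* (2.51, 0.172) and *Uba1y* (7.52, 0.152) as upregulated, and these were higher but not called here. DESeq2 called all 4. The J series alone also called *Hormad1*, males alone called *Uba1y*, and of the settings chosen after the values were seen, the likelihood ratio test called *Topaz1* and *Hormad1*, and the comparison without *Zmym2*-/- embryos 5 and 6 called *Uba1y*. *Sohlh2*, upregulated in the paper's RT-qPCR of other embryos, was higher in all 6 *Zmym2*-/- embryos here and not called (adjusted p = 0.382), except within the J series. *Dmc1*, *Rnf17*, *Mael*, *Pla2g1b* and *Sntb1* were called in the paper's direction.

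For mESCs the paper describes germline genes and transposon fusion genes as upregulated. Over the 136 genes of Supplementary Table S4 tested there, 68 were higher and 4 lower, so the tally goes the paper's way, and *Pla2g1b*, *Morc1*, *Hormad1* and *D1Pas1* were called higher. Against it, *Ddx4* was lower (log2 fold change -0.75, adjusted p = 0.00131), and *Tdrd1* was not called in mESCs (adjusted p = 0.684) or EBs (adjusted p = 0.0910).

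During EB differentiation the paper describes the targets as dropping in control cells and staying expressed in *Zmym2*-/- cells, from RT-qPCR up to later days than the EBs sequenced. In RNA-seq to day 3, 52 of 131 target genes fell and 18 rose in control lines, and 42 fell and 18 rose in *Zmym2*-/- lines. The interaction was called for 13 of them, 11 with a positive sign, among them *Pla2g1b* and *Ddx4*. *Morc1*, *Hormad1*, *D1Pas1*, *Gc* and *Clca3b* fell in both genotypes, with interactions that were not called, and stayed higher in *Zmym2*-/- than in control EBs.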

Other observations

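The comparison of name series among *Zmym2*+/+ embryos, the test of lists by sex and the splits for list members outside Supplementary Table S4 were chosen only after the results were seen, and the other tests in this part were planned.

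Other splits of the 12 embryos into 6 and 6 tested the counts of embryo genes against chance. With 100 splits drawn, the real one included, 2 gave as many genes at least 4-fold higher as the real split (84, highest other 215), 3 as many lower (1, highest other 80), 2 as many higher at any fold change (116, highest other 1740) and 3 as many lower (3, highest other 983). For members of the 15 other lists outside Supplementary Table S4, 2 gave as many (8, highest other 53). For the higher genes and the list members, chance is excluded as far as embryos can be exchanged freely. For the lower genes it is not, since 12 unchanged genes were called in simulated embryos, more than the 3 lower ones here. The splits take no account of litter. With litter as a block over 7 embryos, which leaves 3 residual degrees of freedom, edgeR called 1 gene. All 84 genes at least 4-fold higher were still higher in that fit. Their median log2 fold change was 3.52 (median standard error 0.633) against 3.74 (0.525) over all embryos. For these 84 genes this argues against differences between litters as the whole source, although they were called on embryos that include these 7. For the other counts, differences between litters are not excluded. For the genes of Supplementary Table S4, 1 split, the real one, gave as many (84, highest other 40), and for all members of the 15 lists 2 did (31, highest other 73). The study chose the genes of that table, among them most of the 31, on the real split, so these 2 results say nothing about chance, and the bounds set for them beforehand were wrong for such genes. For the sex by genotype interaction, edgeR called 0 genes (5067 at an unadjusted p under 0.05), which any split reaches, as all 100 did (highest other 2830), so the splits say nothing about chance. The 2584 genes called by DESeq2 were not tested by splits.

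The largest of these other splits exchanges *Zmym2*+/+ embryo 5 and *Zmym2*-/- embryo 4, and several times the real count points to a structure of the samples that does not follow genotype. *Pla2g1b* (0.0242 and 12.2 CPM) and *Zmym2* (125 and 38.6 CPM) go with the labels of these 2 embryos. The next split called 100 genes higher and 34 lower at any fold change. Principal components 1 and 2 held 34.5% and 18% of the variance.

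Among *Zmym2*+/+ embryos, 2 of the J and 4 of the H series, J minus H was -3.02 on the log2 scale for the median of 11 trophoblast markers, -1.73 for 10 macrophage and leukocyte markers and -1.17 for 40 interferon genes. For adult globins it was -1.13, while it was 0.60 for heart, 0.61 for somite and 0.63 for primitive erythroid markers. Of the classes of Supplementary Table S4, it was -0.73 for 20 L1MdT fusions and -0.37 for 81 genes with an annotated promoter. It was -0.21 for 10 other transposon fusions and 0.64 for 6 genes in no class. No member of these lists was called in either direction, and the lists were not tested. Against *Zmym2*+/+, *Zmym2*-/- embryos had medians of -1.03 for trophoblast (-0.98 with genes of at most 3 counts at their bounds), -0.86 for adult globins of maternal blood, -0.71 for primitive erythroid, -0.30 for decidua and 0.48 for visceral yolk sac endoderm markers. For heart (-0.10), somite (-0.01, mean 0.21), neural (-0.03, mean 0.33), posterior *Hox* (-0.06) and macrophage markers (-0.03, mean 0.14, test direction down) medians were near 0, but over both sexes together. In females and males apart they were -1.77 and 1.34 for heart, -2.34 and 1.43 for somite, -1.54 and 1.35 for neural, 0.97 and -2.51 for macrophage and 0.99 and -5.43 for trophoblast markers, of which 7 of 10 were called lower in males. They were 0.63 and -3.91 for adult globins, -0.22 and -1.28 for primitive erythroid, 0.07 and -0.78 for decidua, 1.24 and -0.46 for yolk sac endoderm, 1.81 and 0.24 for node and -0.52 and -0.47 for posterior *Hox* markers. With the preset correlation the sex by genotype interaction was called for 7 of the 11 marker lists (heart, somite, neural, trophoblast, macrophage, globin and yolk sac endoderm, adjusted p of at most 0.000499), and for interferon (2.35e-08), motile cilia (0.000154), naive pluripotency (0.000682), REST target (0.00836) and DNA methylation genes (0.0223). Of the study lists it was called with the preset correlation for L1MdT fusions (median -1.26) and for all 165 genes (median -0.78), each at an adjusted p of 0.0313. With estimated correlation it was called for none of the marker lists (0.0601 or above) or of the 15 others (0.159 or above). Nor was it for any study list (0.518 or above). All *Zmym2*-/- males come from 1 litter of the J series, while *Zmym2*+/+ males are of both series. Sex, litter and series can therefore not be told apart in these differences. Over all 12 embryos, no marker of these 10 lists was called in either direction by edgeR, DESeq2 called 1 macrophage marker, and at an unadjusted p under 0.05 there were 2 higher macrophage and 1 higher neural marker, and 1 lower gene each for decidua, posterior *Hox* and trophoblast. Of 10 node and notochord markers (median 1.31) 0 were called, 5 when adjusted over the list alone, 1 by DESeq2, and 6 at an unadjusted p under 0.05. The node, trophoblast, yolk sac endoderm and globin lists were called with the preset correlation (adjusted p of at most 0.025) and no marker list was with estimated correlation (0.616 or above).

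Among the other lists in embryos, 1 of 26 p53 targets was higher (4 when adjusted over the list alone, 4 by DESeq2), *Trp53inp1*, and this list was called with estimated correlation (adjusted p = 0.0402). None of 32 genes of DNA methylation was called (0 by DESeq2, 4 higher and 0 lower at an unadjusted p under 0.05), with adjusted p of 0.000997 with the preset and 0.437 with estimated correlation. None of 41 genes of the CoREST, PRC1.6, TRIM28 and ZMYM families was called (0 by DESeq2, 4 higher and 2 lower at an unadjusted p under 0.05). Nor was any of 40 imprinted genes (0 by DESeq2, 0 higher and 2 lower at an unadjusted p under 0.05), with a median of 0.07, a mean of -0.04 and a test direction of down, or of 40 interferon genes (0 by DESeq2 and 0 at an unadjusted p under 0.05). Of 10 genes of X inactivation, *Tsix* was higher (list median -0.05, mean 0.11). Supplementary Table S4 holds 10 of the 44 meiosis genes, 14 of the 44 genes of piRNA and germ cell RNA and 15 of the 72 motile cilia genes. Where these lists share genes with that table, they are no independent evidence.

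In *Zmym2*-/- mESCs, naive pluripotency genes went both ways, 4 of 20 higher and 11 lower (4 and 13 when adjusted over the list alone; adjusted p = 0.404 with estimated correlation). *Klf4* fell from 368 to 99.6 CPM (log2 fold change -1.88), and *Tbx3* and *Esrrb* fell by 1.45 and 0.91 on the log2 scale, while *Fbxo15* and *Dppa3* rose by 1.75 and 1.85. *Dnmt3a* rose from 173 to 347 CPM (adjusted p = 0.000307), *Dnmt3b* from 205 to 665 CPM (8.39e-06), *Dnmt3l* from 233 to 580 CPM (0.000113) and *Otx2* from 5.75 to 30.9 CPM (5.01e-07). *Nkx6-3* fell from 6.64 to 0.196 CPM (7.96e-07), and *Zdbf2* fell by 0.67 on the log2 scale (0.00101). Members of the other lists called higher and lower were 7 and 1 of 15 for general pluripotency, 7 and 1 of 26 for germ layers, 13 and 5 of 38 imprinted genes, 5 and 3 of 26 p53 targets, 6 and 3 of 32 for DNA methylation, 5 and 0 of 27 interferon genes (4 lower at an unadjusted p under 0.05, 0 by DESeq2), 4 and 5 of 15 for primordial germ cells, 6 and 2 of 41 for the CoREST, PRC1.6, TRIM28 and ZMYM families, 2 and 0 of 10 for X inactivation (0 lower at an unadjusted p under 0.05 and by DESeq2) and 12 and 4 of 60 for motile cilia. None of these lists was called with estimated correlation.

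In *Zmym2*-/- EBs, 6 of 20 naive genes were higher and 2 lower (adjusted p = 0.229 with estimated correlation), with *Klf2* and *Zfp42* up by 1.57 and 0.67 on the log2 scale. *Cubn* fell by 2.37 (adjusted p = 0.00802), and *Ttr* by 3.30 (adjusted p = 0.0454), a call that was lost without control line 1. *Nnat* fell by 1.97, and *Dnmt3a* fell by 0.28 (adjusted p = 0.012, lost without *Zmym2*-/- line 1). Other lists had 10 and 6 of 39 imprinted genes, 3 and 1 of 41 in the CoREST, PRC1.6, TRIM28 and ZMYM families, 2 and 1 of 32 for DNA methylation, 3 and 2 of 15 for general pluripotency, 3 and 2 of 28 for germ layers, 4 and 1 of 15 for primordial germ cells, and 1 and 1 of 10 for X inactivation. Interferon genes had 2 higher and 0 lower of 31 and motile cilia genes 6 and 0 of 59, with 2 lower at an unadjusted p under 0.05 in each and 0 by DESeq2. *Pou5f1* was called neither in mESCs (adjusted p = 0.508) nor in EBs (0.337).

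From mESC to EB, 757 genes rose and 796 fell by at least 4-fold in control lines, and 599 and 710 in *Zmym2*-/- lines. *Fgf5* rose by 9.52 and 5.65 on the log2 scale, *Dnmt3b* by 3.63 and 1.80, and *Krt18* by 2.21 and 1.68 (interaction adjusted p = 0.156, and 0.0129 with line as a block). *T* rose by 2.29 and 4.55 (interaction adjusted p = 0.0631, and 0.00232 with the block). *Klf4* fell by 7.37 and 5.3, and *Gata6* changed by -2.30 and 0.39 (interaction adjusted p = 0.0863, and 0.00675 with the block). The interaction of *Klf2* was 0.84 (adjusted p = 0.0504, and 6.89e-06 with the block).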
